# Grapevine response to a *Dittrichia viscosa* extract and a *Bacillus velezensis* strain

**DOI:** 10.3389/fpls.2022.1075231

**Published:** 2022-12-16

**Authors:** Mélina Ramos, Núria Daranas, Mercè Llugany, Roser Tolrà, Emilio Montesinos, Esther Badosa

**Keywords:** biocontrol products, transcriptomics, RT-qPCR, gene markers, metabolites, grapevine

## Abstract

The present study aims to evaluate the response of the three Mediterranean local grapevines ‘Garnacha Blanca’, ‘Garnacha Tinta’, and ‘Macabeo’ to treatments with biocontrol products, namely a botanical extract (Akivi, *Dittrichia viscosa* extract) and a beneficial microorganism (*Bacillus* UdG, *Bacillus velezensis*). A combination of transcriptomics and metabolomics approaches were chosen in order to study grapevine gene expression and to identify gene marker candidates, as well as, to determine differentially concentrated grapevine metabolites in response to biocontrol product treatments. Grapevine plants were cultivated in greenhouse under controlled conditions and submitted to the treatments. Thereafter, leaves were sampled 24h after treatment to carry out the gene expression study by RT-qPCR for the three cultivars and by RNA-sequencing for ‘Garnacha Blanca’. Differentially expressed genes (DEGs) were investigated for both treatments and highly influenced DEGs were selected to be tested in the three cultivars as treatment gene markers. In addition, the extraction of leaf components was performed to quantify metabolites, such as phytohormones, organic acids, and phenols. Considering the upregulated and downregulated genes and the enhanced metabolites concentrations, the treatments had an effect on jasmonic acid, ethylene, and phenylpropanoids defense pathways. In addition, several DEG markers were identified presenting a stable overexpression after the treatments in the three grapevine cultivars. These gene markers could be used to monitor the activity of the products in field treatments. Further research will be necessary to confirm these primary results under field conditions.

## 1 Introduction

The European Union is the main world producer, consumer, and exporter of grapevine for wine-making (*Vitis vinifera*), and the production is mainly concentrated in three countries: Italy (29.7%), Spain (27.1%), and France (24.2%) (European Commission, 2021). Vineyards are threatened by several diseases, including powdery mildew and gray mold caused by the fungal pathogens *Erysiphe necator* and *Botrytis cinerea*, respectively, and downy mildew caused by the oomycete *Plasmopara viticola* (Avenard et al., 2003; Gessler et al., 2011; Reynier, 2011; Beris et al., 2021). These causal agents are able to infect several grapevine tissues starting from flowers and leaves (*E. necator*), from leaves (*P. viticola*), and from berries (*B. cinerea*). If the first infections are not controlled, the diseases spread quickly in the vineyard and mildews can infect berries as well. These diseases can cause severe crop losses depending on the season and the cultivation area, reducing the harvest quality and yield, plant vigor and photosynthesis (Calonnec et al., 2006; Leroy et al., 2013; Kunova et al., 2021).

The main grapevine cultivars are susceptible to these diseases and vineyard protection requires intensive treatments with plant protection products (PPPs), such as chemical fungicides from bud burst until ripening (Boubakri et al., 2013). The frequency average of the applied fungicide treatments is around ten treatments per year, which can rise up to 20 treatments under the most critical conditions (Butault et al., 2010; Leroy et al., 2013; Pertot et al., 2017). This intensive use of PPPs can affect the treated crops, the environment, and the consumer health as well (Alavanja et al., 2004; Boubakri et al., 2012; Boubakri et al., 2013; Krzyzaniak et al., 2018; Zambito Marsala et al., 2020). To prevent the negative impact of the intensive use of synthetic PPPs, more environmentally friendly compounds, such as biocontrol products are promoted by European governments (European Parliament, Council of the European Union, 2009a; European Parliament, Council of the European Union, 2009b). Among the different types of biocontrol products, there are natural substances derived from plant, animal, or mineral extracts and beneficial microorganisms able to protect the plant from pests and diseases.

Natural substances as well as beneficial microorganisms used as biocontrol products present modes of action mainly relying on (i) direct action against the pathogen (Bonaterra et al., 2012; Persaud et al., 2019) or (ii) indirect action by stimulating plant defense (Perazzolli et al., 2011; Perazzolli et al., 2012; Pieterse et al., 2014; Rienth et al., 2019; Nishad et al., 2020; Burdziej et al., 2021). It has been reported that a plant extract from *Vitis* can present direct activity in grapevine against downy mildew (Schnee et al., 2013). Some beneficial microorganisms are able to compete against pathogens for space and nutrient supplies (Bonaterra et al., 2012) or to show antagonism activity against pathogens through antimicrobial or lytic enzyme production (Ongena and Jacques, 2008; Wang et al., 2013; Mora et al., 2015; Vilà et al., 2016 ). Moreover, laminarin (algae extract) and chito-oligosaccharides associated with oligogalacturonides (COS-OGA) are already used in vineyards as plant defense stimulators, protecting grapevine against downy mildew and powdery mildew (Van Aubel et al., 2014; Bodin et al., 2020). Some beneficial microorganisms are already authorized and used in vineyards (Otoguro and Suzuki, 2018). It is reported *Bacillus subtilis* strains that show antagonism activity against gray mold (Maachia et al., 2015) and a *Saccharomyces cerevisiae* cell wall derivatives-based product that induce resistance against downy mildew, gray mold and powdery mildew (De Miccolis Angelini et al., 2019). Biocontrol products with a combination between the two types of mechanisms are described as well (Krzyzaniak et al., 2018; Esmaeel et al., 2020; Zhou et al., 2020).

Plant defense response to biotic stresses relies on different levels of recognition. After pathogen infection, molecular patterns or effectors of the pathogen are recognized leading to (pathogen-associated molecular patterns) PAMP-triggered immunity (PTI) or effector-triggered immunity (ETI). Both PTI and ETI stimulate plant systemic acquired resistance (SAR) (Abdul Malik et al., 2020). Beneficial microorganisms recognition can also trigger plant defense response called induced systemic resistance (ISR). SAR and ISR responses involve phytohormones, such as salicylic acid (SA), jasmonic acid (JA), and ethylene (ET), being SA more specific to SAR and JA/ET pathway to ISR (Pieterse et al., 2014). It is reported that SA is involved in the defense against biotrophic pathogens, including *P. viticola* and *E. necator*, whereas JA/ET pathway against necrotrophic pathogens, such as *B. cinerea.* However, the two pathways can be activated simultaneously (Burdziej et al., 2021). Direct application of phytohormones or analogues are able to trigger defense response in grapevine against downy mildew (Bodin et al., 2020; Burdziej et al., 2021). Despite biocontrol products modes of action are not always well-understood in several plant species and cultivars, it is important to assess that they have no impact on the treated plants or the environment.

This study aims to evaluate the response of three appreciated and autochthonous grapevine cultivars of the Mediterranean zone, concretely of Catalonia (Spain): Garnacha Blanca, Garnacha Tinta, and Macabeo to biocontrol product treatments. Two biocontrol products from different origins were investigated: a botanical extract (Akivi, *Dittrichia viscosa* extract) and a beneficial bacterial strain (*Bacillus* UdG, *Bacillus velezensis* living bacteria). Both products are still in development and the combination of a whole genome transcriptomics approach and a targeted metabolomics approach was chosen to elucidate the grapevine response to the treatments. The objectives of this work are: (i) to study grapevine gene expression response after biocontrol product treatment using transcriptomics; (ii) to identify robust gene marker candidates presenting stable differential expression after treatment within the three grapevine cultivars; and (iii) to determine grapevine metabolites variations after biocontrol product treatment using targeted metabolomics.

## 2 Materials and methods

### 2.1 *Bacillus* UdG production and plant extract

*Bacillus velezensis* UdG strain was isolated from a wild plant collected during a sample screening as reported by Mora et al. (2011). *B. velezensis* UdG was routinely cultivated on a Luria-Bertani agar and incubated at 28°C for 24h. For the assays, two different products consisting of lyophilized and fresh cells were prepared.

For lyophilized *Bacillus* (BL), a fermentation process was done in a pilot-scale bioreactor (Biostat^®^ C, Sartorius, Germany) with a working volume of 30 L of production medium for 48 h at 28°C, pH7 and agitation ramp from 50 to 500 rpm. The production medium consisted of a modification of the original recipe of Walker and Abraham (1970). Specifically, the following modifications were considered: 7 g L^-1^ instead of 1 g L^-1^ of KH_2_PO_4_, 1 g L^-1^ instead of 4 g L^-1^ of L-monosodium glutamate, 5 g L^-1^ of molasses and 1 g L^-1^ of soy flour instead of 342 g L^-1^ of saccharose, 1 mL L^-1^ instead of 5 mL L^-1^ of ferric citrate solution, and 1 mL L^-1^ of oligoelement solution at 0.1 mg mL^-1^ instead of at 0.1 mg L^-1^. After fermentation, the cells were harvested by centrifugation (SA-1-02-175, GEA Westfalia, Granollers, Spain) at 10,000 rpm and the concentrated cell suspension was mixed with skimmed milk (15% final concentration). The bacterial suspension was frozen at −70°C and lyophilized in a laboratory scale freeze-dryer (Unitop HL, VirTis, Gardiner, NY). Dried samples were stored in vacuum sealed plastic-coated aluminum bags.

For fresh *Bacillus* (BF), a fermentation process was carried out in a 2-L Erlenmeyer flask for 48 h at 28°C and shaking at 150 rpm with 500 mL of the original recipe of production medium (modification: oligoelement solution was used at 0.1 mg mL^-1^ instead of at 0.1 mg L^-1^). After fermentation, the cells were harvested by centrifugation at 13,200 g for 10 min (Centrifuge 5810R, Eppendorf) and concentrated 10X with the corresponding volume of supernatant.

The plant extract Akivi was provided by S.A.S. AkiNaO (France). It is a formulated botanical extract prototype from *Dittrichia viscosa* composed of a high content of polyphenols and terpenes (Tamm et al., 2017).

### 2.2 Plant material, treatments, and experimental design

Three grapevine cultivars (*Vitis vinifera* L.), namely Garnacha Blanca, Garnacha Tinta and Macabeo, grafted on rootstock 110R, were obtained from commercial nurseries (Agromillora Iberica and Viveros Villanueva Vides, Spain). One-year-old bench-grafted grapevine rootlings were planted in a 2 L pot with 80% of the growing media (Prodeasa BV35, Burés Profesional, Spain), 20% of perlite (A-13, Agroteibe, Spain), and 4 g of the fertilizer (Osmocote^®^ Exact Mini 3-4M, ICL Specialty Fertilizers, France). Bench-grafted grapevines were grown in a greenhouse at 25 ± 2°C, 60 ± 10% relative humidity and a 16:8 h light:dark photoperiod. Young stocks with at least about 4 to 6 expanded leaves were used for the experiments.

The treatments consisted of Akivi at 0.521 g L^-1^ (Aki), and *Bacillus* UdG at 10^8^ CFU mL^-1^ lyophilized (BL) and fresh (BF). Water was used as the solvent to prepare each treatment. The BF treatment was only used in the experiment with cv. Garnacha Blanca. A non-treated control (NTC) using water was included in all the experiments. The products were sprayed on adaxial and abaxial leaf surfaces using an airbrush until near run-off.

The experimental design for cv. Garnacha Blanca stocks included 4 randomized blocks corresponding to the different treatment modalities (Aki, BL, BF, and NTC), while for cvs. Garnacha Tinta and Macabeo included 3 blocks (Aki, BL, and NTC). Each block was composed of 4 biological replicates of 5 plants.

### 2.3 Sampling plant material and RNA isolation

Sampling was carried out 24 h after spraying plants with the products. At that time transcriptomics response, as well as, phytormone signalization and metabolomics responses can be evaluated. Four biological replicates were sampled for each treatment for RNA-sequencing analysis (RNA-seq), and three biological replicates for reverse transcription quantitative PCR (RT-qPCR) analysis. Two leaves from each plant (5 plants per biological replicate) were harvested, grounded, and soaked in liquid nitrogen. Each ground leaf sample was added to 2 mL tubes containing two borosilicate glass beads in order to obtain a fine powder using Tissuelyzer II system (Qiagen, USA) for 1 min at 30 Hz.

For total RNA isolation from grapevine leaves, the commercial kit Spectrum™ Plant Total RNA Kit (Sigma-Aldrich, USA) was used (**Supplementary Table 1**) following manufacturer’s instructions. Residual DNA was removed using Invitrogen™ TURBO DNA-free™ Kit (Applied Biosystems, USA).

The concentration and purity of RNA was assessed by spectrophotometric measurements using NanoDrop ND-1000 Spectrophotometer (Thermo Fisher Scientific, USA). RNA quality was evaluated using electrophoresis on 1.0% agarose gels.

Prior to RNA-seq analysis, a R.I.N. measurement was carried out using an Agilent 2100 Bioanalyzer (Agilent technologies, USA) to check RNA integrity from cv. Garnacha Blanca samples and RNA extracted in each sample was quantified by using the Qubit 2.0 Fluorometer (Invitrogen, USA).

### 2.4 RNA-sequencing and reads mapping

The plant response to treatments using transcriptomics was studied on cv. Garnacha Blanca grapevine leaves after spray application with Aki, BL, BF or water (NTC). A total of 16 samples were used for the library construction.

The RNA-seq transcriptome library was prepared using the TruSeq Stranded mRNA Sample Prep kit (Illumina, USA) following the manufacturer’s instructions using 1-2 µg of good quality RNA (R.I.N. > 7) as input. The RNA was fragmented by 3 minutes at 94°C and each purification step was performed by using 0.81X Agencourt AMPure XP beads. Final libraries were quantified by using the Qubit 2.0 Fluorometer (Invitrogen, USA) and quality tested by Agilent 2100 Bioanalyzer RNA Nano assay (Agilent technologies, USA). Libraries were then processed with Illumina cBot for cluster generation on the flowcell, following the manufacturer’s instructions and sequenced on paired-end (2x150 bp, 30M reads per sample) at the multiplexing level requested on NovaSeq6000 (Illumina). The CASAVA 1.8.2 version of the Illumina pipeline was used to process raw data for both format conversion and de-multiplexing.

Raw sequence files were first subjected to quality control analysis by using FastQC v0.10.1 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) before trimming and removal of adapters with BBDuk (https://jgi.doe.gov/data-and-tools/bbtools/) setting a minimum base quality of 25 and a minimum read length of 35 bp. Reads were then mapped against the *V. vinifera* L. genome (*V. vinifera* cv. Pinot noir var. PN40024) (version 12X Ensembl) with STAR v2.6 (https://www.ncbi.nlm.nih.gov/pmc/articles/PMC3530905/). FeatureCounts v1.6.1 (https://academic.oup.com/bioinformatics/article/30/7/923/232889) was then used to obtain raw expression counts for each annotated gene using only uniquely mapping reads (MAPQ>=30). The differential gene expression (DGE) analysis was conducted with the R package edgeR (https://www.ncbi.nlm.nih.gov/pmc/articles/PMC2796818/) using the Trimmed mean of M-values (TMM) normalization method and considering as significant the genes with a False Discovery Rate (FDR) ≤ 0.05. Fragments Per Kilobase Million (FPKM) were obtained with edgeR. Gene Ontology (GO) Enrichment Analysis was performed using in-house scripts based on the AgriGO publication (https://academic.oup.com/nar/article/45/W1/W122/3796337). GO enrichment analysis was carried out using a threshold value (p-Value) < 0.05. The main biological functions were selected considering the Gene Ontology (GO) terms that showed at least 4 affected DEGs. Then the selected GO terms were analyzed using REVIGO web platform (http://revigo.irb.hr/) in order to summarize GO terms by removing redundancies. For each biological function category, different GO terms clusters (representative groups) that presented semantic similarity were obtained. The affected DEGs corresponding to all the GO terms of each cluster were added. In addition, GO terms that presented a background number over 1000 genes (BG-Item) were discarded since they are general GO terms. Clusters that showed less than 10 DEGs were joined under the term “other” considering the total number of genes. In addition, metabolic pathways influenced by the treatments were defined using Kyoto Encyclopedia of Genes and Genomes (KEGG) annotation (Kanehisa et al., 2016). KEGG pathways with a corrected p-Value < 0.05 were considered significantly influenced by the treatments.

### 2.5 Screening of differentially expressed genes

Screening of DEGs was carried out for each treatment modality (Aki, BL and BF) in comparison with the NTC. The two *Bacillus* modalities were studied together in order to identify common genes exclusively due to the bacterial activity, eliminating the effect of the freeze-drying.

Gene expression levels were assessed on the basis of unique mapped genes and were calculated using the FPKM method. FPKM values were used to analyze the differences in gene expression between treatments (Aki, BL, and BF) and NTC, by calculating a Fold-Change (FC) value.

Due to the high biological variability, the DEGs screening was conducted on the three biological replicates that presented less variability between each other, in order to avoid hiding a part of the treatment impact on the plant. DEGs exclusively altered by each treatment were targeted. The criteria of selection during the screening were based on DEGs presenting high differential expression value, specifically Log_2_(FC) > |1.4| and good repeatability among the three biological replicates.

### 2.6 Validation of DEGs by RT-qPCR

To confirm the transcriptome data obtained by RNA-seq analysis, 27 DEGs were selected (Log_2_(FC) > |1.4| and good repeatability among the three biological replicates) and their expression level was validated by RT-qPCR (**Supplementary Table 2**). The UBQ gene, coding for the Ubiquitin-conjugating enzyme, was used in this study as the endogenous gene for data normalization. This endogenous gene was previously selected according to the method described by Silver et al. (2006) (**Supplementary Figure 1**).

Standard curves for DEGs and the endogenous gene were obtained using decimal dilutions of extracted recombinant plasmid DNA (target sequences were cloned into a vector pSpark^®^ in *Escherichia coli* DH5α cells) corresponding to copy numbers ranging between 10^2^ and 10^7^. Ct values in each dilution were measured in triplicate and a negative non-template control was included in each run. Real-time PCR reactions included 10 μL SYBR^®^ Green PCR Master Mix (Applied Biosystems), 6 μL RNase-free water, 1 μL of each forward and reverse primer (**Supplementary Table 2**) at the corresponding concentration, and 2 μL DNA in a final volume of 20 μL. The optimal primer concentration (100, 300 or 600 nM) was previously defined. The thermal cycling conditions were as follows: 10 min at 95˚C for initial denaturation; 40 cycles of 15 s at 95˚C, and 1 min at 60˚C; and a final melting curve program of 60 to 95˚C with a heating rate of 0.5˚C s^-1^. Ct values were plotted against the logarithm of their initial template copy numbers and each standard curve was generated by a linear regression of the plotted points. The efficiency of each standard curve was calculated using the formula E = (10^(-1/a)^ -1) x100, where “a” is the slope of the curve.

For RT-qPCR, total RNA was extracted from leaf samples of treated plants using Spectrum™ Plant Total RNA Kit (Sigma-Aldrich) as explained above. First-strand of cDNA was synthetized from RNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) according to the manufacturer’s instructions. The absence of chromosomal DNA contamination was confirmed by minus-reverse transcriptase control in qPCR. Quantitative PCR was carried out in a QuantStudio™ 5 Real-Time PCR System (Applied Biosystems) to assess the transcriptional level of 27 DEGs. All the information of the selected genes and primers designed by Primer-BLAST tool from the Nacional Centre for Biotechnology Information (NCBI) are shown in **Supplementary Table 2**. Optimized qPCR reactions and the thermal cycling conditions were described above. Each qPCR assay included duplicates of each cDNA sample, no-template and RNA controls to check for contamination. Ct values from three biological replicates were averaged, and UBQ gene was used for data normalization.

The comparative critical threshold (ΔΔCt) method was used to assess the relative quantification of gene expression. Similar amplification efficiencies of all gene primer pairs were checked (**Supplementary Table 3**) making the ΔΔCt method appropriate to calculate the Fold-Change (FC). The ΔCt of the NTC leaf samples was used as the calibrating condition to calculate the FC. Genes were considered to be up- or downregulated if their FC were at least two-fold (FC = 2^1^ or 2^−1^) higher or less than the calibrator condition (Livak and Schmittgen, 2001) and showed statistically significant differences with the NTC.

### 2.7 Metabolite analysis

Metabolite extractions were carried out from powdered samples of grapevine leaves of cvs. Garnacha Blanca, Garnacha Tinta, and Macabeo obtained 24 h after spraying them with Aki, BL, or water (NTC) as explained above.

For phytohormone extraction, 250 mg of fresh grapevine leaves were grounded in an ice-cold mortar with 750 μL of extraction solution (methanol:isopropanol:acetic acid; 20:79:1 by vol.) (Llugany et al., 2013). Then, the supernatant was collected after centrifugation at 1000 g for 5 min at 4°C. These steps were repeated two more times and pooled supernatants were lyophilized. Finally, samples were dissolved in 250 μL pure methanol and filtered with a Spin-X centrifuge tube filter of 0.22 μm cellulose acetate (Costar, Corning Incorporated, USA). Phytohormone quantification was done using a standard addition calibration curve spiking control plant samples with the standard solutions of gibberellin A1 (GA1), gibberellin A4 (GA4), methyl jasmonate (MeJA), salicylic acid (SA), (±)-jasmonic acid (JA), (+)-cis, trans-abscisic acid (ABA) and 1-aminocyclopropane-1-carboxylic acid (ACC) ranging from 5 to 250 ppb and extracting as described above. Deuterated hormones jasmonic acid-d5 (JA-d5) and salicylic acid-d6 (SA-d6) at 30 ppb and 300 ppb, respectively, were used as internal standards in all the samples and standards measurements. Standards were purchased from Merk (Germany).

Plant hormones were analyzed by LC-ESI-MS/MS system in multiple reaction monitoring mode (MRM) according to Segarra et al. (2006). Phytohormones were separated using HPLC Acquity (Waters, USA) on a Luna Omega C18 column 1.6 µm 100 Å 50 x 2.1 mm (Phenomenex, USA) at 50°C at a constant flow rate of 0.8 mL min^-1^ and 10 µl injected volume. The elution gradient was carried out with a binary solvent system consisting of 0,1% of formic acid in methanol (solvent A) and 0,1% formic acid in milli-Q H_2_O (solvent B) with the following proportions (v/v) of solvent A (t (min), %A): (0, 2) (0.2, 2), (1.6, 100), (2, 100), (2.1, 2) and (3, 2). MS/MS experiments were performed on an ABI 4000 Qtrap mass spectrometer (Sciex). All the analyses were performed using the Turbo Ionspray source in negative ion mode except for MeJA and ACC.

Quantification was made by injection of extracted and spiked samples in multiple reaction monitoring (MRM) mode. Identification of phytohormones was based on retention time and presence of peak in the MRM trace compared with those of the standards.

Organic acids (OA) were extracted with a classical extraction protocol. Briefly, 250 mg of fresh grapevine leave powder was grounded in an ice-cold mortar with 2 mL of hydrochloric acid (0.025N). Then, the supernatant was collected after centrifugation at 1000 g for 15 min at 4°C. Meanwhile, Sep-Pack C18 cartridges (Waters, USA) were activated with (i) 1.4 mL of methanol, (ii) 0.7 mL of milli-Q water, and (iii) 1.4 mL of hydrochloric acid (0,025M). Supernatant (1.4 mL) were passed through the cartridge to recover 0.7 mL of clean extract. Finally, samples were filtered at 0.22 μm just prior to injection into an HPLC system.

Organic acids were analyzed by HPLC-UV system (Shimazu, Japan) in the following conditions (Tolrà et al., 2005): YMC-Pack ODS-A HPLC column 5µm 120Å 250 x 4.6 mm (YMC, Germany) at a constant flow rate of 0.8 mL min^-1^ and 10 µl injected volume. The injection method ran 15 min with an isocratic flow of 50 nM Potassium dihydrogen phosphate (KH_2_PO_4_) adjusted at a pH of 2.8 using Phosphoric acid (H_3_PO_4_).

The following standards were used for OA measurements: acetic acid, cis-aconitic acid, trans-aconitic acid, ascorbic acid, citric acid, isocitric acid, formic acid, fumaric acid, galacturonic acid, gluconic acid, glucuronic acid, glutamic acid, glycine, glycolic acid, glyoxylic acid, lactic acid, maleic acid, malic acid, malonic acid, oxalic acid, oxoglutaric acid, pyruvic acid, quinic acid, succinic acid, tannic acid, and tartaric acid.

Four peaks corresponding to OA were detected on samples HPLC-UV chromatograms. Then, these peaks’ retention times were compared with the retention times of 26 standards injected in the same conditions, and the identification was confirmed by standard enrichment injection within the grapevine samples. The four OA were identified (oxalic acid, tartaric acid, malic acid, and oxoglutaric acid) and quantified thanks to calibration curves. Calibration curves: malic acid (y=1.2967x+7.0154, R^2 =^ 0.9967), oxalic acid (y=0.2891x+4.7116, R^2 =^ 0.9993), oxoglutaric acid (y=1.4261x+17.324, R^2 =^ 0.9972), tartaric acid (y=2.6801x+2.4512, R^2 =^ 0.9998).

Putative identification was carried out by comparing the retention time of the standards with the peaks obtained in the grapevine leaf samples. The standard addition to the samples was done to check that the standard matches the targeted peak in leaf matrix conditions. Calibration curves were done at an appropriate range for each putatively identified organic acid and R² must be above >0.99 to allow quantification. Quantification was made within the samples using the calibration curves.

Phenolic compounds were extracted according to Solecka et al. (1999) with modifications (Kidd et al., 2001). Briefly, leaves were extracted with 70% methanol and after centrifugation (10 min, 5000 x g) the supernatant was re-extracted three times with ethyl ether to eliminate ether soluble lipids. The remaining water phase was treated with 2 M HCl for acid hydrolysis of soluble conjugated phenolic compounds. After extraction with ethyl acetate and drying, the residue was re-dissolved in 50% methanol. Total phenolic compounds levels were determined by spectrophotometry (Shimadzu UV-2450, Duisburg, Germany) following the method of Folin-Ciocalteau (Singleton et al., 1999), using gallic acid (Sigma, Steinheim, Germany) as the standard with detection at 765 nm. The results were expressed in Gallic Acid Equivalents (GAE).

### 2.8 Statistical analysis

Principal Component Analysis (PCA) was applied to the RNA-seq data comparing the biological replicates of each treatment modality with the NTC. The statistical analysis of the RT-qPCR data was done using REST2009 Software (Pfaffl et al., 2002). DEGs standard curves for gene expression quantification were made by linear regression on Excel. Validation of the DEGs was performed by a correlation study between the gene expression measured by RNA-seq and RT-qPCR techniques. Pearson correlation analysis was applied to the data for each treatment modality using R software (R version 3.5.2).

For metabolite measurements, to identify significant differences between treated (Aki and BL) and NTC leaves, several statistical tests were performed. All tests were performed on R software (R version 3.5.2) with a significant level of p-Value < 0.05. First, each of the metabolite datasets were tested (Shapiro-Wilk and Bartlett tests) to determine the suitability of parametric or non-parametric tests. For parametric tests, one-way analysis of variance (ANOVA) was carried out followed by a Tukey’s multiple comparisons test. For non-parametric tests, Kruskal-Wallis test followed by Dunn test were carried out.

## 3 Results

### 3.1 Quality assessment of RNA-seq data and gene expression estimation

The 16 sequencing samples produced around 39 million of total sequencing raw reads for NTC and Aki treatments, while around 36 million for BL and BF treatments (**Supplementary Table 4**). 

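Leaf RNA of cv. Garnacha Blanca was sequenced in 16 libraries, with 4 biological replicates for each of 4 groups: the non-treated control (NTC), Akivi (Aki, an extract of Dittrichia viscosa applied at 0.521 g/L), lyophilized Bacillus UdG (BL) and fresh Bacillus UdG (BF), a strain of B. velezensis. Each biological replicate pooled 2 leaves from each of 5 plants, sampled 24 h after the treatments. The authors trimmed the reads with BBDuk, aligned them to the PN40024 genome with STAR and counted fragments on genes with featureCounts. They deposited the FPKM of each gene in each library, that is fragments scaled to the length of the gene and to the fragments assigned to genes in the library, calculated with edgeR. According to the supplement, between 13078392 and 16124887 fragments per library were assigned to genes in NTC (median 13893511), between 11078501 and 16330627 in Aki (median 14927521), between 12282573 and 16991936 in BL (median 12497244.5) and between 11255908 and 14754625 in BF (median 13747233). The deposited values rest on these totals and not on the raw reads, of which the supplement lists between 30960456 and 45077410 per library. Because FPKM are not counts, the values were tested as log2(FPKM + 0.1) with limma version 3.58.1, in 1 linear model of the 4 groups with an intensity trend and robust empirical Bayes moderation. Of the 30661 genes in the deposited table, 5351 were listed at 0 in every library. Genes with at least 0.5 FPKM in at least 3 of the libraries analysed were tested. DEGs were genes with a Benjamini-Hochberg adjusted p of 0.05 or less and a log2 fold change of at least 1.4 in size, which are the thresholds of the paper. The pseudocount of 0.1 FPKM understates the fold change of genes with low values. The paper left out Aki_R1, BL_R1, BF_R1 and NTC_R3, which did not cluster with their groups in its PCA. Values are therefore given first for the 12 libraries that the paper retained (3 per group, 20078 genes tested) and then for all 16 libraries (20246 genes tested).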

Following the filtering and trimming process, around 33 (NTC and Aki) and 31 (BL and BF) millions of cleaned reads were obtained (85 and 86%, respectively, of the total sequencing reads).

When the reads were paired and aligned to the reference *V. vinifera* L. PN40024 genome, around 14.7 (BL and BF) and 15.8 (NTC and Aki) million reads from each treatment could be mapped, (94.9 and 94.6%, respectively, of the input paired reads) (**Supplementary Table 5**). Moreover, between 85.6 (NTC and Aki) and 86.7% (BL and BF) of the input paired reads were assigned to genes.

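Library by library, the supplement gives 84.7 to 87.5% of the input pairs as assigned to genes in NTC, 84.3 to 87.3% in Aki, 85.4 to 88.3% in BL and 85.9 to 88.4% in BF (4 libraries per group). The deposited FPKM could be turned back into whole fragments for each of the 25310 genes that were above 0 in at least 1 library. Summed over genes, the rebuilt fragments of a library fell between 5 and 27 short of the total assigned to genes. Between 21423 and 22331 genes per library were above 0, with a mean of 22088 ± 125 in NTC, 22081 ± 235 in Aki, 22060.0 ± 147 in BL and 21900.5 ± 389.6 in BF (SD, n = 4). At these depths, 3 fragments on a gene of 1 kb correspond to 0.177 to 0.271 FPKM, a limit that covers counting error only.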

The overall quality of the experiment was evaluated considering the consistency between the biological replicates using the normalized gene expression values (normalization of the FPKM) from each treatment. 

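To see which scaling the deposited values carry, the depth of each library relative to the others was estimated from its lowest values, those under 0.15 FPKM. These estimates differed from the ratios of the totals assigned to genes by at most 0.0001. The deposited FPKM are thus scaled to each library's total, and no further factor between libraries was found in them. The methods of the paper name TMM for the differential expression analysis and do not state whether the FPKM carry it. TMM factors calculated from the rebuilt fragments lay between 0.86 and 1.05 over the 16 libraries, with the lowest in BF_R1. Median-of-ratios factors lay between 0.864 and 1.06. No pair of libraries had identical values, and the highest correlation of any pair was 0.975 (Pearson's r across genes, which are not independent replicates).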

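A PCA of log2(FPKM + 0.1) was calculated for each treatment with NTC over all 8 libraries, with genes centred. PC1 explained 34.3% of the variance for Aki, 39.7% for BL and 39.6% for BF. For Aki, the PC1 score of Aki_R1 was -17.81 and lay within the range of the retained NTC libraries (-51.61 to -16.67), while that of NTC_R3 was 33.02 and lay within the range of the retained Aki libraries (18.85 to 47.04). For BL, the score of BL_R1 was -30.70 against -43.95 to -38.56 in the other BL libraries, and that of NTC_R3 was 15.62 against 44.02 to 52.11 in the other NTC libraries. For BF, BF_R1 had a score of -91.66 against -41.20 to 13.70 in the other BF libraries. Across genes, the mean correlation of log2 values with the other libraries of the group was 0.964 for Aki_R1, 0.950 for BF_R1 and 0.956 for NTC_R3, against 0.969, 0.965 and 0.969 between the retained libraries of Aki, BF and NTC (genes are not independent replicates). BL_R1 was the exception, with a mean correlation of 0.973 with the other BL libraries against 0.968 between them, a gap wider than the SD of 0.0011 over the retained pairs. A pseudocount of 1 FPKM moved these correlations most, to 0.985 between the retained Aki libraries, 0.984 for BL, 0.982 for BF and 0.985 for NTC, and BL_R1 stayed above its group at 0.987.

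**Figure D1:**
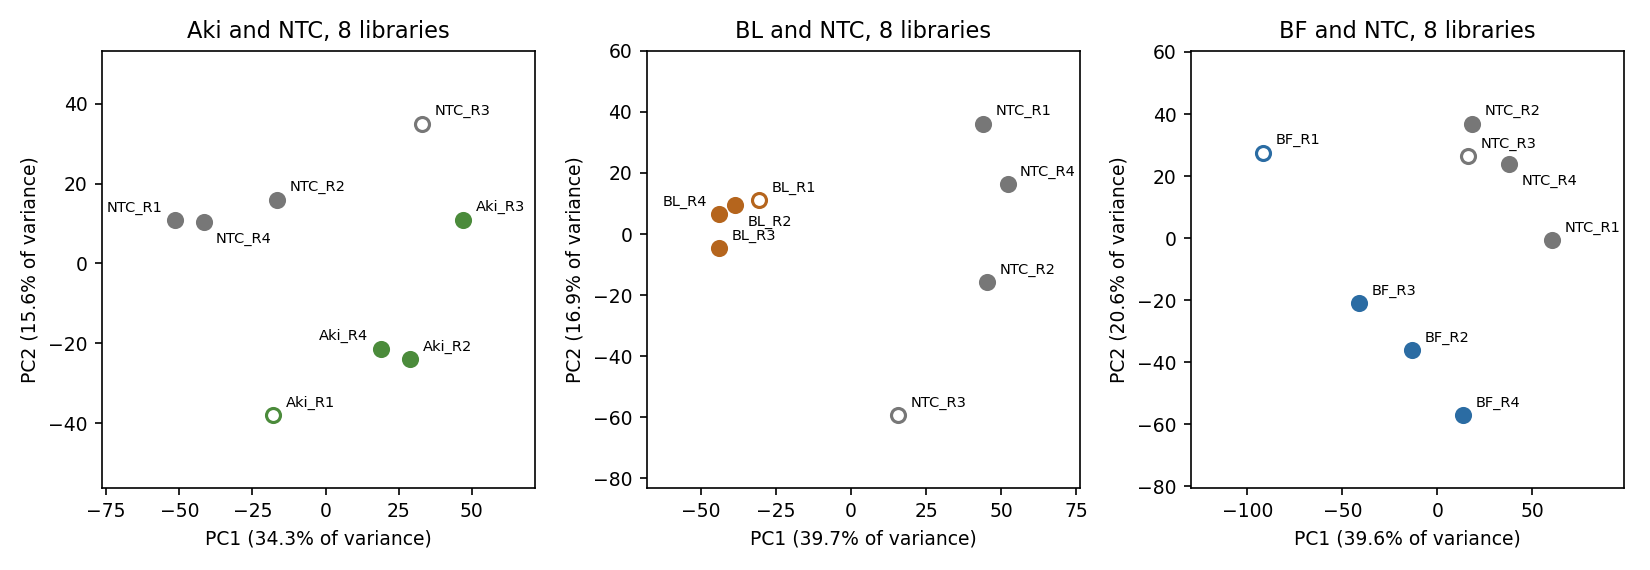
PC1 and PC2 scores (no units) of log2(FPKM + 0.1) for Aki, BL and BF, each with NTC, over 8 libraries. Filled circles are libraries that the paper retained and open circles those it left out. In the Aki panel Aki_R1 sits at a PC1 score of -17.81 and NTC_R3 at 33.02.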

The PCA analysis revealed that one out of four biological replicates of each treatment (Aki_R1, BL_R1, BF_R1, NTC_R3) did not cluster as expected from the experimental design (**Supplementary Figure 2**). This variability among replicates could hide some of the treatment effect on gene expression, thus, this replicate was not included in further analysis.

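Over the 12 retained libraries the median standard error of a log2 fold change against NTC was 0.175, and over all 16 libraries it was 0.184, although each group then had 4 libraries in place of 3. An unadjusted p under 0.05 was found for 4402 of the tested genes in Aki over the retained libraries and for 2099 over all libraries. For BL these numbers were 6536 and 5660, and for BF they were 5708 and 5819. The inclusion of the left-out libraries thus lowered the number for Aki and BL and raised it slightly for BF. The limits that hold the central 99% of the log2 fold changes moved from -1.84 and 2.02 to -1.37 and 1.72 in Aki, from -2.20 and 2.33 to -1.86 and 2.00 in BL, and from -2.00 and 2.14 to -1.96 and 1.93 in BF.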

PCA on normalized gene expression using the three retained biological replicates showed that the two first principal components explained 83.57% (Aki), 84.21% (BL) and 85.43% (BF) of the variance. In addition, the PC1 explained 63.33% (Aki), 60.5% (BL) and 49.38% (BF) of the variability in gene expression between each treatment and the NTC.

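Recalculated over the 6 retained libraries of each comparison, PC1 of log2(FPKM + 0.1) explained 43.2% of the variance for Aki with NTC, 50.8% for BL and 45.4% for BF. The SD of this share when each library was left out in turn was 2.68, 1.86 and 3.53 percentage points. PC1 and PC2 together explained 61.2% for Aki, 66.5% for BL and 70.4% for BF, on 19256, 19360 and 19355 genes. All 3 treated libraries lay on one side of all 3 NTC libraries along PC1 in each comparison. Chance gives this in 10% of cases with 3 libraries against 3 when libraries are not chosen. The paper left out libraries for their place in a PCA of the same data, so this separation is no independent evidence. Over all 8 libraries PC1 and PC2 explained 49.9%, 56.6% and 60.3%, and PC1 still parted the groups for BL and BF but not for Aki. The shares moved most when FPKM were not logged, where PC1 alone explained 90.4% for Aki, 90.8% for BL and 87.6% for BF, and no longer parted BF from NTC.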

The RNA-seq raw transcriptomic data were submitted to the GEO repository of the National Center for Biotechnology Information (NCBI) (GSE211268).

### 3.2 Analysis of the differential expression of genes after the treatments

Gene transcription in cv. Garnacha Blanca grapevine leaves was triggered by Aki, BL and BF treatments to varying degrees. 

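With limma and Benjamini-Hochberg adjustment, 1589 genes in Aki, 3946 in BL and 3114 in BF had an adjusted p of 0.05 or less against NTC over the retained libraries, whatever the size of their change. The same test over all 16 libraries gave 188, 3235 and 3200 genes. Aki had the fewest in both sets, and its number depended most on the left-out libraries. Across all tested genes, the median log2 fold change was -0.01 in Aki, 0.05 in BL and 0.05 in BF (0.00, 0.03 and -0.03 with all libraries), while 4402, 6536 and 5708 genes had an unadjusted p under 0.05 over the retained libraries.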

The volcano plots show the degree of variation of the Differential Expression of Genes (DEGs) based on red and green dots (**Supplementary Figure 3**). The relationship between the fold-change (Log_2_(FC)) and the statistical significance of the differential expression test (-Log_10_(FDR)) is displayed.

Plot similarities within *Bacillus* treatments (BL and BF) were observed since the most of genes were distributed between Log_2_(FC) values of -4 and 4 and with significance values (-Log_10_(FDR)) up to 75 (downregulated genes) and 50 (upregulated genes). However, Akivi plot differed from *Bacillus* ones since the main of genes were distributed between Log_2_(FC) values of -3 and 3 and with lower significance values of 20 (downregulated genes) and 60 (upregulated genes).

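Over the retained libraries, 99.86% of the tested genes had log2 fold changes between -3 and 3 in Aki, 99.80% in BL and 99.88% in BF, and between -4 and 4 these shares were 99.99%, 99.97% and 99.99%. All 16 libraries gave 99.96%, 99.90% and 99.91% between -3 and 3. The highest -log10 of the adjusted p (limma) among rising DEGs was 4.77 in Aki, 5.63 in BL and 5.47 in BF. Among falling DEGs it was 2.74, 6.05 and 6.71. With all libraries these maxima were 4.28, 6.57 and 7.12 for rising DEGs. For falling DEGs they were 1.46, 8.41 and 9.10, where Aki had only 1 such DEG. Genes with smaller fold changes do not enter these maxima. Among DEGs, Aki was thus below both Bacillus treatments on either side, and the gap was wider for falling DEGs. For rising DEGs this is the reverse of the order of the limits that the paper gives, which are not restricted to DEGs. The largest changes were sought among DEGs found in both sets whose treated and NTC libraries did not overlap over all 16 libraries. In Aki the largest fitted rises were those of VIT_01s0011g04780 and VIT_12s0059g02600, with log2 fold changes of 3.84 and 3.81. Both had few fragments in NTC, and the lower bound was higher for VIT_12s0059g02600 (at least 14.9-fold), so their order is not shown. VIT_01s0011g04780, which no table of the paper names, had 2.71 ± 1.34 FPKM in Aki against 0.109 ± 0.133 FPKM in NTC (SD, n = 3 each). No retained NTC library had more than 3 fragments of it, so that it was at least 11.5-fold higher in Aki, and NTC_R3 had 0.405 FPKM and Aki_R1 2.49 FPKM. By the same rule VIT_01s0011g06670 had the largest fitted fall in BL (log2 fold change -4.35), from 4.40 ± 2.24 FPKM in NTC to 0.228 ± 0.394 FPKM. At most 1 fragment per BL library makes this at least 2.13-fold lower, a bound too low to show that the fall is the largest. No falling DEG of Aki met this rule.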

Additionally, heatmaps of these DEGs for each treatment effect are shown in **Supplementary Figure 4**. 

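For each DEG the 3 retained treated libraries were compared with the 3 retained NTC libraries. The groups did not overlap for 100.0% of the DEGs of Aki and BF in either direction, nor for 99.2% of the rising and 99.5% of the falling DEGs of BL, where chance gives 10% for any gene and DEGs are chosen for their separation. The left-out libraries, which played no part in the choice of these genes, give a separate view. Aki_R1 lay on the Aki side of the midpoint between the group means for 69.3% of the rising and 10.3% of the falling DEGs of Aki. BL_R1 did so for 95.0% and 91.4% of the DEGs of BL, and BF_R1 for 86.2% and 95.2% of those of BF. NTC_R3 lay on the NTC side for 40.6% of the rising and 9.70% of the falling DEGs of Aki, for 64.1% and 41.0% of those of BL, and for 71.8% and 54.1% of those of BF. With all 4 libraries per group, the treated and NTC libraries did not overlap for 103 of the rising and 9 of the falling DEGs of Aki, for 310 and 195 of those of BL, and for 251 and 132 of those of BF.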

The expression patterns of DEGs were consistent within the three biological replicates but differed between treatments in comparison with the NTC. After Aki and BL treatments, the number of genes that were over-expressed (red) and down-expressed (green) in comparison with the NTC were equivalent. However, after BF treatment a higher number of genes were over-expressed (red) in comparison with the NTC.

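Of the DEGs over the retained libraries, 57.0% rose in Aki, 51.8% in BL and 58.2% in BF. Over all 16 libraries the shares were 98.7%, 57.8% and 55.6%. Between the other settings tried on the retained libraries, including the fits without 1 library and the rebuilt fragments with voom, the share ranged from 52.3 to 72.7% in Aki, from 43.8 to 59.8% in BL and from 47.7 to 65.5% in BF. In BL the share fell to 47.1% with median-of-ratios rescaling, 43.8% with quantile normalization and 47.6% with the rebuilt fragments. These ranges overlap, and the order of the treatments was not the same in both sets of libraries.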

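Upregulation in at least 1 of Aki, BL and BF was found for 651 genes, and downregulation for 498 genes, over the retained libraries. Over all 16 libraries these numbers were 479 and 303. Leaving out each retained library in turn gave 524 to 671 upregulated and 334 to 545 downregulated genes. The setting that moved them most was the adjusted p alone with no threshold on the fold change, which gave 3199 and 2240 genes, while a pseudocount of 1 FPKM gave 304 and 213.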

As shown in Venn diagrams (**Figure 1**), 793 genes were upregulated and 652 genes were downregulated (log2(FC)>|1.4|) within the different treatments (Aki, BL and BF) in grapevine leaves after the treatments. 

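In total, 337 DEGs were found in Aki, 769 in BL and 548 in BF over the retained libraries, and 77, 524 and 459 over all 16 libraries. The number for Aki was below those for BL and BF in both sets. For every gene the 2 products were also compared directly rather than through NTC. With Aki and BL contrasted in the same limma model, 466 genes differed at the thresholds of the DEGs, 274 of them higher and 192 lower in Aki, and 480 genes differed over all libraries. Between Aki and BF, 485 genes differed, 258 of them higher and 227 lower in Aki, and 449 over all libraries.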

*Bacillus* treatments (BL and BF) altered the expression level of a higher number of genes than the botanical extract Akivi treatment (Aki). BL and BF treatments showed 438 and 396 upregulated DEGs, respectively, and 481 and 313 downregulated DEGs, respectively, whereas Aki treatment showed a total of 278 upregulated and 225 downregulated DEGs. In addition, the plant response towards *Bacillus* (both BL and BF) and Akivi (Aki) treatments was fairly specific since only 31 upregulated and 68 downregulated genes were common to all three treatments.

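At the same thresholds, the retained libraries gave 398 upregulated and 371 downregulated DEGs for BL, 319 and 229 for BF, and 192 and 145 for Aki. Leaving out each retained library in turn, the numbers ranged from 320 to 423 and from 266 to 406 for BL, from 260 to 327 and from 161 to 295 for BF, and from 105 to 223 and from 48 to 199 for Aki. Over all 16 libraries there were 303 and 221 DEGs for BL, 255 and 204 for BF, and 76 and 1 for Aki. Over all libraries each of the 145 downregulated DEGs of Aki kept its direction and 72 had an unadjusted p under 0.05, with a median log2 fold change of -0.99 in place of -1.71. Of the upregulated DEGs found over the retained libraries, 260 were found again for BL, 211 for BF and 75 for Aki, and of the downregulated DEGs 186, 152 and 0. A fit of the rebuilt fragments with TMM factors and limma's voom weights, chosen after the data had been seen, gave 381 and 419 DEGs for BL, 328 and 267 for BF, and 213 and 194 for Aki.

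**Figure D2:**
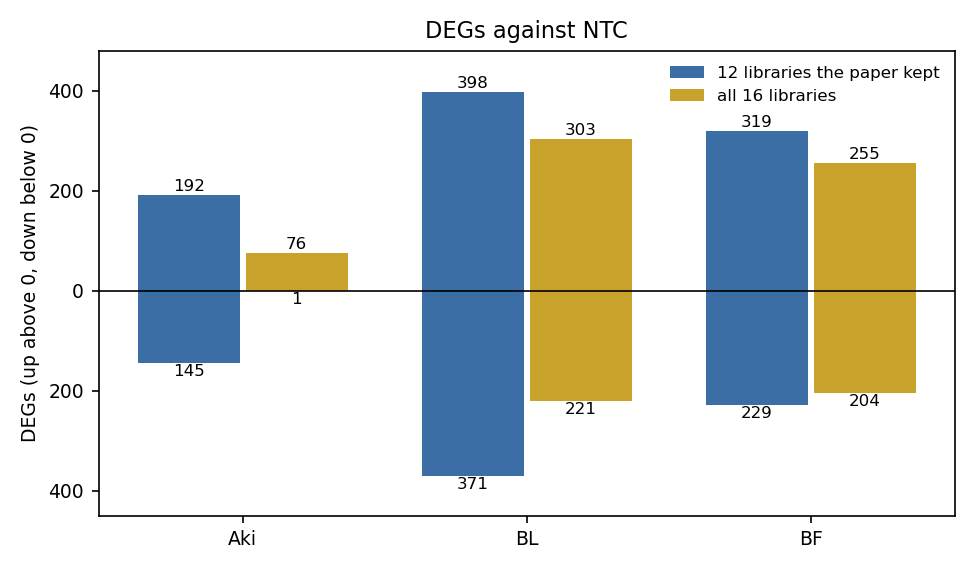
Number of DEGs against NTC (vertical axis, upregulated above 0 and downregulated below 0) for Aki, BL and BF. One bar of each pair stands for the 12 retained libraries and the other for all 16 libraries. The downregulated DEGs of Aki drop from 145 to 1.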

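Common to Aki, BL and BF were 23 upregulated and 40 downregulated genes over the retained libraries, and 0 of either over all 16 libraries, where Aki had only 1 downregulated DEG. Leaving out each retained library in turn, 9 to 38 upregulated and 5 to 72 downregulated genes were common. Of the genes upregulated by Aki and by neither Bacillus treatment, 148 in number, 119 differed between Aki and both Bacillus treatments in the direct contrasts (limma, adjusted p of 0.05 or less). Of the 71 genes downregulated by Aki only, 20 did. The direct contrasts with BL and BF had 296 genes in common over the retained libraries and 284 over all libraries. Of the 191 genes upregulated by both Bacillus treatments and not by Aki, 107 differed from Aki, and 175 had a log2 fold change above 0 in Aki, with a median of 0.65 over the 191. From the small number of genes common to the treatments, the paper reasons that the response of the plant to Bacillus and to Akivi was fairly specific (Figure 1).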

**Figure 1:**
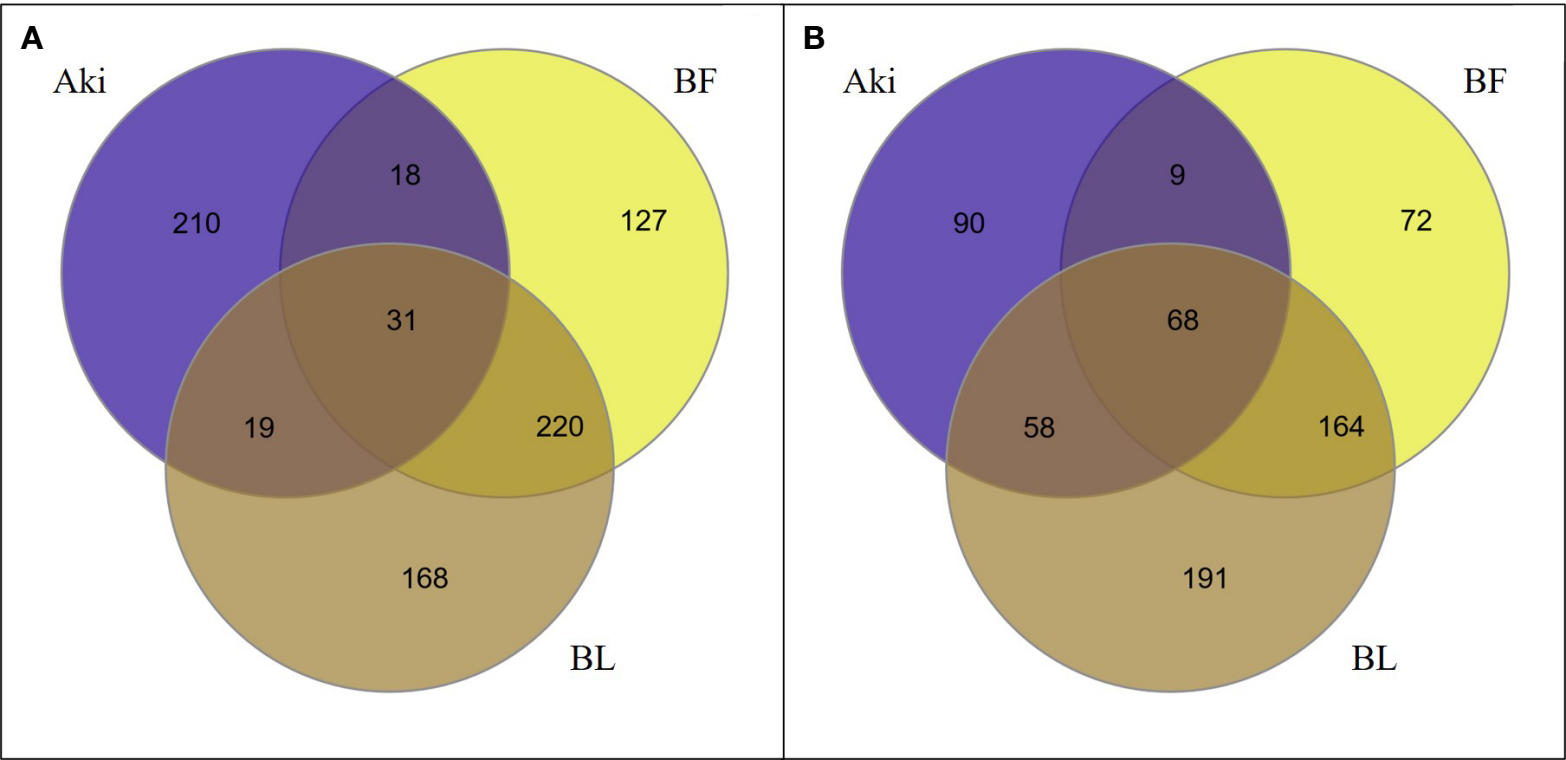
Venn diagrams showing the relationship between upregulated **(A)** and downregulated **(B)** differentially expressed genes (DEGs) identified in leaves of cv. Garnacha Blanca grapevine. Data correspond to 24h after treatments with Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG, compared to the non-treated control (NTC).

However, the *Bacillus* treatments, both lyophilized and fresh, shared a high number of up- (43.1%) and downregulated (41.3%) genes. These genes were altered by the *Bacillus* treatments, independently of being the product lyophilized or not. Therefore, these shared genes were used for the following validation of RNA-seq results by RT-qPCR. 

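BL and BF shared 42.5% of the genes upregulated by either treatment and 40.5% of the downregulated genes over the retained libraries, and 38.1% and 40.7% over all 16 libraries. Leaving out each retained library in turn gave 36.9 to 44.7% and 29.1 to 42.4%. Across all tested genes, the log2 fold changes of BL and BF against NTC had a Pearson's r of 0.808 (Spearman's rho 0.774), against 0.485 for Aki with BL and 0.443 for Aki with BF. Over all libraries these were 0.739, 0.332 and 0.338. Genes are not independent replicates, and each pair of treatments shares its NTC libraries. When 2 NTC libraries served 1 treatment and the other 2 NTC libraries the other treatment, the mean r was 0.498 for BL with BF, 0.080 for Aki with BL and 0.086 for Aki with BF, against 0.775, 0.445 and 0.453 with the same 2 NTC libraries for both.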

From the 583 upregulated genes after either BL or BF treatments, 251 genes were shared. 

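Over the retained libraries, 503 genes were upregulated by BL or BF, of which 214 were upregulated by both, 184 by BL only and 105 by BF only. Over all 16 libraries the numbers were 404, 154, 149 and 101. In the treatment that did not reach the thresholds, 182 of the 184 and all 105 genes had log2 fold changes above 0. Their median there was 1.21 and 1.23, against 1.66 and 1.61 in the treatment that reached them. In the direct contrast of BL with BF, 0 of the 184 and 0 of the 105 genes differed at an adjusted p of 0.05 (limma), and 60 and 16 had an unadjusted p under 0.05.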

From the rest of genes, 187 and 145 were only upregulated after BL and BF treatments, respectively. Whereas from the 562 downregulated genes after BL or BF treatments, 232 genes were shared. 

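Downregulation by BL or BF was found for 427 genes over the retained libraries, of which 173 were downregulated by both, 198 by BL only and 56 by BF only. All 16 libraries gave 302, 123, 98 and 81 genes. Of the genes downregulated by 1 of the treatments only, 196 of the 198 and 55 of the 56 had log2 fold changes below 0 in the other, with medians of -1.11 and -1.20 there against -1.65 and -1.60. In the direct contrast of BL with BF, 0 of either group differed at an adjusted p of 0.05 (limma), and 68 and 18 had an unadjusted p under 0.05. Among all tested genes, 0 differed between BL and BF, with a smallest adjusted p of 0.14 and 1625 genes at an unadjusted p under 0.05. On all 16 libraries together, 8 genes differed between BL and BF at both thresholds, and 27 on the adjusted p alone.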

From the remaining genes, 249 and 81 were only upregulated after BL and BF, respectively.

### 3.3 Functional analysis of DEGs in grapevine after treatments

#### 3.3.1 GO analysis of DEGs

GO enrichment analysis was carried out to evaluate the major biological functions of DEGs influenced by the Aki, BL, and BF treatments. The biological functions are classified into three categories: biological process (BP), cellular component (CC), and molecular function (MF). Upregulated GO terms were identified in 34.4, 25.8 and 25.0% of DEGs after the Aki, BL and BF treatments, respectively, whereas 35.3, 32.9 and 41.4% were downregulated (**Supplementary Table 6**).

**Figures 2**, **3** show the upregulated and downregulated GO term clusters obtained by REVIGO analysis. Three biological processes associated with upregulated genes, namely “transmembrane transport”, “stress response”, and “regulation of defense response” were shared by the three treatments. The GO term clusters “Phosphorylation”, “biosynthetic process”, “cell differentiation”, and “recognition of pollen” were exclusively enriched by Aki treatment, whereas “protein catabolic process”, “organelle organization”, “protein folding”, and “developmental process”, “RNA modification”, and “protein refolding” were related to by BL and/or BF treatments.

**Figure 2:**
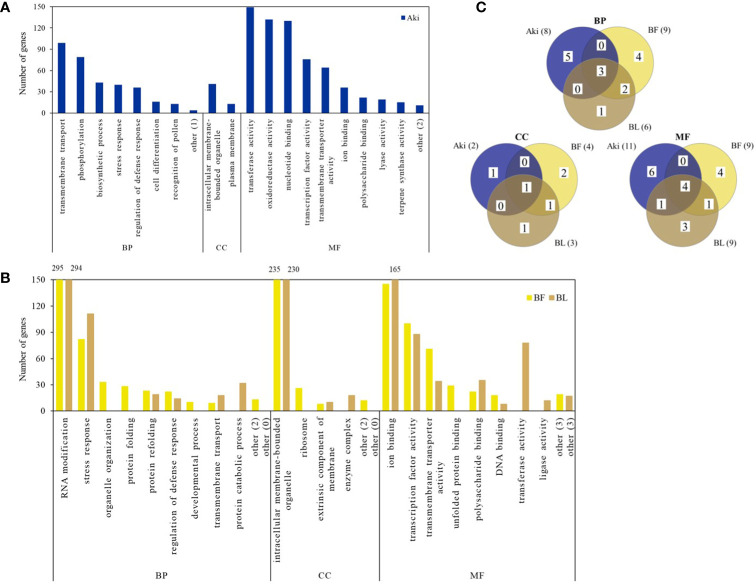
Upregulated genes according to Gene Ontology (GO) enrichment and REVIGO analysis in cv. Garnacha Blanca grapevine after treatment with Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG, compared to the non-treated control (NTC). **(A, B)** Bar graphs show the number of upregulated DEGs in each GO term cluster. Clusters that showed less than 10 DEGs were included under the term “other”, indicating in parenthesis the number of clusters that represent. **(C)** Venn diagrams show the total upregulated GO term clusters. Categories of processes: biological (BP), cellular component (CC), and molecular function (MF).

**Figure 3:**
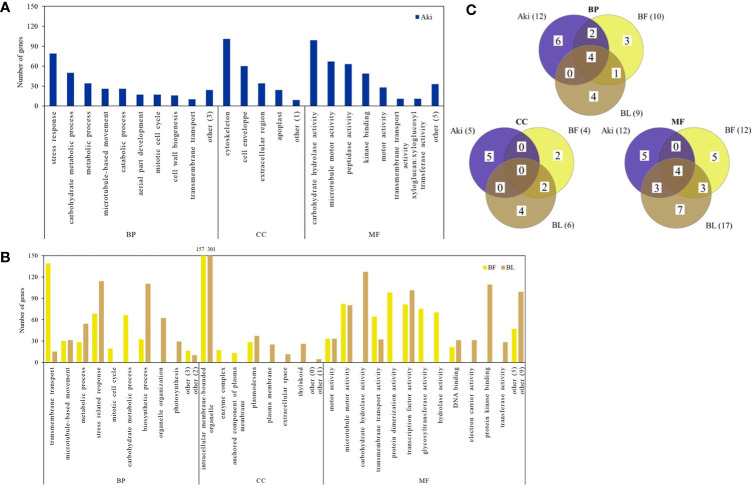
Downregulated genes according to Gene Ontology (GO) enrichment and REVIGO analysis in cv. Garnacha Blanca grapevine after treatment with Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG, compared to the non-treated control (NTC). **(A, B)** Bar graphs show the number of downregulated genes in each GO term cluster. Clusters that showed less than 10 DEGs (BP and CC for Aki, BF and BL and MF for Aki) or 20 DEGs (MF for BF and BL) were included under the term “other”, indicating in parenthesis the number of clusters that represent. **(C)** Venn diagrams show the total downregulated GO term clusters. Categories of processes: biological (BP), cellular component (CC), and molecular function (MF).

Four biological processes associated with downregulated genes, namely “metabolic process”, “microtubule-based movement”, “stress response” and “transmembrane transport” were shared by the three treatments. “Catabolic process”, “aerial part development”, and “cell wall biogenesis” were exclusively reduced by Aki treatment. Whereas “carbohydrate metabolic process” and “mitotic cell cycle” were reduced by both Aki and BF treatments, “organelle organization”, “photosynthesis”, and “biosynthetic process” were related to BF and/or BL treatments.

Some of the upregulated GO terms from BP category that were arranged in two well-defined clusters are related to plant defense response, namely “stress response” and “regulation of defense response” (**Figure 4**). These two clusters include 30 GO terms (**Table 1**). In general, only 6 out of 30 GO terms were shared by Aki and *Bacillus* (BF and/or BL) treatments. Five GO terms were shared by the two *Bacillus* treatments (BF and BL), while eight, three, and eight GO terms were unique for Aki, BF and BL, respectively.

**Figure 4:**
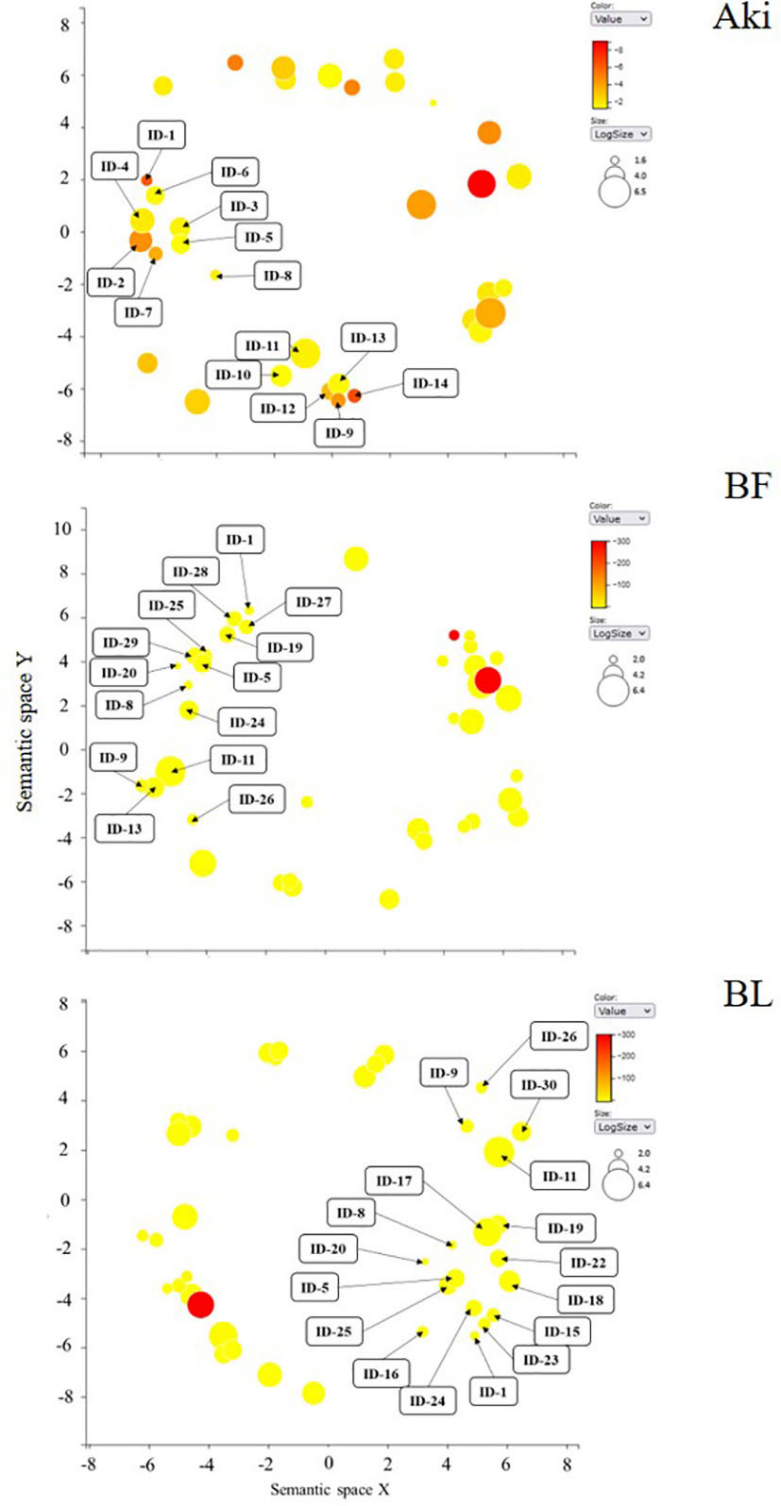
REVIGO graphs of upregulated GO term clusters (regulation of defense response and stress response) in leaves of cv. Garnacha Blanca grapevine included in biological process category after treatments with Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG. ID: identification of GO terms associated with **Table 1**.

**Table 1:** Representative groups (clusters) of upregulated GO terms of biological processes obtained with REVIGO and associated to plant defense responses, after treatments of cv. Garnacha Blanca grapevine leaves with Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG.

Representative group	ID	GO ID: GO Term	Uniqueness*		
			Aki	BF	BL
Regulation of defense response	9	GO:2000022: regulation of jasmonic acid mediated signalling pathway			
	13	GO:0031347: regulation of defense response			
	26	GO:0051096: positive regulation of helicase activity			
	14	GO:0010112: regulation of systemic acquired resistance			
	10	GO:0045454: cell redox homeostasis			
	12	GO:0010469: regulation of signalling receptor activity			
	30	GO:0006879: cellular iron ion homeostasis			
Stress response	1	GO:0010200: response to chitin			
	8	GO:0061408: positive regulation of transcription from RNA polymerase II promoter in response to heat stress			
	5	GO:0034605: cellular response to heat			
	11	GO:0006355: regulation of transcription, DNA-templated			
	19	GO:0000165: MAPK cascade			
	25	GO:0006970: response to osmotic stress			
	20	GO:0080167: response to karrikin			
	24	GO:0042542: response to hydrogen peroxide			
	2	GO:0006955: immune response			
	3	GO:0009611: response to wounding			
	4	GO:0009607: response to biotic stimulus			
	6	GO:0009723: response to ethylene			
	7	GO:0009626: plant-type hypersensitive response			
	27	GO:0046686: response to cadmium ion			
	28	GO:0009739: response to gibberellin			
	29	GO:0009651: response to salt stress			
	15	GO:0010039: response to iron ion			
	16	GO:0070413: trehalose metabolism in response to stress			
	17	GO:0035556: intracellular signal transduction			
	18	GO:0009617: response to bacterium			
	21	GO:0006073: cellular glucan metabolic process			
	22	GO:0009738: abscisic acid-activated signalling pathway			
	23	GO:0010167: response to nitrate			

Akivi (Aki), lyophilized (BL) and fresh (BF) Bacillus UdG treatments

ID: GO term assigned identifier

White space means not GO term

*Smaller values denote higher uniqueness. Red (0.7-0.8), orange (0.8-0.9), yellow (0.9-1.0)

From the cluster named “regulation of defense response”, the GO term regulation of jasmonic acid mediated signalling pathway was shared by all treatments. Whereas the GO term regulation of defense response was shared by Aki and BF, regulation of systemic acquired resistance was unique for Aki. From the cluster named “stress response”, the GO terms response to osmotic stress, response to karrikin, and response to hydrogen peroxide were unique for *Bacillus* (BF and BL), while the GO terms immune response and plant-type hypersensitive response, and response to wounding, biotic stimulus and ethylene were unique for Aki.

The upregulated genes (Log_2_(FC) > 1.4) related to the GO terms included in “regulation of defense response” and “stress response” clusters are shown in **Table 2** (**Supplementary Tables 7**, **8**). 

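Each gene of Supplementary Tables 7 and 8 was looked up in the deposited table and tested against NTC in the treatment for which it is listed. Of the genes of Supplementary Table 7, 5 of 5 were upregulated DEGs in Aki, 5 of 5 in BL and 4 of 6 in BF over the retained libraries, and 1, 5 and 3 over all 16 libraries. Their median log2 fold change was 1.76 in Aki, 2.14 in BL and 1.82 in BF, or 1.31, 1.71 and 1.40 with all libraries. VIT_00s0388g00030, among the genes listed for BF that were not DEGs, has an FDR above 0.05 in BF in the paper as well. Of Supplementary Table 8, 3 of 4 genes were upregulated DEGs in Aki, 17 of 17 in BL and 6 of 9 in BF, and 1, 13 and 5 over all libraries. The medians were 1.69, 1.75 and 1.67, or 1.27, 1.60 and 1.51 with all libraries. All of these genes had log2 fold changes above 0 in both sets of libraries. Adjusted over each list alone, every listed gene passed an adjusted p of 0.05 over the retained libraries, which shows no stability because the lists are the paper's own calls on these data. The ankyrin repeat gene VIT_05s0165g00010 had at most 1 fragment in any NTC library and was at least 6.70-fold higher in BF over the retained libraries.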

Interestingly, some upregulated DEGs were also unique for each treatment (Aki and *Bacillus*). 

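A gene that is a DEG in 1 treatment only is not thereby different between treatments, so the genes listed for Akivi or for Bacillus alone were contrasted directly in the same limma model. The 2 NIM1 related genes differed between Aki and BL, with VIT_07s0005g02070 higher in Aki by 2.73 on the log2 scale (limma adjusted p = 7.4e-05) and VIT_01s0011g03430 by 2.41 (adjusted p = 0.0002). In the full set of 16 libraries these differences were 2.43 and 2.25. The catalase gene VIT_00s0698g00010 was lower in Aki than in BL by a log2 difference of -1.74 (limma adjusted p = 0.0027), and the abscisic acid receptor gene VIT_13s0067g01940 by -1.12 (adjusted p = 0.0029), or -1.75 and -1.08 over all libraries. For salt tolerance homolog2, VIT_03s0038g00340, which is listed for all treatments, the difference between Aki and BL was 0.20 (limma adjusted p = 0.69). PR10, VIT_05s0077g01570, is listed for BL only, and its difference of -0.72 from Aki did not pass (limma adjusted p = 0.23).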

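WRKY DNA-binding protein 33, VIT_08s0058g00690, had 8.22 ± 3.65 FPKM in BL and 1.85 ± 0.555 FPKM in NTC (SD, n = 3 each), a log2 fold change of 2.03 (SE 0.36, adjusted p = 0.0023, limma), and 1.65 over all 16 libraries. The catalase VIT_00s0698g00010 had 191 ± 61.0 FPKM in BL against 60.9 ± 9.34, a log2 fold change of 1.61 (SE 0.30, limma adjusted p = 0.0034), and BL_R1 was at 175 FPKM. PR10, VIT_05s0077g01570, rose by 1.72 on the log2 scale (SE 0.39, limma adjusted p = 0.0091), but by 1.32 with all libraries, where NTC_R3 had 10.5 FPKM against 3.62 ± 1.75 FPKM in the retained NTC libraries. The log2 fold change of the abscisic acid receptor VIT_13s0067g01940 was 1.64 (SE 0.20, limma adjusted p = 0.00018) and 1.55 with all libraries. For the chaperone HSP26.5-P, VIT_00s0992g00020, it was 1.49 (SE 0.11, limma adjusted p = 6.4e-06) in BL and 1.34 with all libraries, under the threshold of 1.4. The jasmonate ZIM domain gene VIT_10s0003g03790 did not pass in BF, with 1.67 ± 0.349 FPKM against 0.453 ± 0.143 FPKM and a log2 fold change of 1.69 (limma adjusted p = 0.15), and BF_R1 was at 0.706 FPKM. The cold induced protein VIT_04s0079g00810 rose from 6.99 ± 1.04 to 43.2 ± 16.5 FPKM in BL, a log2 fold change of 2.53 (SE 0.54, limma adjusted p = 0.0073), and of 2.20 with all libraries. It did not pass in BF, where its values varied (26.3 ± 25.6 FPKM, a log2 fold change of 1.48, limma adjusted p = 0.091).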

After *Bacillus* treatment, one gene related to the regulation of jasmonic acid, and several genes related to transcription factors, chaperones, enzymes as catalase, PR protein with antimicrobial activity, abscisic acid receptor, and cold induced protein were upregulated. However, after Akivi treatment, two genes related to the regulation of SAR, one defense response related gene, three genes related to the response to chitin, and one gene related to PR protein with antimicrobial activity were upregulated.

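The NIMIN-1 ortologue VIT_07s0005g02070, related to the regulation of SAR, had 63.7 ± 6.82 FPKM in Aki and 17.7 ± 2.35 FPKM in NTC (SD, n = 3 each), a log2 fold change of 1.84 (SE 0.27, adjusted p = 0.0031, limma). The other SAR related gene, VIT_01s0011g03430, had 71.2 ± 8.28 FPKM against 21.1 ± 3.85 FPKM, a log2 fold change of 1.76 (SE 0.28, limma adjusted p = 0.0044). In the set of all 16 libraries the log2 fold changes were 1.43 and 1.31, with Aki_R1 at 32.2 and 36.7 FPKM and NTC_R3 at 28.6 and 37.6 FPKM. Of the genes related to the response to chitin, the C2H2 zinc finger VIT_13s0019g00480 rose by 1.94 (SE 0.43, limma adjusted p = 0.018) and salt tolerance homolog2, VIT_03s0038g00340, by 1.77 (SE 0.30, adjusted p = 0.0054), or by 1.64 and 1.24 with all libraries. NSL1, VIT_01s0011g05950, had a log2 fold change of 1.60 (SE 0.29, limma adjusted p = 0.0073), and 1.29 with all libraries. The pathogenesis protein 10 gene VIT_05s0077g01600 did not pass against NTC, with 5.84 ± 2.57 FPKM against 1.92 ± 0.322 FPKM. Its log2 fold change was 1.47 (limma adjusted p = 0.065) and 1.03 with all libraries. In the direct contrasts it was higher in Aki than in BL by 2.13 on the log2 scale (limma adjusted p = 0.0072). It was higher than in BF by 2.98 (limma adjusted p = 0.00085), where it fell against NTC (-1.51, limma adjusted p = 0.038).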

**Table 2:** Upregulated genes included in the GO terms that belong to regulation and stress response groups after treatments of cv. Garnacha Blanca grapevine leaves with Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG.

Description	Gene ID	GO ID	Aki	BF	BL
Enzymes					
Leucoanthocyanidin dioxygenase	VIT_13s0067g01020	9			
Trehalose 6-phosphate synthase	VIT_17s0000g08010; VIT_01s0026g00280	16			
Trehalose-phosphatase	VIT_12s0028g01670	16			
Xyloglucan endotransglucosylase/hydrolase	VIT_11s0052g01280; VIT_05s0062g00250; VIT_01s0026g00200	21			
Catalase	VIT_00s0698g00010	27			
Proteins that mediate the attachment of integral membrane proteins to the cytoskeleton					
Ankyrin repeat	VIT_14s0081g00370	13			
Ankyrin repeat	VIT_05s0165g00010; VIT_14s0081g00360	13			
Transcriptional regulators/Transcriptional factors					
Jasmonate ZIM domain-containing protein 8	VIT_10s0003g03790	9, 13			
Cold induced protein	VIT_17s0000g08010	27			
Zinc finger (C2H2 type) family	VIT_13s0019g00480	1			
Myb domain protein 14	VIT_05s0049g01020	1, 27, 29			
Salt tolerance homolog2	VIT_03s0038g00340	1, 20			
WRKY DNA-binding protein 33	VIT_08s0058g00690	1, 5, 25, 29			
Heat shock transcription factor C1	VIT_11s0016g03940	5, 8			
Modulators and regulators of related defense responses and cell death program					
NIM1	VIT_07s0005g02070; VIT_01s0011g03430	14			
NSL1 (necrotic spotted lesions 1)	VIT_01s0011g05950	2, 7			
Abscisic acid receptor PYL1 RCAR12	VIT_13s0067g01940	22			
Plant peptide growth factors.					
Phytosulfokines PSK1	VIT_08s0007g03870	12			
DNA replication					
DNA mismatch repair protein MSH3	VIT_00s0388g00030	26			
Iron storage and transport proteins					
Ferritin	VIT_08s0058g00440, VIT_08s0058g00430, VIT_08s0058g00410	15, 18, 24, 30			
Metal-nicotianamine transporter YSL1	VIT_02s0025g02510	15			
Chaperones (HSP)					
Heat shock protein 18.2 kDa class II	VIT_12s0035g01910	24, 29			
Heat shock protein 17.6 kDa class I	VIT_13s0019g03160	24, 29			
HSP (HSP26.5-P) 26.5 kDa class P	VIT_00s0992g00020	24, 29			
Pathogenesis related proteins					
Pathogenesis protein 10	VIT_05s0077g01570	22			
Pathogenesis protein 10	VIT_05s0077g01600	4			
Unknown					
unknown	VIT_09s0002g03340	27			

Go ID: GO term assigned identifier (**Table 1**)

Some of the downregulated GO terms from BP category were arranged in a cluster related to plant defense response, namely “stress-related response” (**Figure 5**). This cluster include 18 GO terms related to regulation of cellular cycle and cell population proliferation, plant development, metabolic processes and their regulation, stress response, defense and response to stimuli and signal transduction (**Table 3**). The GO terms related to cellular cycle, stress and stimuli response, metabolic processes regulation and signal transduction were shared by the three treatments. However, GO terms related to plant development, defense response and metabolic processes were unique for *Bacillus* treatments.

**Figure 5:**
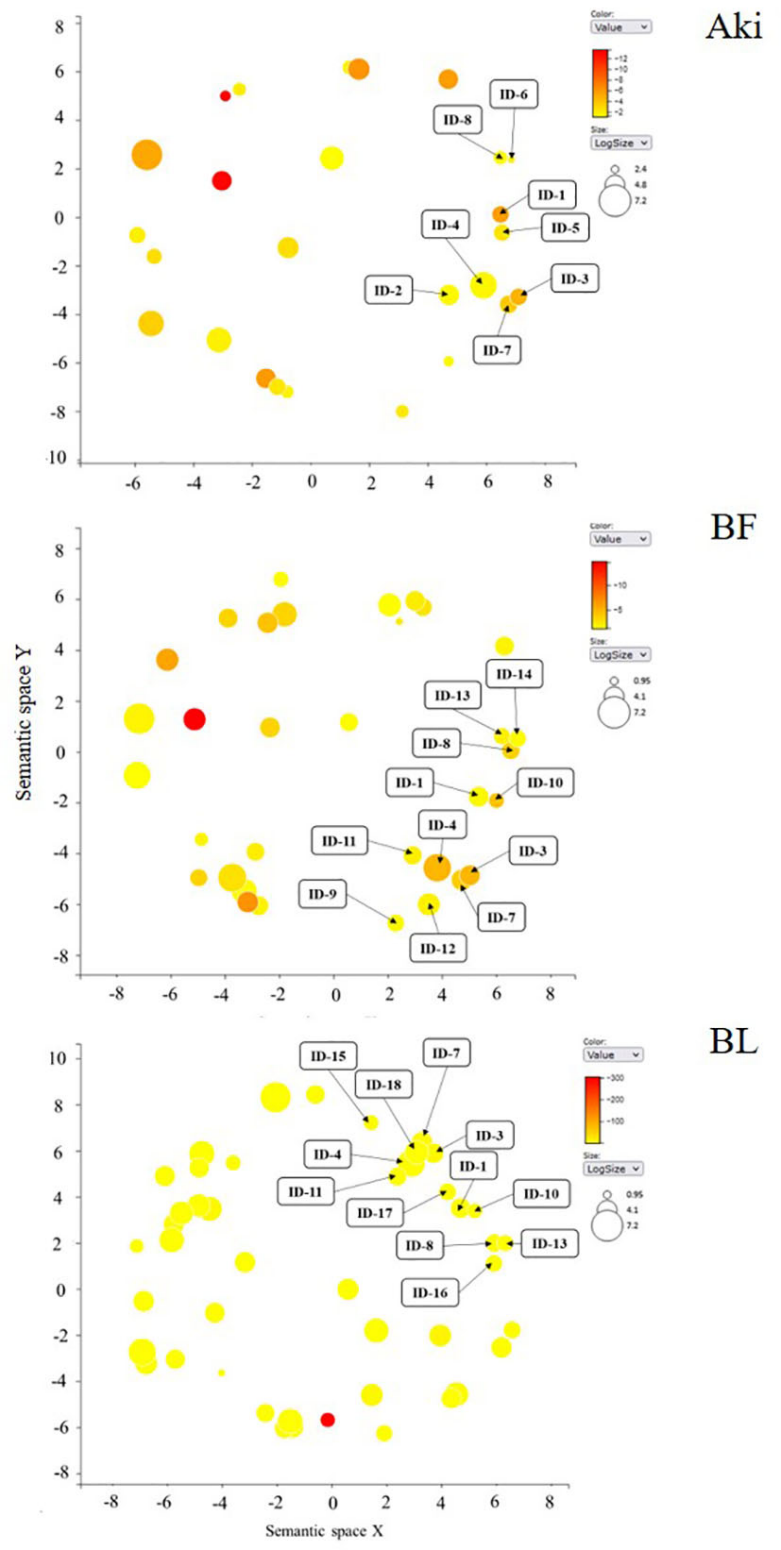
REVIGO graphs of downregulated GO term clusters (regulation of defense response and stress response) in leaves of cv. Garnacha Blanca grapevine included in biological process category after treatments with Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG. ID: identification of GO terms associated with **Table 3**.

**Table 3:** Representative groups (clusters) of downregulated GO terms of biological processes obtained with REVIGO and associated to plant defense responses, after treatments of cv. Garnacha Blanca grapevine leaves with Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG.

			Uniqueness*		
Representative group	ID	GO ID: GO Term	Aki	BF	BL
Stress-related response	3	GO:0045787: positive regulation of cell cycle			
	4	GO:0006355: regulation of transcription			
	8	GO:0009414: response to water deprivation			
	7	GO:0008284: positive regulation of cell population proliferation			
	1	GO:0009734: auxin-activated signaling pathway			
	10	GO:0010017: red or far-red light signaling pathway			
	13	GO:0009744: response to sucrose			
	11	GO:0045910: negative regulation of DNA recombination			
	2	GO:0043086: negative regulation of catalytic activity			
	5	GO:0007178: transmembrane receptor protein serine/threonine kinase signaling pathway			
	6	GO:0071249: cellular response to nitrate			
	9	GO:0009909: regulation of flower development			
	12	GO:0043085: positive regulation of catalytic activity			
	14	GO:0046686: response to cadmium ion			
	15	GO:0010112: regulation of systemic acquired resistance			
	16	GO:0009627: systemic acquired resistance			
	17	GO:0000076: DNA replication checkpoint signaling			
	18	GO:0045893: positive regulation of transcription			

Akivi (Aki), lyophilized (BL) and fresh (BF) Bacillus UdG treatments

ID: GO term assigned identifier

White space means not GO term

* Smaller values denote higher uniqueness. Purple (0.7-0.8), blue (0.8-0.9), clear blue (0.9-1.0)

The downregulated genes (Log_2_(FC) < 1.4) related to the GO terms included in “stress-related response” cluster are shown in **Table 4** (**Supplementary Table 9**). 

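The genes of Supplementary Table 9 were tested in the same way as the upregulated lists, each in the treatment for which it is listed. In Aki, 8 of 10 tested genes were downregulated DEGs over the retained libraries and 0 over all 16 libraries, with a median log2 fold change of -1.65 and -0.92. In BL, 17 of 28 tested genes were downregulated DEGs, and 14 over all libraries (medians -1.51 and -1.35). In BF, 4 of 5 tested genes were, and 3 over all libraries (medians -1.46 and -1.50). Cyclin CYCB1_2 (VIT_06s0009g02090), listed for Aki, and origin recognition complex subunit 5 (VIT_17s0000g01960), listed for BF and BL, were under 0.5 FPKM in all but 2 of the retained libraries and were not tested. Every tested gene of the table fell in the treatment it is listed for in both sets of libraries. On the adjusted p alone, 9 genes passed in Aki, 23 in BL and 4 in BF over the retained libraries, and 0, 18 and 3 over all libraries.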

Interestingly, after both Aki and *Bacillus* treatments, some DEGs related to cellular cycle were downregulated. 

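Supplementary Table 9 lists 10 cyclins and 6 histones for 1 or more of the treatments, and 15 of these genes were tested. Their mean log2(FPKM + 0.1) per library was 4.80, 4.25 and 4.86 in the retained NTC libraries, 4.13, 3.28 and 3.87 in Aki, 2.87, 2.81 and 3.13 in BL, and 3.38, 2.92 and 3.71 in BF. The left-out libraries were at 3.24 (NTC_R3), 4.81 (Aki_R1), 3.18 (BL_R1) and 2.99 (BF_R1). The mean fell by 0.88 in Aki, 1.70 in BL and 1.30 in BF over the retained libraries, and by 0.27, 1.29 and 1.04 over all 16 libraries. The SD of single libraries within groups, over all libraries, was 0.533. The table lists the 6 histones for BL only. Of the 6 histones, 4 were downregulated DEGs in BL, 0 in BF and 0 in Aki over the retained libraries, and the 6 histones had a median log2 fold change of -1.48 in BL, -0.98 in BF and 0.03 in Aki.

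**Figure D3:**
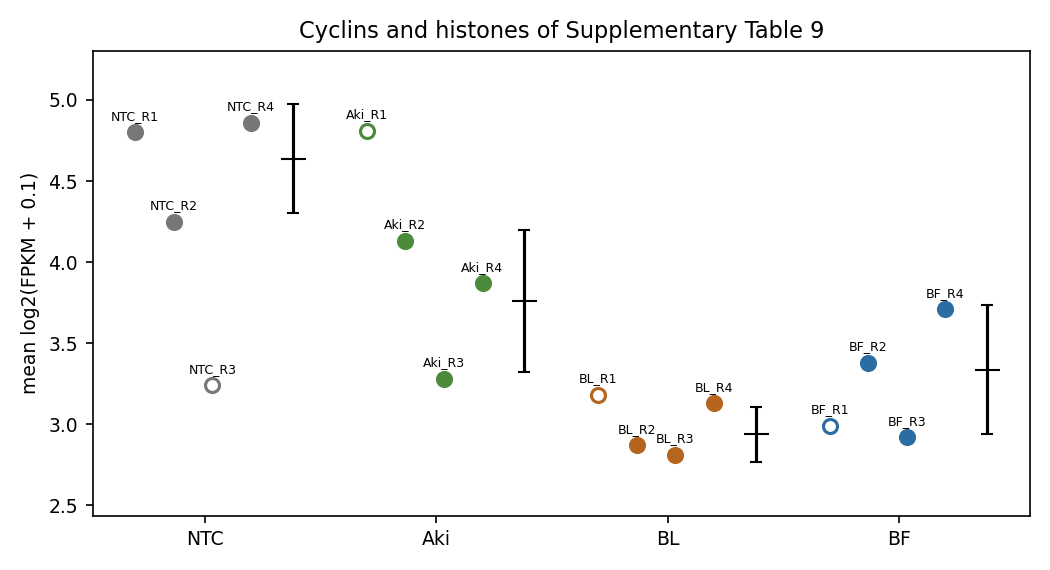
Mean log2(FPKM + 0.1) of the 15 tested cyclins and histones of Supplementary Table 9 (vertical axis) in each library of NTC, Aki, BL and BF. Filled circles are libraries that the paper retained, open circles those it left out, and the bars give the mean and SD of the 3 retained libraries. NTC_R3 lies at 3.24, below the other NTC libraries, and Aki_R1 at 4.81, above the other Aki libraries.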

In particular, six cyclin proteins and one annexin protein were downregulated for Aki treatment. 

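Of the 6 cyclins listed for Aki, 5 could be tested, and all 5 were downregulated DEGs over the retained libraries and 0 over all 16 libraries, where their median log2 fold change was -0.73 in place of -1.59. On the adjusted p alone 0 of the 5 passed over all libraries. Among the 5 tested, cyclin D3_2 (VIT_03s0180g00040) had the largest fall, from 50.7 ± 22.1 FPKM in NTC to 8.98 ± 3.60 FPKM in Aki (SD, n = 3 each). Its log2 fold change was -2.47 (SE 0.58, adjusted p = 0.025, limma), and -1.31 over all libraries, with Aki_R1 at 31.4 and NTC_R3 at 6.97 FPKM. Cyclin delta-3 (VIT_18s0001g09920) fell from 33.2 ± 8.06 to 12.5 ± 4.13 FPKM (-1.43, SE 0.32, limma adjusted p = 0.02), while Aki_R1 was at 35.7 and NTC_R3 at 10.0 FPKM, the reverse order. The B-type cyclin VIT_08s0040g00930 fell by 1.54 on the log2 scale (limma adjusted p = 0.0047), and by 0.73 over all libraries. The annexin ANN4 gene VIT_00s0131g00080 had 1.95 ± 0.658 FPKM in NTC and 0.510 ± 0.377 FPKM in Aki, a log2 fold change of -1.88 (limma adjusted p = 0.02), which rests on at most 7 fragments per Aki library and 16 per NTC library. Cyclin CYCB1_2 (VIT_06s0009g02090), which was under the filter, had 0.632 ± 0.566 FPKM in NTC and 0.0830 ± 0.144 FPKM in Aki.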

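Of the cyclins of Supplementary Table 9 listed for BL, 3 of 4 were downregulated DEGs in BL over the retained libraries. Of those listed for BF, 2 of 3 were in BF, and over all 16 libraries these numbers were 2 and 1. Of all 9 tested cyclins, 7 were downregulated DEGs in BL, 6 in BF and 5 in Aki, or 4, 4 and 0 over all libraries. Cyclin D3_2, listed for Aki only, had a log2 fold change of -2.35 in BL (limma adjusted p = 0.015). Its difference between Aki and BL was -0.12 (limma adjusted p = 0.91). Cyclin B2;4 (VIT_03s0038g02800) had 8.41 ± 1.92 FPKM in NTC and 2.28 ± 0.638 FPKM in BL (SD, n = 3 each), a log2 fold change of -1.85 (SE 0.34, adjusted p = 0.0027, limma), and of -1.84 in BF, or -1.46 and -1.50 with all libraries. Cyclin A1 (VIT_18s0001g02060) fell from 5.23 ± 1.29 to 1.35 ± 0.426 FPKM in BL (-1.89, SE 0.37, limma adjusted p = 0.0038) and by 1.43 in BF. The cyclin-dependent protein kinase CYCB3 (VIT_19s0085g00690) stayed under the threshold of 1.4 in BL, with -1.22 (SE 0.39, limma adjusted p = 0.044). In NTC_R3 cyclin B2;4, cyclin A1 and CYCB3 had 2.61, 1.46 and 0.542 FPKM, below each retained NTC library.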

While four cyclin proteins were downregulated for *Bacillus* treatments.

**Table 4:** Downregulated genes included in the GO terms that belong to stress-related response groups after treatments of cv. Garnacha Blanca grapevine leaves with Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG.

Gene description	Gene ID	GO ID	Aki	BF	BL
Transcription factor related to auxin signalling pathway					
IAA31	VIT_05s0020g01070	1			
Proteins that control the cell cycle by activating cyclin-dependent kinase (CDK)/Cycle regulators					
Cyclin delta-3 (CYCD3_1)	VIT_18s0001g09920				
*Cyclin D3_2*	VIT_03s0180g00040	2, 3, 6, 7			
*Cyclin CYCB1_2*	VIT_06s0009g02090	2, 3, 6, 7			
*Cyclin B-type*	VIT_08s0040g00930	2, 3, 6, 7			
*Cyclin 1b (CYC1b)*	VIT_13s0067g01420	2, 3, 6, 7			
*Cyclin-dependent protein kinase regulator CYCB2_4*	VIT_18s0001g14170	2, 3, 6, 7			
Cyclin B2;4	VIT_03s0038g02800	3, 7			
Cyclin delta-2	VIT_03s0091g01060	3, 7			
Cyclin A1	VIT_18s0001g02060	3, 7			
Cyclin-dependent protein kinase CYCB3	VIT_19s0085g00690	3, 7			
Annexin ANN4	VIT_00s0131g00080	3,8			
Protein kinase WEE1	VIT_07s0104g01740	17			
Proteins that join DNA to form nucleosomes					
Histone H4	VIT_06s0004g04370; VIT_13s0019g00780; VIT_13s0019g00800	8			
Histone H1	VIT_07s0005g01060; VIT_07s0141g00730; VIT_14s0081g00500	11			
Receptors like-Kinases (RLK)					
Proline extensin-like receptor kinase 1 (PERK1)	VIT_01s0127g00670	3			
Receptor protein kinase	VIT_05s0020g01690	3			
DNA replication and repair					
ATP-dependent DNA helicase RecQ	VIT_01s0010g02590	3, 7			
Origin recognition complex subunit 5	VIT_01s0011g04400	13			
Origin recognition complex subunit 4	VIT_17s0000g01960	13			
DNA mismatch repair protein	VIT_01s0011g03440	15			
B ZipDNA binding proteins/Transcription factors/Zinc finger proteins					
BZIP protein HY5 (HY5)	VIT_04s0008g05210	10			
BZIP protein HY5 (HY5)	VIT_05s0020g01090	10			
BZIP transcription factor BZIP6	VIT_00s0541g00020	18			
AP2/ERF domain containing protein	VIT_08s0007g08150	18			
NAC Secondary wall thickening promoting factor1	VIT_02s0025g02710	18			
Late meristem identity1 HB51/LMI1	VIT_08s0007g04200	18			
Homeodomain leucine zipper protein HB-1	VIT_01s0026g01550	18			
Homeobox-leucine zipper protein HB-7	VIT_15s0048g02870	18			
Constans 2 (COL2)	VIT_14s0083g00640	9			
Zinc knucle	VIT_01s0010g01670	17			
Lipid Transfer Proteins (LTP)					
DIR1 (defective IN induced resistance 1)	VIT_00s0333g00050	16			
Protease inhibitor/seed storage/lipid transfer protein (LTP)	VIT_08s0007g01370	16			
Unknown					
unknown	VIT_04s0008g04200	5			
unknown	VIT_04s0023g03760	5			
unknown	VIT_07s0129g00200	3, 7			
unknown	VIT_13s0067g02560	18			

Go ID: GO term assigned identifier (**Table 3**)

Moreover, genes related to plant growth and development, such as transcriptional factors and zinc finger proteins, DNA replication, and two lipid transfer protein (LTP) that intervene in systemic acquired resistance SAR were downregulated after *Bacillus* treatments.

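DIR1 (VIT_00s0333g00050), the lipid transfer gene of higher expression, had 462 ± 71.7 FPKM in NTC and 161 ± 45.5 FPKM in BL (SD, n = 3 each), a log2 fold change of -1.55 (SE 0.23, adjusted p = 0.00068, limma), and of -1.51 over all 16 libraries. The LTP VIT_08s0007g01370 fell from 0.961 ± 0.181 to 0.287 ± 0.257 FPKM and did not pass (-1.66, SE 0.69, limma adjusted p = 0.11), with at most 8 fragments per BL library. HY5 (VIT_04s0008g05210) had a log2 fold change of -1.50 in BL (SE 0.39, limma adjusted p = 0.019) and of -1.75 over all libraries. Constans 2 (VIT_14s0083g00640) fell from 66.0 ± 6.38 to 19.3 ± 2.13 FPKM in BF (-1.77, SE 0.21, limma adjusted p = 0.00022), and BF_R1 was at 17.5 and NTC_R3 at 66.8 FPKM. Origin recognition complex subunit 5 (VIT_17s0000g01960), related to DNA replication, had 0.526 ± 0.329 FPKM in NTC and 0.142 ± 0.0820 FPKM in BL, and 0.0350 FPKM in NTC_R3, and was not tested at this depth.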

Considering different stress responses, after Aki treatment two genes connected with receptor like kinases that intervene in plant innate immunity were downregulated, while transcription factors to several stresses and abiotic stresses were downregulated after *Bacillus* treatments.

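PERK1 (VIT_01s0127g00670) had 0.595 ± 0.0660 FPKM in NTC and 0.0970 ± 0.0600 FPKM in Aki (SD, n = 3 each), with at most 5 fragments in any retained Aki library, and its log2 fold change of -1.87 did not pass (SE 0.59, adjusted p = 0.075, limma). PERK1 was a downregulated DEG in BL, at least 5.42-fold lower (adjusted p = 0.04, limma), and in BF (-1.99, adjusted p = 0.039), also with all 16 libraries, and Aki and BL differed by 0.04 (adjusted p = 0.97). The receptor protein kinase VIT_05s0020g01690 fell from 1.59 ± 0.438 to 0.463 ± 0.112 FPKM in Aki, a log2 fold change of -1.57 (SE 0.31, limma adjusted p = 0.011). With all 16 libraries the log2 fold changes of the 2 genes in Aki were -1.38 and -0.94 and neither passed, since Aki_R1 had 0.326 and 1.49 FPKM and NTC_R3 had 0.297 and 0.705 FPKM. Of the transcription factors listed for BL, the homeobox gene HB-7 (VIT_15s0048g02870) fell from 8.68 ± 1.51 to 2.71 ± 1.34 FPKM (-1.73, limma adjusted p = 0.0019) and by 1.75 over all libraries. VIT_13s0067g02560, listed as unknown under positive regulation of transcription, fell from 719 ± 194 to 88.1 ± 33.8 FPKM (-3.06, limma adjusted p = 7.2e-05), and by 3.10 over all libraries.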

#### 3.3.2 KEGG pathway analysis of DEGs

KEGG pathway analysis was performed to evaluate the biological mechanisms influenced by the Aki, BL, and BF treatments. Few pathways were associated with DEGs affected by the treatments and none was shared between Akivi and *Bacillus* treatments **(** **Supplementary Table 10** **)**.

The following pathways “Glutathione metabolism”, “Linoleic acid metabolism”, “alpha-Linolenic acid metabolism”, “Terpenoid backbone biosynthesis”, “beta-Alanine metabolism”, and “Fatty acid degradation” were triggered after Aki treatment. Whereas “Starch and sucrose metabolism” was triggered by both BL and BF treatments, “Ribosome biogenesis in eukaryotes” was exclusively triggered by BF treatment.

The pathway “Porphyrin and chlorophyll metabolism” was reduced after Aki treatment, while “DNA replication” was reduced after both BL and BF treatments. “Cysteine and methionine metabolism” was reduced after BL treatment; while “Fructose and mannose metabolism”, “Phenylpropanoid biosynthesis”, and “Starch and sucrose metabolism” were reduced after BF treatment.

### 3.4 Gene marker candidates on grapevine

#### 3.4.1 Selection of DEGs

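The markers that the paper names A1 to A12 and B1 to B15 in Table 5 were each tested against NTC. All 12 A markers were upregulated DEGs in Aki over the retained libraries, with a median log2 fold change of 2.79 and a lowest value of 1.64. Of the 15 B markers, 14 were upregulated DEGs and B5 a downregulated DEG in BL, with a median of 2.70. In the set of all 16 libraries, 11 of the 12 A markers and all 15 B markers remained DEGs in the same direction. The marker that fell short was A12 (VIT_07s0005g06090), whose log2 fold change moved from 1.64 to 1.38, with 177 FPKM in Aki_R1 and 116 FPKM in NTC_R3. B5 (VIT_00s1490g00010), an adenylylsulfate reductase, had 40.2 ± 3.35 FPKM in NTC and 7.58 ± 1.56 FPKM in BL (SD, n = 3 each), a log2 fold change of -2.41 (SE 0.17, adjusted p = 6e-06, limma). A1 (VIT_12s0059g02600) had at most 2 fragments per retained NTC library and was at least 14.9-fold higher in Aki.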

A total of 27 DEGs were selected since their expression level was modified due to Aki, BL and BF treatments according to the results of RNA-seq analysis (**Table 5**).

**Table 5:** Selected Differentially Expressed Genes (DEGs) on cv. Garnacha Blanca grapevine leaves after treatment with Akivi (Aki) and lyophilized *Bacillus* UdG (BL).

Code	Gene ID	Log_2_ (FC)	FC	FDR	vCOST Description
Akivi					
**A1**	VIT_12s0059g02600	4.96	31.18	5.01E-15	Receptor protein kinase RK20-1
**A2**	VIT_06s0004g03350	3.46	11.03	9.18E-24	Lateral organ boundaries protein 1
**A3**	VIT_05s0077g00520	3.17	8.99	7.76E-11	Gibberellin 2-oxidase
**A4**	VIT_17s0000g00200	3.23	9.40	1.58E-17	Ethylene-responsive transcription factor ERF114
**A5**	VIT_08s0058g00970	2.39	5.23	1.67E-17	Cationic peroxidase
**A6**	VIT_12s0055g01010	3.04	8.23	1.38E-28	Peroxidase
**A7**	VIT_00s0372g00040	2.74	6.68	1.68E-08	1,8-cineole synthase, chloroplast
**A8**	VIT_04s0023g02240	2.83	7.11	7.56E-56	S-adenosyl-L-methionine:salicylic acid carboxyl methyltransferase
**A9**	VIT_12s0034g01140	2.07	4.21	5.28E-21	Plastocyanin domain-containing protein
**A10**	VIT_19s0090g00660	2.01	4.03	1.03E-32	Lipase GDSL
**A11**	VIT_03s0088g00810	1.88	3.67	3.94E-16	Pathogenesis-related protein 1 precursor (PRP 1)
**A12**	VIT_07s0005g06090	1.67	3.19	9.06E-19	Pore-forming toxin-like protein Hfr-2
Bacillus					
**B1**	VIT_16s0022g00860	5.23	37.41	1.25E-28	Invertase/pectin methylesterase inhibitor
**B2**	VIT_06s0004g07210	5.45	43.58	4.78E-65	CCT motif constans-like
**B3**	VIT_16s0100g00740	4.26	19.16	2.49E-15	unknown
**B4**	VIT_14s0068g01160	2.91	7.53	5.22E-12	Cytokinin-repressed protein CR9
**B5**	VIT_00s1490g00010	-2.46	0.18	9.93E-38	5’-adenylylsulfate reductase (APR1)
**B6**	VIT_13s0064g01370	3.08	8.43	4.30E-07	Polygalacturonase inhibiting protein 1 PGIP1
**B7**	VIT_09s0002g04280	3.14	8.81	2.33E-47	Dynein light chain LC6, flagellar outer arm
**B8**	VIT_03s0091g00310	2.96	7.80	6.23E-16	Indole-3-acetic acid-amido synthetase GH3.8
**B9**	VIT_01s0011g01980	2.47	5.52	3.91E-22	fasciclin arabinogalactan-protein (FLA21)
**B10**	VIT_01s0026g02740	2.64	6.25	9.54E-28	unknown
**B11**	VIT_08s0058g00430	1.82	3.52	1.32E-02	ferritin
**B12**	VIT_10s0116g00530	1.96	3.89	1.07E-30	Thiazole biosynthetic enzyme, chloroplast (ARA6)
**B13**	VIT_00s0480g00060	1.49	2.81	7.91E-20	Polyphenol oxidase [Vitis vinifera]
**B14**	VIT_07s0031g02610	2.98	7.92	3.48E-14	NAC domain containing protein 2
**B15**	VIT_13s0067g02130	2.50	5.64	6.67E-10	Dehydration-induced protein (ERD15)

FC, fold change

FDR, false discovery rate

From the 12 DEGs highly triggered by Aki treatment, eight genes are related to defense response (A1, A3, A4, A5, A6, A7, A11, and A12). 

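A3 (VIT_05s0077g00520), a gibberellin 2-oxidase, had 3.42 ± 1.32 FPKM in Aki and 0.379 ± 0.128 FPKM in NTC (SD, n = 3 each), a log2 fold change of 2.85 (SE 0.52, adjusted p = 0.0073, limma), and of 2.73 over all 16 libraries. A7 (VIT_00s0372g00040), a cineole synthase, had 9.96 ± 3.34 FPKM against 1.50 ± 0.937 FPKM, a log2 fold change of 2.76 (SE 0.39, limma adjusted p = 0.0021). Its value of 13.8 FPKM in Aki_R2 lay far above the other Aki libraries, and the log2 fold change without each retained library in turn ranged from 2.40 to 3.21. Between Aki and BL, A3 differed by 3.10 on the log2 scale (limma adjusted p = 0.0019) and A7 by 4.09 (adjusted p = 4.1e-05), or by 2.98 and 3.91 with all libraries. Aki_R1, which the paper left out, was at 3.87 FPKM for A3 and 8.38 FPKM for A7, and NTC_R3 at 0.672 and 3.19 FPKM, so that in both genes Aki_R1 was above NTC_R3.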

Specifically, two genes are involved in detoxification of reactive oxidative species (A5 and A6); two genes are related to hormone signalling pathway (A3, and A4), one gene is involved in biosynthesis of secondary metabolites (A7), and one gene is a marker of SAR response (A11). 

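B1 (VIT_16s0022g00860), an invertase/pectin methylesterase inhibitor, had 14.2 ± 5.14 FPKM in BL and 0.374 ± 0.281 FPKM in NTC (SD, n = 3 each), a log2 fold change of 5.08 (SE 0.66, adjusted p = 0.00034, limma), and of 5.43 in BF. B6 (VIT_13s0064g01370), a polygalacturonase inhibiting protein, rose from 0.194 ± 0.208 to 1.85 ± 0.672 FPKM in BL (2.88, SE 0.57, limma adjusted p = 0.004). B8 (VIT_03s0091g00310), the GH3.8 gene, rose from 0.354 ± 0.0770 to 2.86 ± 0.617 FPKM (2.70, SE 0.49, limma adjusted p = 0.0024). B14 (VIT_07s0031g02610), NAC domain containing protein 2, rose from 7.12 ± 2.15 to 58.0 ± 19.5 FPKM (2.99, SE 0.47, limma adjusted p = 0.0012), and by 2.63 in BF. With all 16 libraries the log2 fold changes in BL were 4.88, 2.86, 2.46 and 2.52, with BL_R1 at 18.5, 3.12, 2.29 and 42.0 FPKM and NTC_R3 at 0.853, 0.363, 0.620 and 19.4 FPKM. B1, B6 and B8 were also higher in BL than in Aki (limma adjusted p = 0.00041, 0.0031 and 0.01), whereas the difference of B14 did not pass (adjusted p = 0.1). B15 (VIT_13s0067g02130), one of the other B markers, had 29.5 FPKM in NTC_R3, far above the 17.4 ± 0.445 FPKM of the retained NTC libraries.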

From the 15 DEGs highly triggered by BL and BF treatments, four genes are involved in defense response (B1, B6, B8, and B14).

#### 3.4.2 Validation of selected DEGs by RT-qPCR

Standard curves of the 27 DEGs showed R-squared values above 0.99 and, in general, amplification efficiencies above 90%, except for three DEGs (A1, A3 and A4) that showed slightly lower efficiencies above 80% (**Supplementary Table 3**). The expression levels of the 27 DEGs within the NTC samples on the ‘Garnacha Blanca’ experiment were stable showing FC values close to 1 (**Table 6**). The selected DEGs were upregulated after Aki (12) and BL treatments (14) with significant differences in comparison with the NTC, with the exception of B5 gene that was downregulated.

**Table 6:** Expression levels of the selected DEGs influenced by treatments of cvs. Garnacha Blanca, Garnacha Tinta, and Macabeo with Akivi (Aki) and lyophilized *Bacillus* UdG (BL).

	‘Garnacha Blanca’				‘Garnacha Tinta’				‘Macabeo’			
DEGs	NTC	Aki			NTC	Aki			NTC	Aki		
**A1**	1.29	14.37	± 3.96	*	1.29	4.86	± 4.91		1.11	4.46	± 1.73	*
**A2**	1.08	10.12	± 0.79	*	1.00	1.88	± 0.71	*	1.02	1.58	± 0.50	*
**A3**	1.05	5.64	± 0.57	*	1.03	1.43	± 0.25	*	1.04	1.74	± 0.81	*
**A4**	1.12	3.27	± 0.38	*	1.02	2.22	± 0.72	*	1.02	3.20	± 1.19	*
**A5**	1.05	8.01	± 1.07	*	1.02	1.55	± 0.32	*	0.99	1.68	± 0.30	
**A6**	1.05	9.11	± 0.44	*	1.09	1.39	± 0.49		1.05	1.16	± 0.80	
**A7**	1.06	3.39	± 0.61	*	1.06	1.65	± 0.59	*	1.10	1.10	± 0.60	
**A8**	1.08	4.71	± 1.71	*	1.05	2.94	± 1.90	*	1.16	1.78	± 1.27	
**A9**	1.06	4.56	± 1.14	*	1.01	2.79	± 2.32	*	1.01	0.44	± 0.21	*
**A10**	1.01	3.15	± 0.72	*	1.00	1.69	± 0.53	*	1.01	0.92	± 0.29	
**A11**	1.01	3.24	± 0.96	*	1.12	1.44	± 0.38		1.02	0.69	± 0.40	
**A12**	1.10	3.54	± 0.40	*	1.01	9.96	± 3.41	*	1.01	2.23	± 0.68	*
DEGs	NTC	BL			NTC	BL			NTC	BL		
**B1**	1.16	58.79	± 23.12	*	1.06	14.51	± 3.64	*	1.01	4.07	± 1.64	*
**B2**	1.05	22.43	± 3.57	*	1.03	3.19	± 0.34	*	1.02	4.05	± 1.17	*
**B3**	1.06	7.98	± 2.92	*	1.00	2.21	± 0.17	*	1.00	2.02	± 0.19	*
**B4**	1.15	5.49	± 1.84	*	1.09	0.77	± 0.20		0.90	1.63	± 0.13	
**B5**	1.04	0.22	± 0.07	*	1.02	0.50	± 0.18	*	1.09	3.03	± 0.58	*
**B6**	1.01	5.17	± 1.71	*	1.01	1.48	± 0.15	*	1.04	0.54	± 0.08	*
**B7**	1.29	6.86	± 1.57	*	1.04	1.39	± 0.25	*	1.07	0.71	± 0.12	*
**B8**	1.03	4.10	± 0.67	*	1.01	1.38	± 0.24		1.08	2.43	± 0.21	*
**B9**	1.09	8.30	± 3.71	*	1.01	5.07	± 1.22	*	1.06	2.76	± 0.59	*
**B10**	1.07	7.66	± 1.43	*	1.01	3.17	± 0.73	*	1.01	1.26	± 0.38	
**B11**	1.15	4.71	± 1.45	*	1.02	1.16	± 0.44		1.07	7.18	± 1.72	*
**B12**	1.01	4.68	± 0.90	*	1.01	3.76	± 0.54	*	1.03	8.59	± 1.48	*
**B13**	1.00	4.32	± 0.62	*	1.02	2.84	± 0.28	*	1.02	2.07	± 0.51	*
**B14**	1.12	5.96	± 1.32	*	1.04	3.15	± 0.76	*	1.22	2.50	± 0.22	*
**B15**	1.03	6.26	± 1.58	*	1.04	2.66	± 0.58	*	1.03	0.92	± 0.27	

DEG functions are indicated in **Supplementary Table 2**. Data correspond to RT-qPCR. The relative expression level of each gene was calculated by the comparative critical threshold (ΔΔCt) method using the non-treated control samples (NTC) as the calibrator and UQB gene as internal control for data normalization. Data mean the fold change (2^-ΔΔCt^) ± confidence interval and significant differences according to REST2009 Software are represented by *.

Moreover, the relative expression levels of the 27 DEGs on cv. Garnacha Blanca obtained by RT-qPCR and RNA-seq analysis were highly consistent for both Aki and BL treatments (**Figure 6**). That was confirmed by Pearson correlation test that showed high correlation coefficient values, 0.729 and 0.938 for Aki and BL, respectively, and statistical significances with p-values<0.05 (**Supplementary Figure 5**). Therefore, the 27 DEGs that were previously selected by RNA-seq analysis were validated by RT-qPCR on grapevine cv. 

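The log2 fold changes recalculated from the deposited FPKM were set against log2 of the RT-qPCR fold changes of Table 6, which are the paper's. Across the 12 A markers in Aki, Pearson's r was 0.683 (permutation p = 0.016, two-sided, 100000 permutations) and Spearman's rho 0.671 (permutation p = 0.021) over the retained libraries. Without A12 and A1, the 2 markers farthest from the median of the recalculated fold changes, r was 0.492 (permutation p = 0.15) over a narrower range of fold changes. Across the 15 B markers in BL, r was 0.950 (permutation p = 6e-05) and rho 0.721 (permutation p = 0.0031), and without B5 and B2 r was 0.836 (permutation p = 0.0018). With all 16 libraries, r was 0.756 for Aki (permutation p = 0.0049) and 0.964 for BL (permutation p = 1e-05, the smallest that these permutations can give), and 0.613 and 0.863 without the 2 farthest markers. Genes are not independent replicates. These 2 correlations form the family, and their Benjamini-Hochberg adjusted permutation p over the retained libraries was 0.016 for Aki and 0.00012 for BL. A pseudocount of 1 FPKM moved the correlation for Aki most, to 0.159.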

Garnacha Blanca.

**Figure 6:**
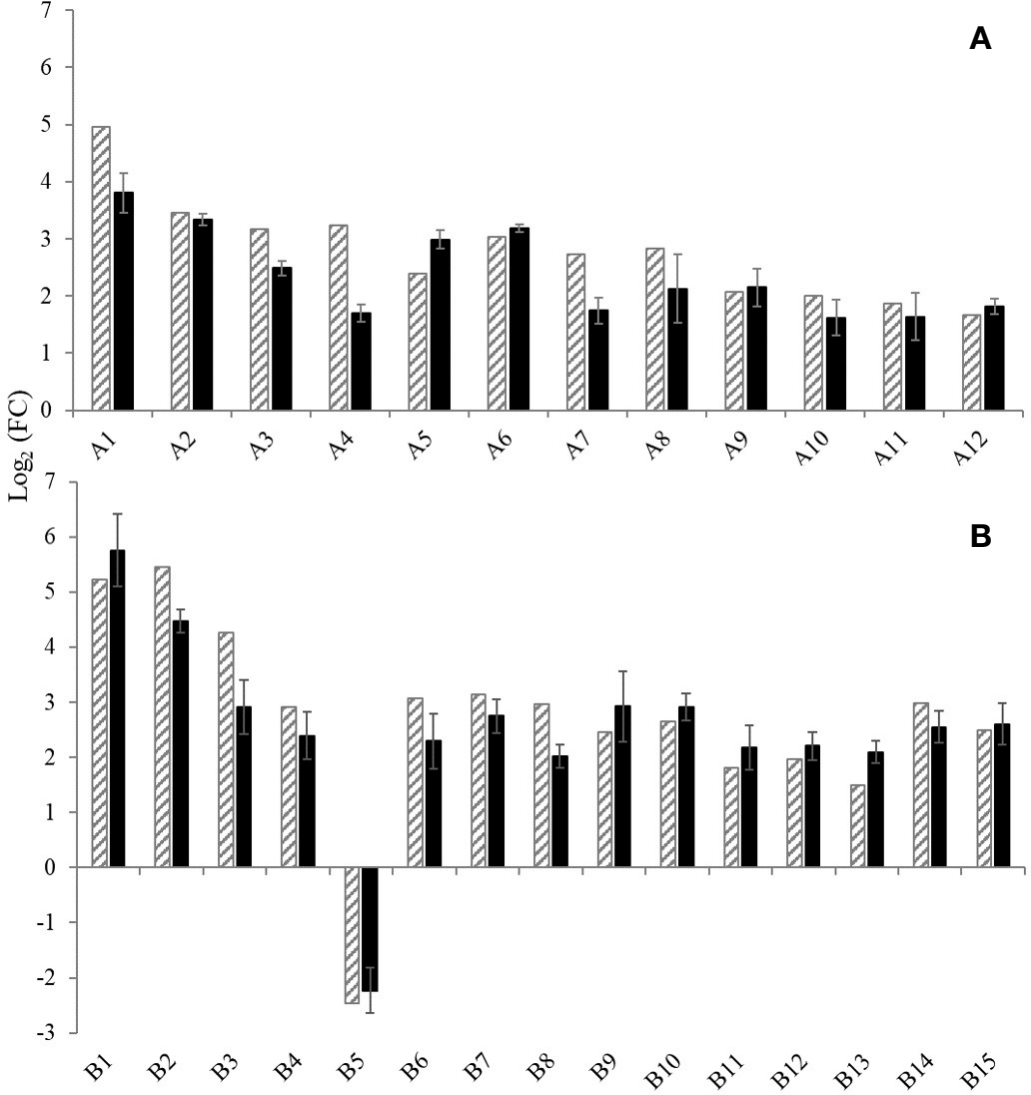
Expression levels of twenty-seven genes selected for validation of the RNA-Seq data by RT-qPCR. The gene expression was analysed after treatments with Akivi **(A)** and lyophilized *Bacillus* UdG **(B)**. RNA-seq (stripped bars) and RT-qPCR (black bars) analysis. Gene functions are indicated in **Supplementary Table 2**. RT-qPCR data are shown as the mean of Log_2 (_FC_)_of three biological replicates, where FC is the fold-change value and was calculated as 2^-ΔΔCt^ using non- treated control (NTC) samples as the calibrator and UBQ gene for data normalization. Error bars mean confidence interval of three biological replicates.

#### 3.4.3 Expression of validated DEGs in the three grapevine cultivars

The expression levels of the 27 DEGs were subjected to RT-qPCR using samples from experiments performed with two other grapevine cultivars, namely Garnacha Tinta and Macabeo. Within the NTC samples of the ‘Garnacha Tinta’ and ‘Macabeo’ experiments, the expression levels of the 27 DEGs were stable showing fold change values close to 1 (**Table 6**).

Concerning the 12 selected DEGs by Akivi treatment, nine (A2, A3, A4, A5, A7, A8, A9, A10, and A12) and six genes (A1, A2, A3, A4, A9, and A12) in ‘Garnacha Tinta’ and ‘Macabeo’, respectively, showed differential expression levels with statistical significance compared to the NTC (regardless of the FC value) (**Table 6**). After Akivi treatment, the A1, A4, and A12 genes were upregulated on the three grapevine cultivars (**Figure 7**). However, the A1 gene showed a FC value of 4.86 without significant differences with the NTC on ‘Garnacha Tinta’. Whereas the A9 gene was upregulated on ‘Garnacha Blanca’ and ‘Garnacha Tinta’, this gene was downregulated on ‘Macabeo’. In the case of A8 gene, despite it was upregulated on ‘Garnacha Blanca’ and ‘Garnacha Tinta’, its gene expression was not affected on ‘Macabeo’. Seven genes, namely, A2, A3, A5, A6, A7, A10 and A11, were only upregulated on ‘Garnacha Blanca’, while the expression pattern of these genes was not affected on ‘Garnacha Tinta’ and ‘Macabeo’. Therefore, the expression pattern after Akivi treatment was quite similar in the ‘Garnacha Blanca’ and ‘Garnacha Tinta’ (5 out of 12 genes were upregulated). However, the expression pattern obtained on ‘Macabeo’ differed from ‘Garnacha Blanca’ and ‘Garnacha Tinta’ since only 3 out of 12 (A1, A4, A12) genes were upregulated on all cultivars tested. In particular, three genes (A9, A10 and A11) showed FC below 1 only on ‘Macabeo’, being A9 downregulated.

**Figure 7:**
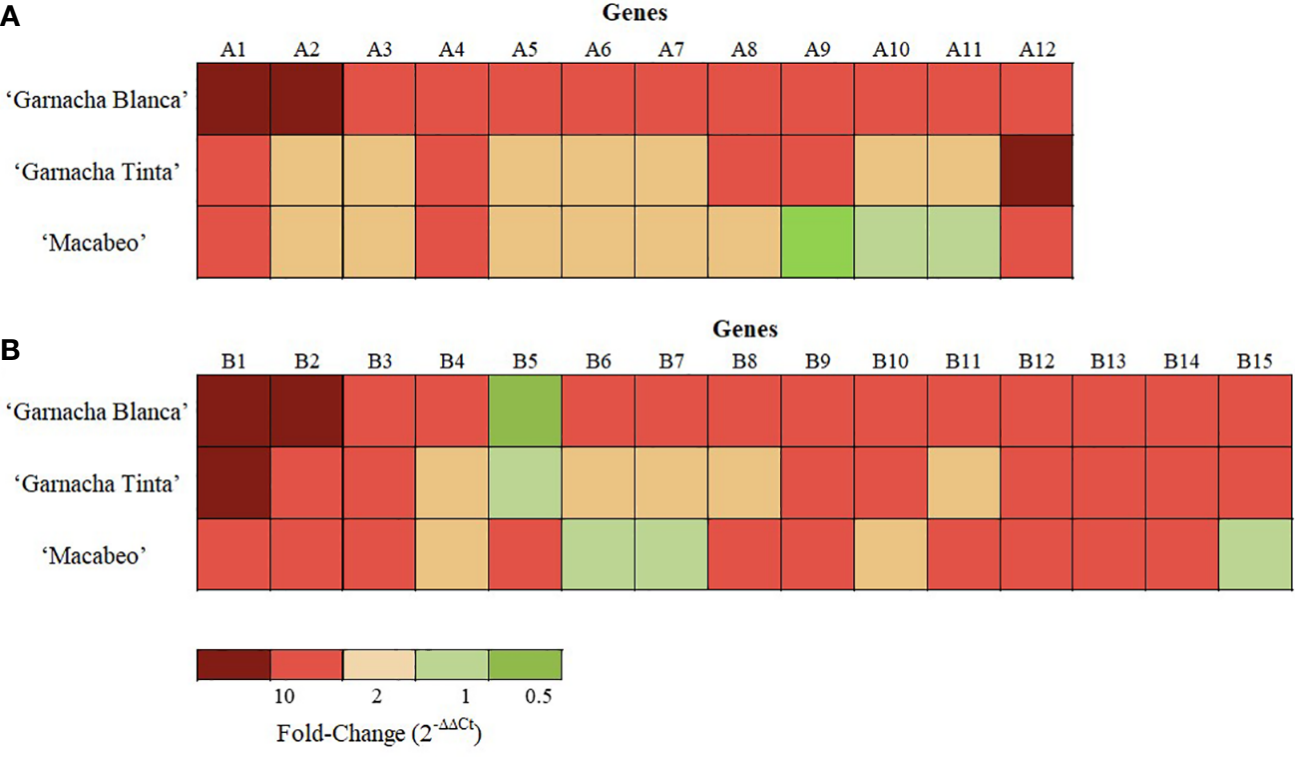
Transcriptional pattern of DEGs after treatments of grapevine cvs. Garnacha Blanca, Garnacha Tinta, and Macabeo with Akivi **(A)** or lyophilized *Bacillus* UdG **(B)**. The fold change was assessed by the ΔΔCt method. The UBQ gene was used as the internal control for data normalization. The ΔCt of the non-treated control (NTC) samples was defined as the calibrator. Three independent biological replicated were performed. Gene functions are indicated in **Supplementary Table 2**.

In relation to the 15 selected DEGs by BL treatment, twelve genes showed differential expression levels with statistical significance compared to the NTC within ‘Garnacha Tinta’ (B1, B2, B3, B5, B6, B7, B9, B10, B12, B13, B14, and B15) and ‘Macabeo’ (B1, B2, B3, B5, B6, B7, B8, B9, B11, B12, B13, and B14) (regardless of the FC value) (**Table 6**). After BL treatment, B1, B2, B3, B9, B12, B13, and B14 genes were upregulated on the three grapevine cultivars (**Figure 7**). The only gene that was downregulated on ‘Garnacha Blanca’ was B5, which was unaltered and upregulated on ‘Garnacha Tinta’ and ‘Macabeo’, respectively. Three genes, namely B4, B6, and B7, were only upregulated on ‘Garnacha Blanca’, while they were unaltered (FC between 0.5-2) on ‘Garnacha Tinta’ and ‘Macabeo’. In the case of B8 and B11 genes, their expression levels were upregulated on both ‘Garnacha Blanca’ and ‘Macabeo’, while their expression levels were not affected on ‘Garnacha Tinta’. Two genes, namely B10 and B15, were upregulated on both ‘Garnacha Blanca’ and ‘Garnacha Tinta’, while their expressions were not affected on ‘Macabeo’. Therefore, the expression pattern after BL treatment was quite similar in the ‘Garnacha Blanca’ and ‘Garnacha Tinta’ (9 out of 15 genes were upregulated). Similar results were also observed comparing expression patterns in ‘Garnacha Blanca’ and ‘Macabeo’ (9 out of 15 genes were upregulated) despite B5 gene was clearly upregulated on ‘Macabeo’ and downregulated on ‘Garnacha Blanca’. However, the expression pattern obtained on ‘Macabeo’ differed from ‘Garnacha Tinta’ since a smaller number of genes (7 out of 15) shared the same upregulation transcriptional pattern.

### 3.5 Metabolite concentrations

Foliar Aki and BL treatments slightly influenced some of the mineral nutrient concentrations in the grapevine leaves, but not enough to affect plant development in any of the three cultivars (**Supplementary Table 11**).

Phytohormones, organic acids (OA) and total phenolic compounds concentrations were compared for each treatment (Aki and BL) with the NTC (**Table 7**).

**Table 7:** Phytohormone, organic acids, and total phenolic contents in leaves of grapevine cvs. Garnacha Blanca, Garnacha Tinta, and Macabeo treated with Akivi (Aki) and lyophilized *Bacillus* UdG (BL) and water (NTC).

	‘Garnacha Blanca’						‘Garnacha Tinta’						‘Macabeo’					
	NTC		Aki		BL		NTC		Aki		BL		NTC		Aki		BL	
Phytohormone																		
**JA**	4.39	± 1.65	4.83	± 1.21	6.15	± 1.24	4.18	± 1.74	5.54	± 1.48	10.68	± 0.72*	5.75	± 0.73	6.95	± 1.70	5.85	± 2.25
**MeJA**	3.71	± 0.26	4.95	± 0.24*	5.12	± 0.55*	4.98	± 0.23	4.76	± 0.16	4.31	± 0.13	4.41	± 0.34	4.13	± 0.22	4.00	± 0.33
**SA**	375	± 78	553	± 75	321	± 68	215	± 52	654*	± 147	375	± 67	131	± 17	218	± 26	159	± 34
**ACC**	8.86	± 0.28	10.44	± 0.48	10.65	± 0.65	11.06	± 0.65	10.23	± 0.38	11.36	± 0.33	12.69	± 0.67	11.54	± 1.13	12.13	± 0.55
**ABA^1^**	1.51	± 0.20	0.94		1.54		6.15	± 0.99	7.37	± 0.39	5.71	± 0.60	21.25	± 3.48	21.55	± 1.05	17.96	± 0.71
**GA1&4**	8.39	± 1.07	31.05	± 5.96*	18.29	± 2,77	9.49	± 2.47	6.02	± 4.34	6.70	± 0.29	27.34	± 5.57	4.13*	± 1.60	7.85*	± 5.43
Organic acid																		
**Oxalic**	4.47	± 0.50	3.75	± 0.95	3.28	± 0.66	3.38	± 0.32	3.54	± 0.90	5.35	± 1.59	2.33	± 0.05	1.76	± 0.42	2.80	± 0.38
**Tartaric**	15.51	± 0.65	15.23	± 0.61	16.30	± 0.52	19.45	± 0.40	17.48	± 0.20	17.20*	± 1.20	17.13	± 1.20	16.43	± 0.30	15.02	± 0.55
**Malic**	1.48	± 0.24	1.87	± 0.38	1.78	± 0.13	1.34	± 0.20	2.02	± 0.24	1.39	± 0.14	0.92	± 0.16	0.88	± 0.18	1.18	± 0.29
**Oxoglutaric**	346	± 63	413	± 96	631*	± 21	667	± 21	674	± 30	671	± 21	155	± 33	88*	± 4	78*	± 11
**Total phenolic**	200	± 25	359	± 18	395*	± 61	876	± 35	912	± 51	808	± 19	656	± 52	679	± 79	984*	± 46

JA: jasmonic acid; MeJA: methyl jasmonate; SA: salicylic acid; ACC: ethylene precursor; ABA: abscisic acid; and GA1&4: Gibberellins A1 and A4.

^1^ ABA concentration values in ‘Garnacha Blanca’ was at the limit of detection and only one value was detected for the treatment modalities (Aki and BL), thus, they were not included in statistical analysis. The following concentrations correspond to phytohormone (ng/g FW), organic acid (mg/g FW, except for oxoglutaric acid in µg/g FW), and total phenolic (µg gallic acid equivalent/g PF). Results are means ± standard deviation (n=3 biological replicates). Significant differences according to the Tukey test (parametric tests) or the Dunn test (non-parametric tests) between treatment (Aki or BL) and NTC are represented by asterisks (*).

Regarding Aki treatment, no phytohormones were significantly influenced in the same way among the three grapevine cultivars. The SA tended to present higher levels after Aki treatment in ‘Garnacha Blanca’ and ‘Macabeo’ and was significantly enhanced in ‘Garnacha Tinta’. The GAs showed an opposite pattern being their levels significantly increased in ‘Garnacha Blanca’, but reduced in ‘Macabeo’. The MeJA in ‘Garnacha Blanca’ was significantly enhanced after Aki treatment. Although all the studied phytohormones, with the exception of JA, tended to be enhanced after Aki treatment in ‘Garnacha Blanca’; JA, ACC, and ABA were not significantly influenced by Aki treatment in any of the three cultivars.

BL treatment significantly enhanced JA in ‘Garnacha Tinta’ and MeJA in ‘Garnacha Blanca’. Oppositely, GAs were significantly reduced after BL treatment in ‘Macabeo’. However, neither SA, ACC, nor ABA were significantly influenced by BL treatment in any of the three cultivars.

After BL or Aki treatment, phytohormone content changed without a clear pattern and the establishment of a defense signalling triggering mechanism was not possible to infer from our data.

It is worth to mention that ABA global values detected in ‘Macabeo’ are higher than the values detected in the two ‘Garnacha’ varieties.

Four OA were identified in the leaves of the three grapevine cultivars: oxalic, tartaric, malic, and oxoglutaric (**Table 7**). Aki and BL treatments caused a significant reduction in oxoglutaric acid in ‘Macabeo’, but BL significantly increased the amount of this organic acid in ‘Garnacha Blanca’. BL treatment also reduced the level of tartaric acid in ‘Garnacha Tinta’. The rest of organic acids were not altered.

Total phenolic compounds concentration was significantly enhanced after BL treatment in ‘Macabeo’ and in ‘Garnacha Blanca’. Aki treatment only tend to increase the level of total phenolic compounds.

## 4 Discussion

The response of grapevines to foliar treatments with the botanical extract Akivi (Aki) and the beneficial microorganism *Bacillus* UdG (fresh, BF or lyophilized, BL) was investigated. Among the environmentally friendly compounds considered as PPPs by the European Union legislation, beneficial microorganisms and natural substances (i.e. plant extracts) are included. *Bacillus* UdG and Akivi were used in this study representing each modality. Previous studies have reported the features and potential of both biocontrol products (Mora et al., 2011; Mora et al., 2015; Ramos et al., 2022). **Figure 8** shows a scheme as a summary of the genes related to the main plant defense response pathways (Jasmonic Acid, JA; Salicylic Acid, SA; Ethylene, ET; Abscisic Acid, ABA; phenylpropanoids pathway; and mitogen activated protein kinases and Ca^2+^ signalling induction, MAPKs) whose expression levels were influenced by the treatments. Interestingly, the two *Bacillus* UdG treatments, both BF and BL triggered the same pathways. However, BF and BL did not always trigger the same genes of the above-mentioned pathways. These results underline the importance of the product formulation since it may determine its efficacy and mode of action. 

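The genes drawn in Figure 8 were compared between BF and BL in the same limma model. Of the 22 tested genes that the figure marks for BF, 16 were upregulated DEGs over the retained libraries and 7 over all 16 libraries, and of the 25 tested genes marked for BL, 20 and 7. Their median log2 fold change was 1.67 in BF and 1.58 in BL, or 1.39 and 1.29 with all libraries. The CHS gene VIT_16s0100g00860 was a DEG in BL and not in BF, but the difference between BL and BF was 1.23 on the log2 scale with an adjusted p of 0.66. The ACO gene VIT_12s0028g02410 differed by -0.11 (limma adjusted p = 0.95) and the NCED gene VIT_02s0087g00910 by 0.30 (adjusted p = 0.63). No gene of the figure differed between BL and BF at an adjusted p of 0.05 over the retained libraries, where 0 of all tested genes did.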

Only Aki and BL treatments will be discussed hereafter.

**Figure 8:**
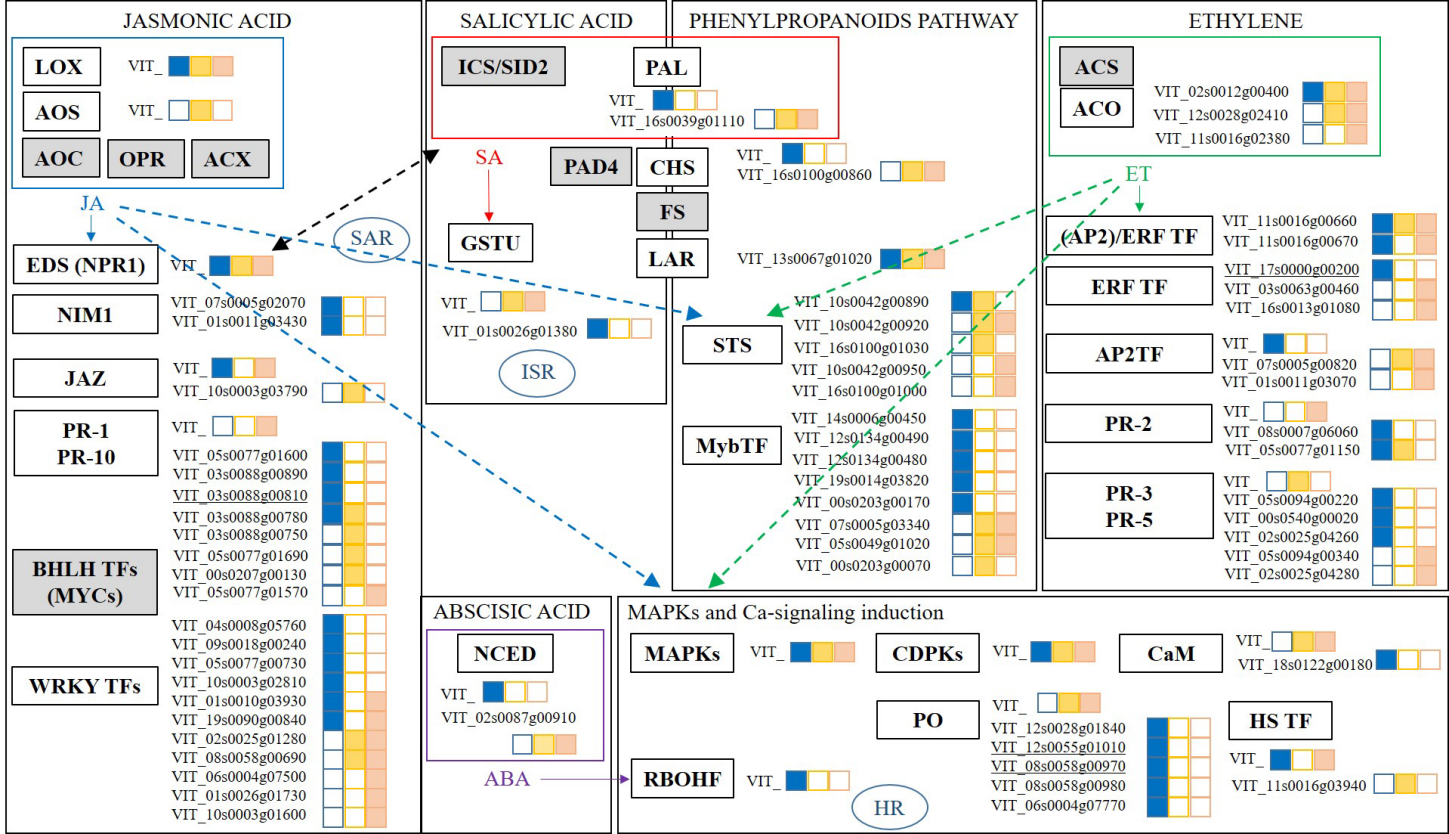
Scheme of main pathways related to plant defense response: Jasmonic Acid (JA); Salicylic Acid (SA); Ethylene (ET); Abscisic Acid (ABA); phenylpropanoids pathway; and mitogen activated protein kinases, Ca^2+^ signalling induction (MAPKs). DEGs results are presented from RNA-seq analysis of grapevine leaves treated with the botanical extract (Aki, blue) and the microbial product (BF, yellow; or BL, orange). Complete DEGs transcript codes are written when the differential expression is above Log (FC) > 1.4; only VIT_ is written otherwise. DEGs highly impacted by one of the treatments are underlined. Gene groups from the different pathways are indicated, the box is white coloured when transcripts related to the genes’ groups were found, the box is grey coloured otherwise. JA and ET interactions with other pathways are represented with arrows. Black arrow represents JA and SA crosstalk. LOX, LipOXygenase; AOS, Allene Oxide Synthases; AOC, Allene Oxide Cyclase; OPR, OPDA Reductase; ACX, Acetyl-CoA oXidase; EDS1/NPR1, Enhanced Disease Susceptibility/Non-expressor of Pathogen Related genes 1; NIM1, Non-Inducible Immunity 1; SAR, Systemic Acquired Resistance; JAZ, JAsmonate-Zim domain; PR, Pathogenesis Related proteins; BHLH TFs, Helix Loop Helix TFs, WRKY TFs, Transcription Factors with domain WRKY. ICS/SID2, IsoChorismate Synthase; PAL, Phenylalanine Ammonia Lyase; PAD4, PhytoAlexin Deficient 4; FS, Flavonoid Synthase; LAR, LeucoAnthocyanicin Dioxygenase; GSTs, Glutatione-S-Tranferase; ISR, Induced Systemic Resistance; STS, STilbene Synthase; MyB TF, MyB Transcription Factors. ACS; 1-Aminocyclopropane-1-Carboxylate Synthase; ACO, 1- Aminocyclopropane-1-Carboxylate Oxidase; ERF TF, (AP2)/ERF TF/AP2TF; Ethylene Response Factors Transcription Factors; PR, Pathogenesis Related proteins. NCED, 9-Cis-Epoxycarotenoid Dioxygenase. MAPKs, Mitogen Activated Protein Kinases; CDPKs, Ca^2+^ DePendent Kinases; CaM, CalModulin; RBOHF, Respiratory Burst Oxidase Homologue protein F; PO, PerOxidases; HS TF, Heat Shock Transcription Factors.

Gene transcription related to JA biosynthesis was slightly influenced by either Aki and BL treatments since lipoxygenases (LOX) related genes did not show overexpression with Log_2_(FC) values higher than 1.4. However, phytohormone concentrations related to JA defense pathway were affected in cvs. Garnacha Blanca and Tinta. Specifically, MeJA concentration was significantly higher after Aki and BL treatments in ‘Garnacha Blanca’ and JA concentration was doubled after BL treatment in ‘Garnacha Tinta’. In agreement with metabolite contents, several genes regulated by JA pathway were upregulated by the treatments. Namely, the expression level of genes related to non-inducible immunity 1 (NIM1) were upregulated by Aki treatment and the expression level of a gene related to enhanced disease susceptibility (EDS1) and to nonexpressor of pathogenesis-related genes 1 (NPR1) was slightly upregulated by both treatments. Moreover, Aki and BL treatments upregulated the expression of several genes involved in different transcription factors with WRKYs domain (WRKYs TFs) and pathogenesis related proteins (PR). 

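Of the WRKY genes of Figure 8, 5 of 5 tested in Aki and 6 of 6 tested in BL were upregulated DEGs over the retained libraries, with log2 fold changes from 1.49 to 2.10 and from 1.42 to 2.14. With all 16 libraries, 0 of them in Aki and 1 in BL met both thresholds, 1 and 4 passed the adjusted p alone, and the medians were 1.00 and 1.23. VIT_04s0008g05760 had 113 ± 18.1 FPKM in Aki and 38.6 ± 1.45 FPKM in NTC (SD, n = 3 each), a log2 fold change of 1.53 (SE 0.22, adjusted p = 0.0023, limma), while NTC_R3 had 81.0 FPKM, far above the other NTC libraries, and Aki_R1 53.3 FPKM. VIT_10s0003g01600 had 31.7 ± 4.24 FPKM in BL against 11.0 ± 0.869 FPKM, a log2 fold change of 1.51 (SE 0.20, limma adjusted p = 0.00028) and of 1.29 with all libraries. The WRKY gene VIT_19s0090g00840 was under the filter, with 0.326 ± 0.202 FPKM in Aki, 0.447 ± 0.104 FPKM in BL and 0.0820 ± 0.0550 FPKM in NTC. Of the PR-1/PR-10 genes, 3 of 4 in Aki and 1 of 1 in BL were DEGs, and 2 and 0 with all libraries. The largest change among them was that of VIT_03s0088g00890 in Aki, 2.32 (SE 0.26, limma adjusted p = 0.00077), and 2.70 with all libraries, where Aki_R1 had 26.7 FPKM against 10.1 ± 3.19 FPKM in the retained Aki libraries.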

Interestingly, one of the PR related genes (VIT_03s0088g00810) was highly influenced by Aki treatment. Therefore, JA defensive pathway seemed to be triggered by both treatments. This is in agreement with the essential role of JA as a phytohormone involved in the regulation of defense gene expression (Rienth et al., 2019), such as EDS1, NPR1, or NIM1 related genes (Ochsenbein et al., 2006; Pajerowska-Mukhtar et al., 2013; Backer et al., 2019). These results enlightened the link between PR upregulated genes and WRKYs TFs but they did not underline the bond with transcriptional regulators jasmonate-zim domain (JAZ) intermediate related genes as previously described (Kazan and Manners, 2012; Guerreiro et al., 2016).

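VIT_03s0088g00810, the marker A11, had 558 ± 158 FPKM in Aki and 153 ± 14.1 FPKM in NTC (SD, n = 3 each). Its log2 fold change was 1.83 (SE 0.24, adjusted p = 0.0017, limma) and ranged from 1.68 to 2.09 without each retained library in turn. In the set of all 16 libraries it was 1.46 (SE 0.26, limma adjusted p = 0.01), with 394 FPKM in Aki_R1 and 310.3 FPKM in NTC_R3. It was higher in Aki than in BL by 1.50 on the log2 scale (limma adjusted p = 0.0016) and than in BF by 1.69 (adjusted p = 0.0007).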

The expression level of genes related to SA pathway were not clearly affected by neither Aki nor BL treatments. However, the measured concentration of SA phytohormone in grapevine leaves treated with Aki tended to be higher than in leaves treated with NTC or BL on all three cultivars, especially in ‘Garnacha Tinta’ in which significant differences were observed. It could be explained by the upregulation of the expression of some genes related to EDS1, NIM1, and NPR1 already commented above in JA paragraph. Actually the mentioned genes are described as modulators that intervene in SA accumulation and they are produced in crosstalk between SA and JA pathways (Rustérucci et al., 2001; Zhu et al., 2011; Chen et al., 2021). Interestingly, the expression level of the glutathione-S-transferase (GST) related gene was also upregulated by Aki treatment. It is reported that SA is able to regulate several genes from GST family that are upregulated through SA pathway in treated plants with beneficial microorganisms resulting in ISR priming (Gullner et al., 2018). 

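VIT_01s0026g01380, the GSTU gene of Figure 8, had 5.19 ± 0.797 FPKM in Aki and 0.876 ± 0.115 FPKM in NTC (SD, n = 3 each), a log2 fold change of 2.43 (SE 0.52, adjusted p = 0.015, limma). With the 4 left-out libraries added it was 2.27 (limma adjusted p = 0.023), with 6.52 FPKM in Aki_R1 and 1.84 FPKM in NTC_R3. Aki was above BL by 2.58 on the log2 scale (limma adjusted p = 0.0055), and by 2.67 with all libraries.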

GST family enzymes are involved in detoxifying cytotoxic compounds and the process implies transmembrane transport (Burdziej et al., 2021), which is in agreement with these results since “transmembrane transport” GO term was influenced by Aki and BL treatments.

The biosynthesis of ET seemed to be triggered by both treatments through the upregulation of the expression level of 1-aminocyclopropane-1-carboxylate oxidase (ACO) related genes. Moreover, the concentration of the ET precursor 1-aminocyclopropane-1-carboxylic acid (ACC) tended to present higher levels in ‘Garnacha Blanca’ leaves after Aki and BL treatments. These results were in agreement with the upregulation of expression of genes related to response factors regulated by ET (ERF TF, (AP2)/ERF TF, AP2 TF) by both treatments. In addition, the expression level of one of the genes related to ERF TF was highly influenced by Aki treatment (VIT_17s0000g00200). Therefore, ET defensive pathway seemed to be triggered by both treatments. 

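For Aki, Figure 8 marks 1 ACO gene, VIT_02s0012g00400, which had 3.37 ± 1.92 FPKM in Aki and 0.995 ± 0.528 FPKM in NTC (SD, n = 3 each). Its log2 fold change of 1.67 did not pass (SE 0.48, adjusted p = 0.055, limma), and with all 16 libraries it was 0.91, where Aki_R1 had 1.05 FPKM and NTC_R3 2.94 FPKM. For BL the figure marks 3 ACO genes, of which 2 were upregulated DEGs over the retained libraries and 1 over all libraries. VIT_12s0028g02410 had 3.88 ± 0.492 FPKM in BL against 1.03 ± 0.360 FPKM, a log2 fold change of 1.85 (SE 0.36, limma adjusted p = 0.0039) and of 1.68 with all libraries, and BL_R1 was at 3.63 FPKM. VIT_02s0012g00400 rose by 1.54 in BL (limma adjusted p = 0.043).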

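The (AP2)/ERF genes of Figure 8, VIT_11s0016g00660 and VIT_11s0016g00670, had at most 2 and 3 fragments per retained NTC library, and NTC_R3 had 0.607 and 0.973 FPKM. They were at least 3.18-fold and 6.46-fold higher in Aki, and neither passed an adjusted p of 0.05 (limma, 0.074 and 0.06). In BL they were at least 4.33-fold and 4.97-fold higher, with an adjusted p of 0.028 and 0.051. The ERF gene VIT_16s0013g01080 had 48.9 ± 9.56 FPKM in BL and 17.2 ± 4.65 FPKM in NTC (SD, n = 3 each), a log2 fold change of 1.52 (SE 0.26, limma adjusted p = 0.0017). The AP2 gene VIT_07s0005g00820 had 13.1 ± 3.19 FPKM against 4.35 ± 0.664 FPKM, a log2 fold change of 1.55 (SE 0.25, limma adjusted p = 0.0013). Once the left-out libraries were included these log2 fold changes were 1.19 and 1.24, under the threshold of 1.4. NTC_R3 was at 34.8 and 6.89 FPKM and BL_R1 at 40.2 and 8.60 FPKM. The other ERF gene marked for BL, VIT_03s0063g00460, did not pass, with a log2 fold change of 1.90 (limma adjusted p = 0.18).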

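VIT_17s0000g00200, the marker A4, had 7.56 ± 1.69 FPKM in Aki and 0.803 ± 0.473 FPKM in NTC (SD, n = 3 each). Its log2 fold change was 3.18 (SE 0.63, adjusted p = 0.011, limma), between 2.95 and 3.58 without each retained library in turn, and 2.85 with all 16 libraries. Aki_R1 was at 7.89 FPKM and NTC_R3 at 2.08 FPKM. The difference from BL was 3.27 on the log2 scale (limma adjusted p = 0.0046).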

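Figure 8 marks 2 PR-2 genes for Aki and none for BL, and 1 of the 2, VIT_08s0007g06060, was an upregulated DEG in Aki, with 230.4 ± 83.5 FPKM against 83.0 ± 10.7 FPKM in NTC (SD, n = 3 each) and a log2 fold change of 1.41 (SE 0.26, adjusted p = 0.0077, limma). On all 16 libraries together its log2 fold change was 0.77, since NTC_R3 had 238 FPKM and Aki_R1 109 FPKM. Of the PR-3/PR-5 genes of the figure, 1 of 3 was a DEG in Aki and 2 of 2 in BL over the retained libraries, and 1 and 0 over all libraries, and the adjusted p alone was passed by 2 and 2, or by 1 and 1. VIT_05s0094g00220 had 13.1 ± 4.21 FPKM in Aki against 3.40 ± 0.439 FPKM, a log2 fold change of 1.86 (SE 0.24, limma adjusted p = 0.0015) and of 1.60 with all libraries. VIT_02s0025g04280 had 9.70 ± 3.69 FPKM in BL against 3.09 ± 0.432 FPKM, a log2 fold change of 1.56 (SE 0.24, limma adjusted p = 0.00075) and of 1.29 with all libraries.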

ET response factors are key regulators of JA, ET, and ABA pathways in response to biotic and abiotic stresses, activating PR genes, such as osmotins (PR-5), chitinases (PR-3) and β-1,3-glucanases (PR-2) (Mizoi et al., 2012; Bahieldin et al., 2016; Rienth et al., 2019), which were indeed upregulated after both Aki and BL treatments.

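The NCED gene VIT_02s0087g00910 had 141 ± 18.0 FPKM in BL and 37.1 ± 5.89 FPKM in NTC (SD, n = 3 each), a log2 fold change of 1.93 (SE 0.15, adjusted p = 1e-05, limma) that ranged from 1.83 to 2.05 without each retained library in turn. In the full set of 16 libraries it was 1.64 (SE 0.22, limma adjusted p = 8.5e-05), with BL_R1 at 118 FPKM and NTC_R3 at 69.2 FPKM. In Aki the log2 fold change was 0.68, below that in BL by a difference of -1.25 (limma adjusted p = 0.00021).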

The ABA biosynthesis was triggered by BL treatment through the upregulation of 9-cis-epoxycarotenoid dioxygenase (NCED) related gene expression. In fact, ABA biosynthesis starts with carotenoids and involves NCED enzyme that is strongly upregulated by stress (Xiong and Zhu, 2003). ABA is involved in the response to water stress and particularly intervenes in stomatal closure (Catacchio et al., 2019; Postiglione and Muday, 2020). It is expected variability in water stress response between grapevine cultivars because the two ‘Garnacha’ are more resistant to drought than ‘Macabeo’ (Mirás-Avalos and Araujo, 2021). These results are consistent with ABA measured concentrations that were twice or three times higher in ‘Macabeo’ than in the two ‘Garnacha’. Actually, ‘Macabeo’, which is less resistant to drought, is more likely to trigger water stress response involving ABA signaling. ABA is also involved in pathogen response signaling pathway and linked with SA, JA, and ET related genes regulation (Nishad et al., 2020). For instance, ABA biosynthesis induction by laminarin treatment triggered JA production in grapevine (Balestrini et al., 2020). However, ABA relation with JA-dependent related genes are closely linked with MYCs TF (Pieterse et al., 2014) but were not influenced by any of the treatments in the present study.

This study also underlined that the expression of a Phenylalanine Ammonia Lyase (PAL) and a Chalcone Synthase (CHS) related genes were upregulated after BL treatment, whereas the expression of one Leucoanthocyanidin dioxygenase (LAR) related gene was upregulated after both Aki and BL treatments. 

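The PAL gene of Figure 8, VIT_16s0039g01110, was under 0.5 FPKM in every library and was not tested. It had 0.172 ± 0.0710 FPKM in BL and 0 fragments in the retained NTC libraries (SD, n = 3), and at most 7 fragments in a BL library and 3 in NTC_R3. The CHS gene VIT_16s0100g00860 had 1.41 ± 0.814 FPKM in BL and at most 3 fragments per retained NTC library, so that it was at least 8.42-fold higher in BL (adjusted p = 0.016, limma). NTC_R3 had 0.406 FPKM of it and BL_R1 1.27 FPKM. The LAR gene VIT_13s0067g01020 had 1.53 ± 0.683 FPKM in Aki and 2.05 ± 0.146 FPKM in BL against 0.391 ± 0.0520 FPKM in NTC, log2 fold changes of 1.66 (limma adjusted p = 0.0081) and 2.14 (adjusted p = 0.00056), with an SE of 0.31 for both. NTC_R3 lay far from the other NTC libraries with 1.81 FPKM, and Aki_R1 had 0.575 FPKM, so that the log2 fold change in Aki was 0.87 with all 16 libraries (limma adjusted p = 0.56), against 1.71 in BL.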

PAL, CHS, LAR, and flavonol synthase (FS) are key enzymes for biosynthesis of several secondary metabolites, such as phenylpropanoids, or phytoalexins isoflavonoids (Campos et al., 2003; Yonekura-Sakakibara et al., 2019). These enzymes are related to SA biosynthesis sharing PAL enzyme as showed in the results. 

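For Aki, Figure 8 marks the STS gene VIT_10s0042g00890, which had at most 1 fragment per retained NTC library, was at least 1.94-fold higher in Aki and did not pass (adjusted p = 0.38, limma). For BL it marks 3 STS genes, of which VIT_10s0042g00920 was a DEG, at least 5.11-fold higher in BL with 0.885 ± 0.209 FPKM (SD, n = 3) and at most 2 fragments per retained NTC library (limma adjusted p = 0.012). VIT_10s0042g00950 had 14.9 ± 1.15 FPKM in BL and 16.8 ± 1.68 FPKM in NTC, a log2 fold change of -0.17 (SE 0.12, limma adjusted p = 0.36) and of -0.12 with all 16 libraries. VIT_16s0100g01000 was under the filter, with 0.573 ± 0.317 FPKM in BL and 0 in each retained NTC library, and 0.259 FPKM in NTC_R3. Of the Myb genes, 4 of 5 were upregulated DEGs in Aki and 1 of 2 in BL over the retained libraries, and 2 and 1 over all libraries. VIT_00s0203g00170 had 15.4 ± 1.25 FPKM in Aki against 4.39 ± 1.19 FPKM, a log2 fold change of 1.82 (SE 0.23, limma adjusted p = 0.0014) and of 1.54 with all libraries. VIT_12s0134g00490 rose by 2.30 in Aki (SE 0.33, limma adjusted p = 0.0021) and by 1.74 with all libraries, where NTC_R3 had 4.20 FPKM, far above the 1.17 ± 0.0820 FPKM of the other NTC libraries.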

Stilbene biosynthesis was also triggered by both treatments through the upregulation of Stilbene Synthase (STS) and Myb TF related gene expression. The transcriptomic results were in accordance with the total phenolic concentration in leaves, which tended to be higher after Aki and BL treatments in ‘Garnacha Blanca’ and statistically higher in ‘Macabeo’ after BL treatment. It is worth to mention that the phytohormones JA, MeJA, SA, ET, and ABA positively regulate stilbene biosynthesis (Dubrovina and Kiselev, 2017). In agreement with these results, JA and ET strongly trigger phenylpropanoids pathway, notably stilbene biosynthesis (Belhadj et al., 2008; Rienth et al., 2019).

The expression level of several genes related to Mitogen-Activated Protein Kinases (MAPKs) and Calcium ion (Ca^2+^) signaling pathways were slightly upregulated after Aki treatment and some of them after BL treatment as well, such as Ca^2+^ Dependent Kinases (CDPKs), Calmodulin (CaM), Respiratory Burst Oxydase Protein (RBOHF) and Heat Shock Transcription Factors (HS TFs) with an upregulation lower than Log_2_(FC) > 1.4. In addition, one CaM and several peroxidases (PO) related genes were clearly upregulated after Aki treatment, and two of them were highly upregulated by Aki treatment (VIT_12s0055g01010; VIT_08s0058g00970) and involved in hypersensitive response (HR). 

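VIT_12s0055g01010 (A6) had 63.7 ± 6.20 FPKM in Aki and 7.78 ± 3.01 FPKM in NTC (SD, n = 3 each), a log2 fold change of 3.08 (SE 0.30, adjusted p = 0.00043, limma). VIT_08s0058g00970 (A5) had 7.96 ± 0.940 FPKM against 1.53 ± 0.309 FPKM, a log2 fold change of 2.32 (SE 0.28, limma adjusted p = 0.0011). In the set of all 16 libraries these were 2.89 and 2.28, and Aki_R1, at 76.4 and 12.1 FPKM, lay above the mean of the retained Aki libraries in both. Of the 5 PO genes marked for Aki in Figure 8, 4 were upregulated DEGs over the retained libraries and 3 over all libraries, and 5 and 4 passed the adjusted p alone. VIT_08s0058g00980 had a log2 fold change of 1.64 (SE 0.21, limma adjusted p = 0.0014) and of 1.63 with all libraries. The CaM gene VIT_18s0122g00180 had 3.67 ± 2.22 FPKM in Aki and 1.20 ± 0.521 FPKM in NTC, and its log2 fold change of 1.38 did not pass (SE 0.68, limma adjusted p = 0.27). With all libraries it was 0.50, with 0.645 FPKM in Aki_R1 and 3.17 FPKM in NTC_R3.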

As no phytotoxicity was observed after the treatments, Aki treatment may prime HR to be faster in case of pathogen infection. A crosstalk is described between MAPKs, JA, SA, and ET pathways (Rasmussen et al., 2012; Jagodzik et al., 2018; Nishad et al., 2020) and it was confirmed in this study since all these pathways were upregulated by the treatments.

In addition, Aki and BL treatments had an effect on other metabolites, including the Oxoglutaric acid (2-OG) that showed higher concentration in ‘Garnacha Blanca’ leaves after BL treatment and lower concentration in ‘Macabeo’ leaves after Aki and BL treatments. The 2-OG is involved in gibberellin (GA), alkaloid and flavonoid biosynthesis (Puhl et al., 2008; Araújo et al., 2012). Indeed, it was reported that treating grapevine with a structural mimic of 2-OG (prohexadione-Ca) inhibit the enzyme and alter flavonoid biosynthesis (high amount of unusual flavonoids) (Puhl et al., 2008). This is in agreement with the obtained results since phenylpropanoids pathway was triggered by both Aki and BL treatments. Moreover, the GA content in leaves was also affected in the present study, being GA1 and GA4 concentrations higher after the treatments (Aki or BL) in ‘Garnacha Blanca’ and lower in ‘Macabeo’. However, the link between 2-OG and GA concentrations’ variations was not clear, that reinforce the hypothesis linking the 2-OG with flavonoid biosynthesis.

The concentration of Tartaric acid in grapevine leaves was also affected since lower concentrations were detected in ‘Garnacha Tinta’ leaves treated with BL. Grapevine presents a high concentration on tartaric acid and its biosynthesis occurs in leaves and berries. Tartaric acid was shown to be involved in various processes and abrupt changes in its biosynthesis were linked with oxidative burst as well as ascorbate/glutathione redox state in berries (Burbidge et al., 2021). More insight on this matter could give interesting results like a kinetics study of tartaric acid after BL treatment.

Grapevine response to Aki and BL treatments at transcripts and metabolic level indicate the ability of these products to trigger plant defense response. In fact, many transcripts related to defense responses were detected by the RNA-seq analysis of leaves. Some of the transcripts did not present differential expression, but others were highly affected by Aki treatment (VIT_17s0000g00200, VIT_08s0058g00970, VIT_12s0055g01010, and VIT_03s0088g00810) and were selected as DEGs markers candidates (A4, A5, A6, and A11, respectively). Considering all the upregulated transcripts in JA, ET, SA, and ABA pathways (**Figure 8**) and the higher concentrations of some phytohormones; the application of Aki and BL treatments to grapevine can stimulate several processes related to plant defense immune system like SAR. Particularly, the treatments upregulated JA, ET, and phenylpropanoid pathways. Moreover, Aki treatment seemed to trigger several genes involved with HR. Further investigations are necessary to identify the mode of action of the two biocontrol product candidates (Aki and BL).

These results also indicate that the treatments with Aki and the BL might prime a defense response through ISR. However, the study was designed to investigate the interaction between the biocontrol products and grapevine without pathogen infection. If the mode of action is priming ISR, the effect could be seen only with the presence of the pathogen attack (Van Wees et al., 2008; Pieterse et al., 2014; Esmaeel et al., 2020). Actually, a complex effect acting in two steps was observed on various biocontrol products, such as the *Rheum palmatum* plant extract (Godard et al., 2009), *Trichoderma harzianum* T39 (Perazzolli et al., 2011), and sulphated laminarin (Trouvelot et al., 2008), being this last one already used in vineyards against downy mildew. These products show plant defense stimulation activity through the induction of some genes immediately after the treatment and the reinforcement of the modulation of defense response through other genes after pathogen inoculation. The pathogen infection may trigger biocontrol product activity and different grapevine response as it was observed using transcriptomics in watermelon (*Citrullus lanatus*) roots treated with the beneficial microorganism candidate *B. velezensis* against *Fusarium oxysporum* fungal pathogen (Jiang et al., 2019). More insights on Aki and BL possible modes of action could be revealed through another investigation introducing pathogen inoculation in the study, such as *P. viticola*, *E. necator*, or *B. cinerea* and analyzing grapevine response to the treatment after pathogen infection. This new research could be more accurate by doing a sampling kinetics to study the plant response to both treatments and pathogen inoculation along time by transcriptomic and metabolomics approaches (Jiang et al., 2019).

From the twelve DEGs selected for Aki treatment eight are related to plant defense (A1, A3, A4, A5, A6, A7, A11, and A12). Some of them (A4, A5, A6, and A11) are involved in the main pathways related to plant defense response (**Figure 8**) and were discussed above. From the fifteen DEGs selected for BL treatment, four of them are related to plant defense (B1, B6, B8, and B14). In addition, another gene could be related to defense response (B12-VIT_10s0116g00530) as it is involved in thiazole biosynthesis. 

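B12 (VIT_10s0116g00530) had 1289.8 ± 129.7 FPKM in BL and 321 ± 56.1 FPKM in NTC (SD, n = 3 each). The log2 fold change was 2.02 (SE 0.16, adjusted p = 9.2e-06, limma) and stayed between 1.92 and 2.15 without each retained library in turn. With the 4 left-out libraries added it was 1.90 (SE 0.15, limma adjusted p = 5.8e-07), with BL_R1 at 1200.1 FPKM and NTC_R3 at 405 FPKM. BL_R4 stood apart from the other BL libraries at 1439.5 FPKM. Aki differed from BL by -1.54 on the log2 scale (limma adjusted p = 6.5e-05) and BL from BF by -0.29 (adjusted p = 0.65).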

Thiazole is a precursor of thiamine that has been showed to be able to stimulate defense response (Boubakri et al., 2012; Boubakri et al., 2013). It is reported that thiamine is able to induce resistance to downy mildew defense response elicitation in leaves of ‘Chardonnay’ cultivated in greenhouse-controlled conditions. The elicited defense response included accumulation of hydrogen peroxide (H_2_O_2_), callose deposition in stomata cells, phenylpropanoid compounds accumulation (stilbenes, phenolic compounds, flavonoids and lignin) and hypersensitive response. Thiamine triggered several genes involved in defense response like PR genes (glucanase, chitinases, serine protease inhibitor, glutathione-S-transferase) and lipoxygenases pathway involved in JA biosynthesis (Boubakri et al., 2012; Boubakri et al., 2013). The high rate of DEGs highly impacted by the treatments and related to defense response is consistent with the transcripts analysis previously mentioned, and with the hypothesis that Aki and BL treatments could be able to induce resistance on grapevine.

Several DEGs markers presented stable overexpression after Aki (A1, A4 and A12 genes) and BL (B1, B2, B3, B9, B12, B13, and B14 genes) treatments in the three grapevine cultivars. Therefore, they could be considered as appropriate markers of Akivi and *Bacillus* treatments and could be used to test different doses and formulations of the biocontrol products in greenhouse-controlled conditions. Actually, defining treatment dose and formulation are crucial steps in product development that highly impact its efficacy. As observed in the present study, grapevine response is variable according to the studied cultivar as described other studies (Bota et al., 2016; Catacchio et al., 2019; Fasoli et al., 2019; Balestrini et al., 2020). Therefore, the identified markers are only robust for the three tested cultivars and should be tested on other cultivars to extend their use. The markers could also be tested in field conditions, but it could be difficult to detect an impact on transcriptome in field conditions due to vineyard biological variability (Balestrini et al., 2020).

## 5 Conclusion

Grapevine response to the Aki and BL treatments at transcripts and metabolites levels gave insights on modes of action of these biocontrol products that are under development. RNA sequencing analysis showed different gene expression patterns after foliar treatments with the biocontrol products compared with the NTC in ‘Garnacha Blanca’. Furthermore, RT-qPCR enabled the quantification of several selected genes (DEG) in three different cultivars. This information was complemented with metabolic analysis (phytohormones, phenols, and organic acids). Considering all the upregulated transcripts and enhanced metabolites concentrations related to JA, ET, and phenylpropanoids pathways, strong indication was found of grapevine defense induction by the treatments. However, further studies are necessary to confirm these first results and a kinetics study could be interesting. In addition, several DEGs markers were identified presenting a stable overexpression after the treatments (Aki or BL) in the three grapevine cultivars. They could be used as markers of activity of the products for further investigations.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211268.

## Author contributions

ML, EM, and EB obtained the financial support. MR, ND, ML, EM, and EB conceived and designed the research. MR, ND, ML, RT and EB conducted and performed the experiments. MR, ML, and EB analyzed the data. MR and ND wrote the first draft of the manuscript. ML, EM, and EB revised and edited the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Grapevine response to a Dittrichia viscosa extract and a Bacillus velezensis strain
**Source:** Front Plant Sci. 2022 Dec 16;13:1075231. doi: 10.3389/fpls.2022.1075231
**Supplement:** Supplementary file 1

Supplementary Material

**Supplementary Table 1.** Concentration (ng µL^-1^), purity (Abs_260/280_ and Abs_260/230_ ratios) and integrity (RIN) of total RNA in samples of cv. Garnacha grapevine leaves obtained with five different protocols. Total RNA samples treated using the Spectrum™ Plant Total RNA Kit fulfilled the quantity and quality requirements to carry on RNA-sequencing (RNA-seq) analysis (RNA concentration above 200 ng µL^-1^, Abs_260/280_ ratio from 1.9 to 2.1, Abs_260/230_ ratio from 1.8 to 2.2, and RIN above 7).

| **RNA isolation protocol** | **Replicate** | **Spectrophotometric measurements**^6^ | | |  |
| --- | --- | --- | --- | --- | --- |
|  |  | **RNA concentration (ng µL^-1^)** | **Abs_260/280_** | **Abs_260/230_** | **RIN**^7^ |
| PureLink^®^ Plant RNA Reagent^1^ | R1 | 1138.0 | 2.01 | 1.85 | 8.10 |
|  | R2 | 553.1 | 1.99 | 1.59 | 3.40 |
|  | R3 | 454.4 | 1.92 | 1.52 | 2.80 |
| TRIzol™ Reagent^2^ | R1 | 85.4 | 0.79 | 0.14 | - |
|  | R2 | 62.8 | 0.76 | 0.13 | - |
|  | R3 | 75.6 | 0.78 | 0.13 | - |
| Spectrum™ Plant Total RNA Kit^3^ | R1 | 507.0 | 2.06 | 1.97 | 8.80 |
|  | R2 | 473.8 | 2.05 | 1.94 | 8.80 |
|  | R3 | 483.0 | 2.00 | 1.97 | 8.60 |
| CTAB 2-day extraction^4^ | R1 | 222.4 | 2.07 | 1.87 | 4.80 |
|  | R2 | 624.0 | 2.09 | 2.1 | 3.70 |
|  | R3 | 326.9 | 2.07 | 1.97 | 4.10 |
| CTAB 1-day extraction^5^ | R1 | 32.1 | 1.69 | 0.64 | - |
|  | R2 | 58.3 | 1.87 | 1.16 | - |
|  | R3 | 42.6 | 1.75 | 0.95 | - |
| ^1, 2^ Invitrogen^TM^, Life Technologies, Carlsbad, CA  ^3^ Sigma-Aldrich, Merck KGaA, Darmstadt, Germany  ^4^ Iandolino et al., 2004  ^5^ Mu et al., 2017  ^6^ Spectrophotometric measurements using NanoDrop ND-1000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA)  ^7^ RNA Integrity Number (RIN). RIN measurement was performed using an Agilent 2100 Bioanalyzer (Agilent technologies, USA) | | | | | |

**Supplementary Table 2.** Differentially Expressed Genes (DEGs) and endogenous genes primer sequences used in the present study. The optimized primer concentrations for qPCR analysis are also shown.

| **Code** | **Gene ID** | **Gene description** |  | **Forward primer sequence (5'-3')** |  | **Reverse primer sequence (5'-3')** | **[primer] (nM)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Endogenous genes for expression data normalization** | | | | | | | |
| E1 | EC922622 | Ubiquitin-conjugating enzyme (UBQ) |  | GAGGGTCGTCAGGATTTGGA |  | GCCCTGCACTTACCATCTTTAAG | 300 |
| E2 | XM_002281110.1 | Vacuolar ATPase subunit G (VAG) |  | TTGCCTGTGTCTCTTGTTC |  | TCAATGCTGCCAGAAGTG | 300 |
| **Selected DEGs impacted by *Bacillus* treatment** | | | | | | | |
| B1 | VIT_16s0022g00860 | Invertase/pectin methyl esterase inhibitor |  | GCTGCAAGAAATGTGGAATGC |  | TCGACTCTTGTGACTTTGTTTTCC | 100 |
| B2 | VIT_06s0004g07210 | CCT motif constans-like |  | CAAGTGCCAGACACCATCCT |  | ACCAGCACCGCACATACTTT | 100 |
| B3 | VIT_16s0100g00740 | unknown |  | CCAGACACGTCTGACTCCAC |  | CAGCTCCACGGTAACTCCTG | 300 |
| B4 | VIT_14s0068g01160 | Cytokinin-repressed protein CR9 |  | AGAAGCCTGCTTGGCAGATT |  | CCGGAACACCGTTTTTGCAT | 300 |
| B5 | VIT_00s1490g00010 | 5'-adenylylsulfate reductase (APR1) |  | AAGTTCAGGGCTTGGTGAGG |  | GGGTCTCACTTCTCACACGG | 300 |
| B6 | VIT_13s0064g01370 | Polygalacturonase inhibiting protein 1 PGIP1 |  | AGGCGAGTTTCATGGAGCAG |  | GGAATTTTCCCACACAACCTGT | 300 |
| B7 | VIT_09s0002g04280 | Dynein light chain LC6, flagellar outer arm |  | GGGGAAAATAAGGTGCGGGA |  | ACAGGGCCCTCATCACAATG | 300 |
| B8 | VIT_03s0091g00310 | Indole-3-acetic acid-amido synthetase GH3.8 |  | TCGCCCTTATGACCCCTACA |  | AGGACTTGTTTGCGCTCGTA | 100 |
| B9 | VIT_01s0011g01980 | Fasciclin arabinogalactan-protein (FLA21) |  | TTGCATTGTGCAGCAAACGA |  | GGATGCCACGTGGTCCATAA | 100 |
| B10 | VIT_01s0026g02740 | Unknown |  | GGTGACTGCACCAGTGATTG |  | AGTGGCTGCTCTAACAACCT | 300 |
| B11 | VIT_08s0058g00430 | Ferritin |  | CCTCTCATCTGCATCTTTCTCGT |  | TCCCCTGACGACCCTAAGAG | 300 |
| B12 | VIT_10s0116g00530 | Thiazole biosynthetic enzyme, chloroplast (ARA6) |  | TGGCCAGGCCTAATGTGAAG |  | AACCAAAGCCCAGTTGGTGA | 300 |
| B13 | VIT_00s0480g00060 | Polyphenol oxidase |  | GCTTTTCTTCCCTTTCCACCG |  | CGGCATTTGCATTCCAGGAG | 100 |
| B14 | VIT_07s0031g02610 | NAC domain containing protein 2 |  | CTCTCCAAGGGACCGCAAAT |  | AATTCCGACCGTCTTGGGTC | 300 |
| B15 | VIT_13s0067g02130 | Dehydration-induced protein (ERD15) |  | TATCGGACGGTGGAGGACTT |  | AGCCAGTAATCGCGAAACCA | 300 |
| **Selected DEGs impacted by Akivi treatment** | | | | | | | |
| A1 | VIT_12s0059g02600 | Receptor protein kinase RK20-1 |  | TGTGTCACTGAGGCAACCAA |  | TCGTACCAAATGATCGCTCC | 100 |
| A2 | VIT_06s0004g03350 | Lateral organ boundaries protein 1 |  | GCGAGCTTCAAGCGCAATTA |  | AGGTTTGCTTGCTGGCATTG | 300 |
| Continue | | | | | | | |

**Table 1.** (continued)

| **Code** | **Gene ID** | **Gene description** |  | **Forward primer sequence (5'-3')** |  | **Reverse primer sequence (5'-3')** | **[primer] (nM)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| A3 | VIT_05s0077g00520 | Gibberellin 2-oxidase |  | AATGGGAGGTTTGTGAGCGT |  | GAAGGCCTCTCAGGTGTGAC | 300 |
| A4 | VIT_17s0000g00200 | Ethylene-responsive transcription factor ERF114 |  | AAGTGGGCAGCTGAGATACG |  | TAGGCAAGTGCAGCATCCTC | 300 |
| A5 | VIT_08s0058g00970 | Cationic peroxidase |  | CTCCGCTTGACACCAAAAGC |  | ACTTGAGAATCCGTGGAGCC | 300 |
| A6 | VIT_12s0055g01010 | Peroxidase |  | CGCAAAGTGTGCTCTGCAAT |  | AGTGCATGTGAGAAGTTACGGA | 100 |
| A7 | VIT_00s0372g00040 | 1,8-cineole synthase, chloroplast |  | CAAGGCACAGATGGATGGGT |  | GCAGCATCTCCTTCTGGTGT | 100 |
| A8 | VIT_04s0023g02240 | S-adenosyl-L-methionine: salicylic acid carboxyl methyltransferase |  | GGGACACCAGTTACGCAGAA |  | GGTCCAGAAGAACAGCCCAA | 300 |
| A9 | VIT_12s0034g01140 | Plastocyanin domain-containing protein |  | TAGCCCTTCGGCTCACAATG |  | AATAGTTGGCCCCCTTCACC | 300 |
| A10 | VIT_19s0090g00660 | Lipase GDSL |  | AATTGGGCTTACCATCCGCA |  | TCAAAGATTCCGGCACCTCC | 300 |
| A11 | VIT_03s0088g00810 | Pathogenesis-related protein 1 precursor (PRP 1) |  | CAATGGAGGGTGGTTCGTCA |  | CACCATGCTCTAACAGTACCCA | 100 |
| A12 | VIT_07s0005g06090 | Pore-forming toxin-like protein Hfr-2 |  | TTTACGTTGGCGTGAACTGC |  | CAAGGAAGGGGGATTCGACC | 300 |

**Supplementary Table 3.** Standard curves and amplification efficiencies of selected DEGs and endogenous genes. Efficiency was calculated using the following formula: E = (10^(-1⁄a)^ -1)x100; where “a” is the slope of the curve.

| **Gene code** | **Slope** | **Linearity (R^2^)** | **Efficiency (%)** |
| --- | --- | --- | --- |
| **Endogenous genes for expression data normalization** | | | |
| **UBQ** | -3.1975 | 0.9982 | 94.5319 |
| **VAG** | -3.1984 | 0.9980 | 94.5736 |
|  |  |  |  |
| **Selected DEGs impacted by *Bacillus* treatment** | | | |
| **B1** | -3.3549 | 0.9990 | 98.6422 |
| **B2** | -3.2400 | 0.9992 | 96.4637 |
| **B3** | -3.1767 | 0.9984 | 93.5608 |
| **B4** | -3.2187 | 0.9995 | 95.5042 |
| **B5** | -3.3248 | 0.9965 | 99.8803 |
| **B6** | -3.1607 | 0.9958 | 92.8020 |
| **B7** | -3.1415 | 0.9956 | 91.8774 |
| **B8** | -3.2086 | 0.9991 | 95.0432 |
| **B9** | -3.2204 | 0.9968 | 95.5814 |
| **B10** | -3.2200 | 0.9996 | 95.5632 |
| **B11** | -3.1472 | 0.9992 | 92.1535 |
| **B12** | -3.1988 | 0.9995 | 94.5921 |
| **B13** | -3.1957 | 0.9995 | 94.4486 |
| **B14** | -3.3611 | 0.9990 | 98.3909 |
| **B15** | -3.1398 | 0.9997 | 91.7948 |
|  |  |  |  |
| **Selected DEGs impacted by Akivi treatment** | | | |
| **A1** | -2.9448 | 0.9922 | 81.4345 |
| **A2** | -3.2068 | 0.9923 | 94.9606 |
| **A3** | -2.9788 | 0.9977 | 83.3765 |
| **A4** | -2.9636 | 0.9920 | 82.5159 |
| **A5** | -3.2492 | 0.9984 | 96.8728 |
| **A6** | -3.2250 | 0.9988 | 95.7898 |
| **A7** | -3.2345 | 0.9990 | 96.2175 |
| **A8** | -3.1898 | 0.9991 | 94.1745 |
| **A9** | -3.2784 | 0.9997 | 98.1509 |
| **A10** | -3.1796 | 0.9997 | 93.6973 |
| **A11** | -3.1849 | 0.9994 | 93.9457 |
| **A12** | -3.2421 | 0.9996 | 96.5573 |
| UBQ: Ubiquitin-conjugating enzyme  VAG: Vacuolar ATPase subunit G | | | |

**Supplementary Table 4.** Trimming of the total reads obtained by RNA-seq of each sample: Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG, and non-treated control (NTC). Four biological replicates (R1, R2, R3 and R4).

| Sample | Before Trimming | After Trimming |
| --- | --- | --- |
| Aki_R1 | 38,686,326 | 32,735,444 (84.62%) |
| Aki_R2 | 31,168,690 | 26,280,264 (84.32%) |
| Aki_R3 | 45,077,410 | 38,346,848 (85.07%) |
| Aki_R4 | 42,671,630 | 36,470,692 (85.47%) |
| BF_R1 | 35,932,354 | 30,911,962 (86.03%) |
| BF_R2 | 39,632,304 | 34,292,640 (86.53%) |
| BF_R3 | 30,960,456 | 26,219,334 (84.69%) |
| BF_R4 | 37,725,956 | 32,086,976 (85.05%) |
| BL_R1 | 44,957,978 | 38,463,562 (85.55%) |
| BL_R2 | 33,369,744 | 28,770,018 (86.22%) |
| BL_R3 | 33,800,350 | 29,312,548 (86.72%) |
| BL_R4 | 33,260,154 | 28,436,820 (85.50%) |
| NTC_R1 | 43,724,406 | 36,870,722 (84.33%) |
| NTC_R2 | 35,748,642 | 30,338,146 (84.87%) |
| NTC_R3 | 38,252,254 | 32,522,744 (85.02%) |
| NTC_R4 | 38,341,052 | 32,965,052 (85.98%) |

**Supplementary Table 5.** Mapping of the paired reads (fragments) obtained by RNA-seq of each sample: Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG, and non-treated control (NTC). Four biological replicates (R1, R2, R3 and R4).

| Sample | Input paired reads | Unique Mapping | Multi Mapping | Unmapped | Assigned to genes |
| --- | --- | --- | --- | --- | --- |
| Aki_R1 | 16,367,722 | 15,513,853 (94.78%) | 366,741 (2.24%) | 487,128 (2.98%) | 13,934,098 (85.13%) |
| Aki_R2 | 13,140,132 | 12,443,289 (94.70%) | 310,816 (2.37%) | 386,027 (2.94%) | 11,078,501 (84.31%) |
| Aki_R3 | 19,173,424 | 18,135,605 (94.59%) | 452,430 (2.36%) | 585,389 (3.05%) | 16,330,627 (85.17%) |
| Aki_R4 | 18,235,346 | 17,297,878 (94.86%) | 396,665 (2.18%) | 540,803 (2.97%) | 15,920,944 (87.31%) |
| BF_R1 | 15,455,981 | 14,719,273 (95.23%) | 314,501 (2.03%) | 422,207 (2.73%) | 13,665,530 (88.42%) |
| BF_R2 | 17,146,320 | 16,289,530 (95.00%) | 355,456 (2.07%) | 501,334 (2.92%) | 14,754,625 (86.05%) |
| BF_R3 | 13,109,667 | 12,479,648 (95.19%) | 277,620 (2.12%) | 352,399 (2.69%) | 11,255,908 (85.86%) |
| BF_R4 | 16,043,488 | 15,137,197 (94.35%) | 325,128 (2.03%) | 581,163 (3.62%) | 13,828,936 (86.20%) |
| BL_R1 | 19,231,781 | 18,296,618 (95.14%) | 395,252 (2.06%) | 539,911 (2.81%) | 16,991,936 (88.35%) |
| BL_R2 | 14,385,009 | 13,609,023 (94.61%) | 301,182 (2.09%) | 474,804 (3.30%) | 12,282,573 (85.38%) |
| BL_R3 | 14,656,274 | 13,857,455 (94.55%) | 314,967 (2.15%) | 483,852 (3.30%) | 12,522,586 (85.44%) |
| BL_R4 | 14,218,410 | 13,540,312 (95.23%) | 291,038 (2.05%) | 387,060 (2.72%) | 12,471,903 (87.72%) |
| NTC_R1 | 18,435,361 | 17,494,387 (94.90%) | 377,416 (2.05%) | 563,558 (3.06%) | 16,124,887 (87.47%) |
| NTC_R2 | 15,169,073 | 14,419,641 (95.06%) | 325,207 (2.14%) | 424,225 (2.80%) | 13,078,392 (86.22%) |
| NTC_R3 | 16,261,372 | 15,380,534 (94.58%) | 364,828 (2.24%) | 516,010 (3.17%) | 13,780,451 (84.74%) |
| NTC_R4 | 16,482,526 | 15,546,674 (94.32%) | 340,108 (2.06%) | 595,744 (3.61%) | 14,006,571 (84.98%) |

**Supplementary Table 6.** Gene Ontology (GO) terms influenced by treatments with Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG compared to the non-treated control (NTC) on cv. Garnacha Blanca grapevine leaves. UP: upregulated, DOWN: downregulated. Criteria: Log_2_(FC) ≥ |1.4| (FDR significant) and four or more genes per GO term.

| **GO Category** | **Aki_UP** | **Aki_DOWN** | **BL_UP** | **BL_DOWN** | **BF_UP** | **BF_DOWN** |
| --- | --- | --- | --- | --- | --- | --- |
| Biological Process | 184/497 | 225/616 | 262/932 | 329/999 | 220/798 | 340/804 |
| Cell Component | 17/90 | 44/135 | 39/209 | 86/260 | 40/188 | 62/191 |
| Molecular Function | 135/390 | 139/404 | 151/613 | 204/624 | 121/538 | 225/518 |
| **Total Categories** | **336/977**  (34.4%) | **408/1155** (35.3%) | **452/1754** (25.8%) | **619/1883** (32.9%) | **381/1524** (25.0%) | **627/1513** (41.4%) |
| Selected GO terms according to the criteria / total significant GO terms | | | | | | |

**Supplementary Table 7.** Genes included in the GO terms that belongs to the group of defense response regulation and in which their expression pattern shows upregulation (Log_2_ (FC) ≥ 1.4) after treatments with Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG.

|  |  |  |  | **Aki** | | **BF** | | **BL** | |  | **Other** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **ID** | **GO ID** | **GO Description** | **Gene ID** | **log_2_(FC)** | **FDR** | **log_2_(FC)** | **FDR** | **log_2_(FC)** | **FDR** | **vCOST Description** | **ID*** |
| 30 | GO:0006879 | cellular ion iron homeostasis | VIT_08s0058g00440 |  |  |  |  | 1,96 | 8,77E-04 | ferritin | 15, 18, 24 |
|  |  |  | VIT_08s0058g00430 |  |  |  |  | 1,82 | 1,32E-02 | ferritin | 15, 18, 24 |
|  |  |  | VIT_08s0058g00410 |  |  |  |  | 1,60 | 3,84E-03 | ferritin 1 (FER1) | 15, 18, 24 |
| 9 | GO:2000022 | regulation of JA mediated signalling pathway | VIT_13s0067g01020 | 1,98 | 5,40E-04 | 2,84 | 4,03E-11 | 2,32 | 1,49E-07 | Leucoanthocyanidin dioxygenase |  |
|  |  |  | VIT_10s0003g03790 |  |  | 1,83 | 2,44E-03 |  |  | Jasmonate ZIM domain-containing protein 8 | 13 |
| 12 | GO:0010469 | regulation of signalling receptor activity | VIT_18s0001g08760 | 1,81 | 1,42E-11 |  |  |  |  | *Phytosulfokines* |  |
| 13 | GO:0031347 | regulation of defense response | VIT_14s0081g00370 | 1,42 | 9,94E-06 | 1,85 | 3,59E-09 |  |  | Ankyrin repeat |  |
|  |  |  | VIT_05s0165g00010 |  |  | 5,41 | 9,83E-06 |  |  | Ankyrin repeat |  |
|  |  |  | VIT_10s0003g03790 |  |  | 1,83 | 2,44E-03 |  |  | Jasmonate ZIM domain-containing protein 8 | 9 |
|  |  |  | VIT_14s0081g00360 |  |  | 1,53 | 6,02E-13 |  |  | Ankyrin repeat |  |
| 14 | GO:0010112 | regulation of SAR | VIT_07s0005g02070 | 1,86 | 4,11E-24 |  |  |  |  | *NIMIN-1 ortologue* |  |
|  |  |  | VIT_01s0011g03430 | 1,76 | 3,64E-21 |  |  |  |  | *NIM-1-Intracting 2 like* |  |
| 26 | GO:0051096 | positive regulation of helixase activity | VIT_00s0388g00030 |  |  | 1.45 | 3,85E-01 | 2,32 | 8,58E-04 | DNA mismatch repair protein MSH3 |  |
| Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG treatments | | | | | | | | | | | |
| ID: GO term assigned identifier. (*) the gene was also upregulated in this ID. Description in cursive means that other databases were used instead of vCOST. | | | | | | | | | | | |
| FDR, false discovery rate. Upregulated gene: log_2_(FC) ≥ 1.4 | | | | | | | | | | | |

**Supplementary Table 8.** Genes included in the GO terms that belongs to the group of stress response regulation and in which their expression pattern shows upregulation (Log_2_ (FC) ≥ 1.4) after treatments with Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG.

|  |  |  |  | **Aki** | | **BF** | | **BL** | |  | **Other** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **ID** | **GO ID** | **GO Description** | **Gene ID** | **log_2_(FC)** | **FDR** | **log_2_(FC)** | **FDR** | **log_2_(FC)** | **FDR** | **vCOST Description** | **ID*** |
| 1 | GO:0010200 | Response to chitin | VIT_13s0019g00480 | 1,87 | 4,63E-05 |  |  |  |  | Zinc finger (C2H2 type) family |  |
|  |  |  | VIT_03s0038g00340 | 1,77 | 5,41E-10 | 1,86 | 8,79E-06 | 1,53 | 6,21E-07 | Salt tolerance homolog2 | 20 |
|  |  |  | VIT_05s0049g01020 |  |  | 1,69 | 9,99E-04 | 1,73 | 1,37E-03 | Myb domain protein 14 | 27, 29 |
|  |  |  | VIT_08s0058g00690 |  |  | 1,68 | 7,00E-07 | 2,12 | 1,08E-06 | WRKY DNA-binding protein 33 | 5, 25, 29 |
| 2 | GO:0006955 | Immune response | VIT_01s0011g05950 | 1,71 | 2,33E-06 |  |  |  |  | NSL1 (necrotic spotted lesions 1) | 7 |
| 4 | GO:0009607 | Response to biotic stimulus | VIT_05s0077g01600 | 1,61 | 1,21E-03 |  |  |  |  | Pathogenesis protein 10 [Vitis vinifera] |  |
| 5 | GO:0034605 | Celular response to heat | VIT_08s0058g00690 |  |  | 1,68 | 7,00E-07 | 2,12 | 1,08E-06 | WRKY DNA-binding protein 33 | 1, 25, 29 |
|  |  |  | VIT_11s0016g03940 |  |  | 1,49 | 1,73E-04 |  |  | Heat shock transcription factor C1 | 8 |
| 7 | GO:0009626 | Plant-type hypersensitive response | VIT_01s0011g05950 | 1,71 | 2,33E-06 |  |  |  |  | NSL1 (necrotic spotted lesions 1) | 2 |
| 8 | GO:0061408 | Positive regulation of transcription from RNA polymerase II promoter in response to heat stress | VIT_11s0016g03940 |  |  | 1,49 | 1,73E-04 |  |  | Heat shock transcription factor C1 | 5 |
| 15 | GO:0010039 | Response to iron ion | VIT_08s0058g00440 |  |  |  |  | 1,96 | 8,77E-04 | ferritin | 18, 24, 30 |
|  |  |  | VIT_08s0058g00430 |  |  |  |  | 1,82 | 1,32E-02 | ferritin | 18, 24, 30 |
|  |  |  | VIT_08s0058g00410 |  |  |  |  | 1,60 | 3,84E-03 | ferritin 1 (FER1) | 18, 24, 30 |
|  |  |  | VIT_02s0025g02510 |  |  |  |  | 1,52 | 2,54E-05 | Metal-nicotianamine transporter YSL1 |  |
| 16 | GO:0070413 | Trealose metabolism in respons to stress | VIT_17s0000g08010 |  |  |  |  | 2,06 | 4,40E-05 | Trehalose 6-phosphate synthase |  |
|  |  |  | VIT_12s0028g01670 |  |  |  |  | 1,93 | 6,43E-06 | Trehalose-phosphatase |  |
|  |  |  | VIT_01s0026g00280 |  |  |  |  | 1,72 | 3,72E-18 | Trehalose 6-phosphate synthase |  |
| Continue | | | | | | | | | | | |

**Supplementary Table 8.** (continued)

|  |  |  |  | **Aki** | | **BF** | | **BL** | |  | **Other** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **ID** | **GO ID** | **GO Description** | **Gene ID** | **log_2_(FC)** | **FDR** | **log_2_(FC)** | **FDR** | **log_2_(FC)** | **FDR** | **vCOST Description** | **ID*** |
| 18 | GO:0009617 | Response to bacterium | VIT_08s0058g00410 |  |  |  |  | 1,60 | 3,84E-03 | ferritin 1 (FER1) | 15, 24, 30 |
|  |  |  | VIT_08s0058g00430 |  |  |  |  | 1,82 | 1,32E-02 | ferritin | 15, 24, 30 |
|  |  |  | VIT_08s0058g00440 |  |  |  |  | 1,96 | 8,77E-04 | ferritin | 15, 24, 30 |
| 20 | GO:0080167 | Response to karritin | VIT_03s0038g00340 |  |  | 1,86 | 8,79E-06 | 1,53 | 6,21E-07 | Salt tolerance homolog2 | 1 |
| 21 | GO:0006073 | Cellular glucan metabolic process | VIT_11s0052g01280 |  |  |  |  | 2,68 | 9,56E-05 | *Xyloglucan endotransglucosylase/hydrolase* |  |
|  |  |  | VIT_05s0062g00250 |  |  |  |  | 1,91 | 2,28E-28 | Xyloglucan endotransglucosylase/hydrolase 15 |  |
|  |  |  | VIT_01s0026g00200 |  |  |  |  | 1,50 | 3,19E-13 | Xyloglucan endotransglucosylase/hydrolase 28 |  |
| 22 | GO:0009738 | Abscisic acid activated signalling pathway | VIT_13s0067g01940 |  |  |  |  | 1,66 | 4,14E-07 | Abscisic acid receptor PYL4 RCAR10 |  |
|  |  |  | VIT_05s0077g01570 |  |  |  |  | 1,60 | 3,19E-06 | *PR10* |  |
| 24 | GO:0042542 | Response to hydrogen peroxide | VIT_12s0035g01910 |  |  | 2,32 | 1,82E-03 |  |  | Heat shock protein 18.2 kDa class II | 29 |
|  |  |  | VIT_13s0019g03160 |  |  | 1,75 | 8,91E-04 |  |  | Heat shock protein 17.6 kDa class I | 29 |
|  |  |  | VIT_00s0992g00020 |  |  | 1,63 | 1,11E-22 | 1,44 | 2,48E-17 | Heat shock protein (HSP26.5-P) 26.5 kDa class P | 29 |
|  |  |  | VIT_08s0058g00440 |  |  |  |  | 1,96 | 8,77E-04 | ferritin | 15, 18, 30 |
|  |  |  | VIT_08s0058g00410 |  |  |  |  | 1,60 | 3,84E-03 | ferritin 1 (FER1) | 15, 18, 30 |
|  |  |  | VIT_00s0698g00010 |  |  |  |  | 1,60 | 9,15E-11 | Catalase |  |
|  |  |  | VIT_08s0058g00430 |  |  |  |  | 1,82 | 1,32E-02 | ferritin | 15, 18 |
| 25 | GO:0006970 | Response to osmotic stress | VIT_08s0058g00690 |  |  | 1,68 | 7,00E-07 | 2,12 | 1,08E-06 | WRKY DNA-binding protein 33 | 1, 5, 29 |
| Continue | | | | | | | | | | | |

**Supplementary Table 8.** (continued)

|  |  |  |  | **Aki** | | **BF** | | **BL** | |  | **Other** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **ID** | **GO ID** | **GO Description** | **Gene ID** | **log_2_(FC)** | **FDR** | **log_2_(FC)** | **FDR** | **log_2_(FC)** | **FDR** | **vCOST Description** | **ID*** |
| 27 | GO:0046686 | Response to cadmium ion | VIT_09s0002g03340 |  |  | 2,76 | 9,79E-04 |  |  | unknown |  |
|  |  |  | VIT_04s0079g00810 |  |  | 1,89 | 7,11E-03 |  |  | Cold induced protein |  |
|  |  |  | VIT_05s0049g01020 |  |  | 1,69 | 9,99E-04 |  |  | Myb domain protein 14 | 1, 5, 25 |
| 29 | GO:0009651: | Response to salt stress | VIT_12s0035g01910 |  |  | 2,32 | 1,82E-03 |  |  | Heat shock protein 18.2 kDa class II | 24 |
|  |  |  | VIT_13s0019g03160 |  |  | 1,75 | 8,91E-04 |  |  | Heat shock protein 17.6 kDa class I | 24 |
|  |  |  | VIT_05s0049g01020 |  |  | 1,69 | 9,99E-04 |  |  | Myb domain protein 14 | 1, 27 |
|  |  |  | VIT_08s0058g00690 |  |  | 1,68 | 7,00E-07 |  |  | WRKY DNA-binding protein 33 | 1, 5, 25 |
|  |  |  | VIT_00s0992g00020 |  |  | 1,63 | 1,11E-22 |  |  | Heat shock protein (HSP26.5-P) 26.5 kDa class P | 24 |
| Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG treatments | | | | | | | | | | | |
| ID: GO term assigned identifier. (*) the gene was also upregulated in this ID. Description in cursive means that other databases were used instead of vCOST. | | | | | | | | | | | |
| FDR, false discovery rate. Upregulated gene: log_2_(FC) ≥ 1.4. | | | | | | | | | | | |

**Supplementary Table 9.** Genes included in the GO terms that belongs to the group of stress-related response regulation and in which their expression pattern shows downregulation (Log_2_(FC) ≥ -1.4) after treatments with Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG.

|  |  |  |  | **Aki** | | **BF** | | **BL** | |  | **Other** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **ID** | **GO ID** | **GO Description** | **Gene ID** | **log_2_(FC)** | **FDR** | **log_2_(FC)** | **FDR** | **log_2_(FC)** | **FDR** | **vCOST Description** | **ID*** |
| 1 | GO:0009734 | Auxin-activated signaling pathway | VIT_05s0020g01070 |  |  |  |  | -2,04 | 8,48E-07 | IAA31 |  |
| 2 | GO:0043086 | Negative regulation of catalytic activity | VIT_18s0001g09920 | -1,40 | 3,67E-07 |  |  |  |  | Cyclin delta-3 (CYCD3_1) |  |
| *2, 3, 6 and 7* | *GO:0043086, GO:0045787, GO:0071249 and GO:0008284* | *Negative regulation of catalytic activity, Positive regulation of cell cycle, Cellular response to nitrate, and Positive regulation of cell population proliferation* | *VIT_03s0180g00040* | *-2,48* | *4,16E-08* |  |  |  |  | *Cyclin D3_2* |  |
|  |  |  | *VIT_06s0009g02090* | *-2,73* | *3,90E-03* |  |  |  |  | *Cyclin CYCB1_2* |  |
|  |  |  | *VIT_08s0040g00930* | *-1,55* | *1,49E-10* |  |  |  |  | *Cyclin B-type* |  |
|  |  |  | *VIT_13s0067g01420* | *-1,67* | *6,59E-06* |  |  |  |  | *Cyclin 1b (CYC1b)* |  |
|  |  |  | *VIT_18s0001g14170* | *-1,51* | *2,61E-05* |  |  |  |  | *Cyclin-dependent protein kinase regulator CYCB2_4* |  |
| 3 | GO:0045787 | Positive regulation of cell cycle | VIT_03s0038g02800 |  |  | -1,89 | 6,37E-09 | -1,93 | 1,55E-12 | Cyclin B2;4 | 7 |
|  |  |  | VIT_03s0091g01060 |  |  |  |  | -1,49 | 1,85E-11 | Cyclin delta-2 | 7 |
|  |  |  | VIT_07s0129g00200 |  |  |  |  | -1,65 | 2,50E-02 | unknown | 7 |
|  |  |  | VIT_18s0001g02060 |  |  | -1,46 | 1,13E-04 | -2,00 | 1,26E-10 | Cyclin A1 | 7 |
|  |  |  | VIT_19s0085g00690 |  |  | -1,40 | 8,44E-04 | -1,42 | 2,16E-04 | Cyclin-dependent protein kinase CYCB3 | 7 |
|  |  |  | VIT_01s0127g00670 | -2,60 | 3,69E-07 |  |  |  |  | Proline extensin-like receptor kinase 1 (PERK1) |  |
|  |  |  | VIT_05s0020g01690 | -1,79 | 5,21E-06 |  |  |  |  | Receptor protein kinase |  |
| 5 | GO:0007178 | Transmembrane receptor protein serine/threonine kinase signaling patway | VIT_04s0008g04200 | -1,86 | 1,99E-05 |  |  |  |  | unknown |  |
|  |  |  | VIT_04s0023g03760 | -1,49 | 9,27E-05 |  |  |  |  | unknown |  |
| 7 | GO:0008284 | Positive regulation of cell population proliferation | VIT_01s0010g02590 |  |  |  |  | -1,47 | 5,14E-03 | *ATP-dependent DNA helicase RecQ* |  |
|  |  |  | VIT_03s0038g02800 |  |  | -1,89 | 6,37E-09 | -1,93 | 1,55E-12 | Cyclin B2;4 | 3 |
|  |  |  | VIT_03s0091g01060 |  |  |  |  | -1,49 | 1,85E-11 | Cyclin delta-2 | 3 |
|  |  |  | VIT_07s0129g00200 |  |  |  |  | -1,65 | 2,50E-02 | unknown | 3 |
|  |  |  | VIT_18s0001g02060 |  |  | -1,46 | 1,13E-04 | -2,00 | 1,26E-10 | Cyclin A1 | 3 |
|  |  |  | VIT_19s0085g00690 |  |  |  |  | -1,42 | 2,16E-04 | Cyclin-dependent protein kinase CYCB3 | 3 |
| Continue | | | | | | | | | | | |

**Supplementary Table 9.** (continued)

|  |  |  |  | **Aki** | | **BF** | | **BL** | |  | **Other** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **ID** | **GO ID** | **GO Description** | **Gene ID** | **log_2_(FC)** | **FDR** | **log_2_(FC)** | **FDR** | **log_2_(FC)** | **FDR** | **vCOST Description** | **ID*** |
| 7 | GO:0008284 | Positive regulation of cell population proliferation | VIT_00s0131g00080 | -1,79 | 1,36E-03 |  |  |  |  | Annexin ANN4 | 8 |
| 8 | GO:0009414 | Response to water deprivation | VIT_06s0004g04370 |  |  |  |  | -1,56 | 1,07E-17 | Histone H4 |  |
|  |  |  | VIT_13s0019g00780 |  |  |  |  | -1,87 | 6,94E-17 | Histone H4 |  |
|  |  |  | VIT_13s0019g00800 |  |  |  |  | -1,46 | 7,02E-05 | *Histone H4* |  |
|  |  |  | VIT_00s0131g00080 | -1,79 | 1,36E-03 |  |  |  |  | Annexin ANN4 | 7 |
| 9 | GO:0009909 | Regulation of flower development | VIT_14s0083g00640 |  |  | -1,82 | 4,54E-32 |  |  | Constans 2 (COL2) |  |
| 10 | GO:0010017 | Red or far-red light signaling pathway | VIT_04s0008g05210 |  |  | -1,56 | 2,64E-05 | -1,52 | 1,44E-02 | BZIP protein HY5 (HY5) |  |
|  |  |  | VIT_05s0020g01090 |  |  |  |  | -1,40 | 3,60E-13 | BZIP protein HY5 (HY5) |  |
| 11 | GO:0045910 | Negative regulation of DNA recombination | VIT_07s0005g01060 |  |  |  |  | -1,48 | 1,36E-05 | Histone H1 |  |
|  |  |  | VIT_07s0141g00730 |  |  |  |  | -1,41 | 2,14E-12 | Histone H1 |  |
|  |  |  | VIT_14s0081g00500 |  |  |  |  | -1,72 | 3,13E-17 | Histone H1 |  |
| 13 | GO:0009744 | Response to sucrose | VIT_01s0011g04400 |  |  |  |  | -1,63 | 3,85E-04 | Origin recognition complex subunit 4 |  |
|  |  |  | VIT_17s0000g01960 |  |  | -1,69 | 4,58E-02 | -1,92 | 7,87E-03 | *Origin recognition complex subunit 5* |  |
| 15 | GO:0010112 | Regulation of systemic acquired resistance | VIT_01s0011g03440 |  |  |  |  | -1,53 | 1,47E-09 | DNA mismatch repair protein |  |
| 16 | GO:0009627 | Systemic acquired resistance | VIT_00s0333g00050 |  |  |  |  | -1,58 | 1,09E-13 | DIR1 (defective IN induced resistance 1) |  |
|  |  |  | VIT_08s0007g01370 |  |  |  |  | -1,77 | 4,42E-03 | Protease inhibitor/seed storage/lipid transfer protein (LTP) |  |
| 17 | GO:0000076 | DNA replication checkpoint signaling | VIT_01s0010g01670 |  |  |  |  | -1,45 | 4,68E-03 | *Zinc knucle* |  |
|  |  |  | VIT_07s0104g01740 |  |  |  |  | -1,87 | 6,15E-04 | Protein kinase WEE1 |  |
| Continue | | | | | | | | | | | |

**Supplementary Table 9.** (continued)

|  |  |  |  | **Aki** | | **BF** | | **BL** | |  | **Other** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **ID** | **GO ID** | **GO Description** | **Gene ID** | **log_2_(FC)** | **FDR** | **log_2_(FC)** | **FDR** | **log_2_(FC)** | **FDR** | **vCOST Description** | **ID*** |
| 18 | GO:0045893 | Positive regulation of transcription | VIT_00s0541g00020 |  |  |  |  | -1,71 | 1,21E-03 | BZIP transcription factor BZIP6 |  |
|  |  |  | VIT_01s0026g01550 |  |  |  |  | -1,71 | 1,34E-08 | Homeodomain leucine zipper protein HB-1 |  |
|  |  |  | VIT_02s0025g02710 |  |  |  |  | -1,50 | 4,89E-03 | NAC Secondary wall thickening promoting factor1 |  |
|  |  |  | VIT_08s0007g04200 |  |  |  |  | -2,12 | 5,45E-05 | Late meristem identity1 HB51/LMI1 |  |
|  |  |  | VIT_08s0007g08150 |  |  |  |  | -1,45 | 5,00E-02 | *AP2/ERF domain-containing protein* |  |
|  |  |  | VIT_13s0067g02560 |  |  |  |  | -3,09 | 5,60E-21 | unknown |  |
|  |  |  | VIT_15s0048g02870 |  |  |  |  | -1,73 | 1,94E-07 | Homeobox-leucine zipper protein HB-7 |  |
| Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG treatments | | | | | | | | | | | |
| ID: GO term assigned identifier. (*) the gene was also downregulated in this ID | | | | | | | | | | | |
| FDR, false discovery rate. Upregulated gene: log_2_(FC) ≥ -1.4 | | | | | | | | | | | |
| Genes in cursive are shared by ID 2, 3, 6 and 7 | | | | | | | | | | | |
| Description in cursive means that other databases were used instead of vCOST. | | | | | | | | | | | |

**Supplementary Table 10.** KEGG pathways influenced by Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG treatments compared to the non-treated control (NTC).

| **Pathway ID** | **Pathway description** | **Number of DEGs** | **Corrected p-Value** |
| --- | --- | --- | --- |
| **Upregulated** |  |  |  |
| **Aki *vs* NTC** |  |  |  |
| vvi00480 | Glutathione metabolism | 23 | 2.05E-05 |
| vvi00591 | Linoleic acid metabolism | 7 | 1.95E-03 |
| vvi00592 | alpha-Linolenic acid metabolism | 11 | 8.75E-03 |
| vvi00900 | Terpenoid backbone biosynthesis | 10 | 9.82E-03 |
| vvi00410 | beta-Alanine metabolism | 10 | 9.82E-03 |
| vvi00071 | Fatty acid degradation | 8 | 4.35E-02 |
| **BL *vs* NTC** |  |  |  |
| vvi00500 | Starch and sucrose metabolism | 32 | 9.80E-04 |
| **BF *vs* NTC** |  |  |  |
| vvi00500 | Starch and sucrose metabolism | 25 | 2.37E-02 |
| vvi03008 | Ribosome biogenesis in eukaryotes | 17 | 2.44E-02 |
|  |  |  |  |
| **Downregulated** |  |  |  |
| **Aki *vs* NTC** |  |  |  |
| vvi00860 | Porphyrin and chlorophyll metabolism | 11 | 2.37E-03 |
| **BL *vs* NTC** |  |  |  |
| vvi03030 | DNA replication | 17 | 2.60E-04 |
| vvi00270 | Cysteine and methionine metabolism | 21 | 2.06E-02 |
| **BF *vs* NTC** |  |  |  |
| vvi00051 | Fructose and mannose metabolism | 12 | 2.56E-02 |
| vvi00940 | Phenylpropanoid biosynthesis | 24 | 3.10E-02 |
| vvi03030 | DNA replication | 10 | 3.10E-02 |
| vvi00500 | Starch and sucrose metabolism | 19 | 3.64E-02 |

**Supplementary Table 11.** Mineral nutrient concentrations in leaves of grapevine cvs. Garnacha Blanca, Garnacha Tinta, and Macabeo treated with Akivi (Aki), lyophilized *Bacillus* UdG (BL), or water (NTC). Data show mean values ± standard deviation of three biological replicates. Significant differences according to the Tukey test (parametric tests) or the Dunn test (non-parametric tests) between treatment (Aki or BL) and NTC are represented by asterisks (*).

|  | **‘Garnacha Blanca’** | | | | | | **'Garnacha Tinta’** | | | | | | **‘Macabeo’** | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Codes** | **NTC** | | **Aki** | | **BL** | | **NTC** | | **Aki** | | **BL** | | **NTC** | | **Aki** | | **BL** | |
| **Macronutrient (mg/g DW)** | | | | | | | | | | | | | | | | | | |
| **P** | 7.02 | ±0.16 | 7.06 | ±0.03 | 7.77 | ±0.12 | 7.64 | ±0.51 | 9.91 | ±0.13 | 8.34 | ±0.1 | 5.81 | ±1.03 | 6.19 | ±0.56 | 6.84 | ±0.21 |
| **K** | 18.94 | ±0.34 | 19.34 | ±1,00 | 18.17 | ±0.63 | 19.22 | ±0.82 | 23.32 | ±1.57 | 17.31 | ±0.69 | 15.18 | ±3.51 | 16.46 | ±1.45 | 16.28 | ±0.79 |
| **Ca** | 17.94 | ±0.44 | 17.99 | ±0.26 | 17.88 | ±0.49 | 13.49 | ±1.1 | 11.05 | ±3.05 | 15.73 | ±0.17 | 14.73 | ±1.33 | 17.95 | ±0.82 | 16.94 | ±0.66 |
| **Mg** | 3.23 | ±0.18 | 3.26 | ±0.05 | 3.10 | ±0.1 | 2.74 | ±0.15 | 3.07 | ±0.06 | 2.98 | ±0.11 | 2.55 | ±0.35 | 2.98 | ±0.2 | 2.91 | ±0.18 |
| **S** | 3.62 | ±0.15 | 3.58 | ±0.02 | 3.52 | ±0.03 | 3.10 | ±0.24 | 3.71 | ±0.04 | 3.45 | ±0.04 | 3.42 | ±0.49 | 3.48 | ±0.03 | 3.61 | ±0.08 |
| **Micronutrient (µg/g DW)** | | | | | | | | | | | | | | | | | | |
| **Fe** | 154.3 | ±9.3 | 153.3 | ±10.5 | 155.5 | ±5.9 | 104.1 | ±12.9 | 123.8 | ±6.4 | 129.2 | ±2.8 | 300.7 | ±31,0 | 194.3* | ±22.7 | 164.9* | ±24.6 |
| **Mn** | 124.7 | ±9.7 | 122.0 | ±7.2 | 122.0 | ±2.2 | 187.1 | ±20.5 | 184.6 | ±20.6 | 208.3 | ±12.2 | 95.1 | ±10.5 | 112.0 | ±5.3 | 120.0 | ±8.2 |
| **Na** | 171.4 | ±23.5 | 91.0 | ±25,0 | 211.2 | ±17.4 | 131.6 | ±12.9 | 161.0 | ±45.2 | 275.9 | ±9.6 | 375.2 | ±29.4 | 358.6 | ±35.9 | 616.7 | ±75.6 |
| **B** | 37.8 | ±1.2 | 34.5 | ±0.9 | 35.6 | ±0.3 | 35.0 | ±3.3 | 39.7 | ±1.5 | 34.2 | ±0.1 | 27.5 | ±6.3 | 36.1 | ±0.3 | 31.1 | ±1.7 |
| **Cu** | 16.2 | ±1.8 | 13.1 | ±1.4 | 10.7* | ±0.5 | 6.7 | ±1.2 | 8.1 | ±2.2 | 8.4 | ±0.2 | n.d. |  | n.d. |  | 11.9 | ±1.6 |
| **Zn** | 35.5 | ±3.3 | 30.2 | ±1.8 | 28.3 | ±0.3 | 29.1 | ±1.9 | 31.1 | ±2.7 | 32.7 | ±1.7 | 30.2 | ±3.4 | 34.9 | ±3.1 | 36.9 | ±1,0 |
| Macronutrient: P, phosphorus ; K, potassium ; Ca, calcium ; Mg, magnesium; S: sulphur | | | | | | | | | | | | | | | | | | |
| Micronutrient: Mn, manganese; Cu, copper; B, boron; Fe, iron; Na, sodium; Zn, zinc | | | | | | | | | | | | | | | | | | |
| n.d. no determined | | | | | | | | | | | | | | | | | | |
| Mineral nutrient analysis: The mineral nutrients were extracted with a classical extraction protocol. Briefly, 100 mg of fresh grapevine leave powder was dried and acid pre-digested overnight with 7 mL of solvent (HNO_3_:H_2_O_2_ 69 %: 30 %, 5:2 v/v) and then digested in a hot-block digestion system (SC154-54-Well Hot Block™, Environmental Express, SC, USA) at 110 °C for 4 h. The digested samples were adjusted at 25mL with H_2_O milli-Q and filtrated at 45µm prior to nutrient element concentrations measurements by ICP-OES (Perkin Elmer Optima 8300, MA, USA). Blanks were included in each batch of samples for quality control. | | | | | | | | | | | | | | | | | | |

**
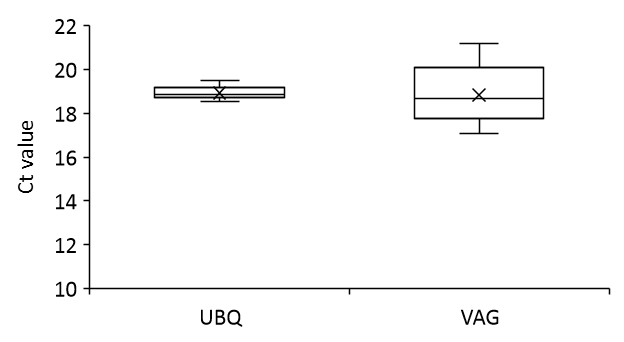
**

**Supplementary Figure 1.** Evaluation and validation of the most appropriate endogenous gene to normalize gene expression data according to the method described by Silver et al., (2006). VAG gene coding for the Vacuolar ATPase subunit G (GenBank accession number XM_002281110.1) and UBQ gene coding for the Ubiquitin-conjugating enzyme (GenBank accession number EC922622) (Monteiro et al., 2013). Expression level stability of endogenous gene candidates between the four treatments (non-treated control, Akivi, lyophilized and fresh *Bacillus* UdG). Boxplots comparing Ct values of UBQ and VAG between treatments.

**Supplementary Figure 2.** Principal component analysis (PCA) of the biological replicates of Akivi (A and B), lyophilized (C and D), and fresh (E and F) *Bacillus* UdG treatments (white symbol) compared to the non-treated control (black symbol). In the left panels (A, C, and E) the four biological replicates (R1, R2, R3 and R4) are shown in the PCA for each modality. The three selected replicates for further analysis are represented by circles and the odd replicates are represented by squares. The right panels (B, D, and F) show the PCA of the filtered three replicates presenting less variability for each modality.

**
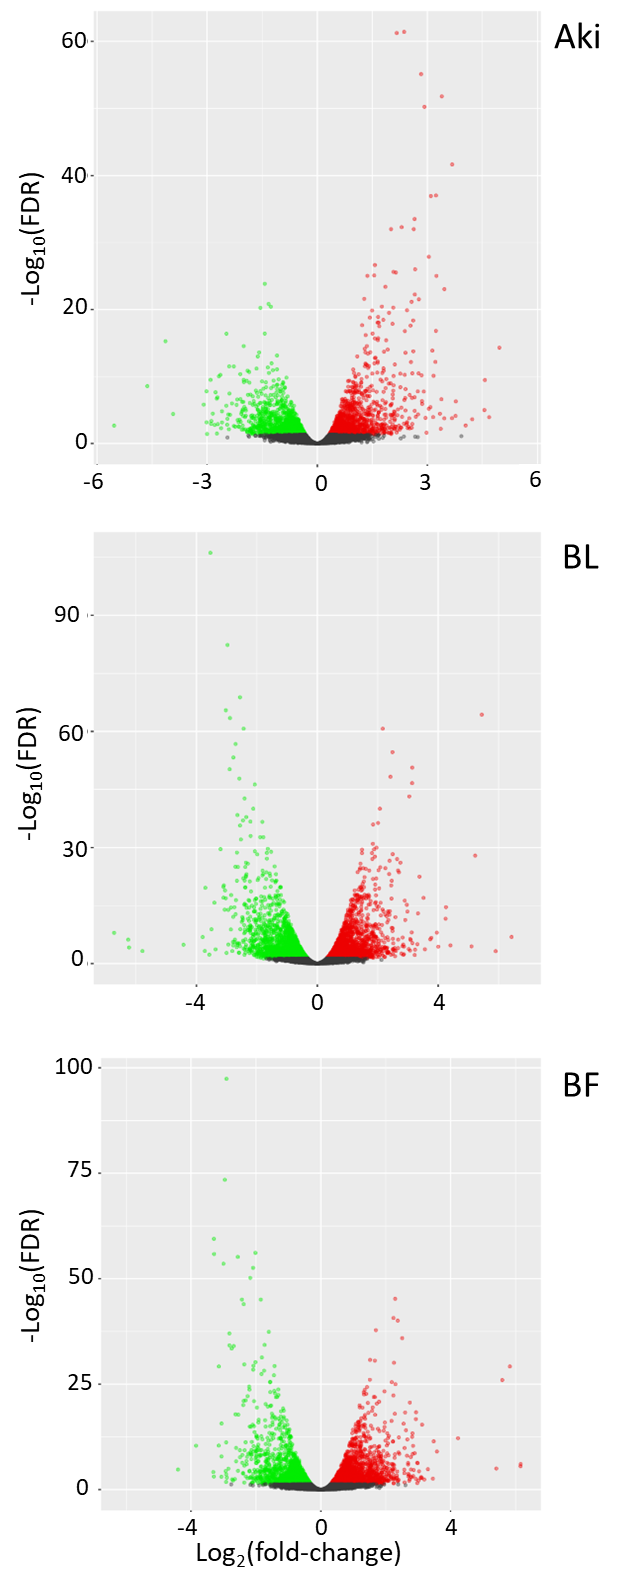
**

**Supplementary Figure 3.** Volcano plots of differentially expressed genes (DEGs) in grapevine leaves comparing the treatments Akivi (Aki), lyophilized (BL) and fresh (BF) *Bacillus* UdG to the non-treated control (NTC). FDR: False discovery rate (adjusted P-values). Black dots represent the genes that are not significantly differentially expressed, while red and green dots are the gens that are significantly up- and downregulated, respectively. The most upregulated genes are towards the right, the most downregulated genes are towards the left, and the most statistically significant genes are towards the top.

**
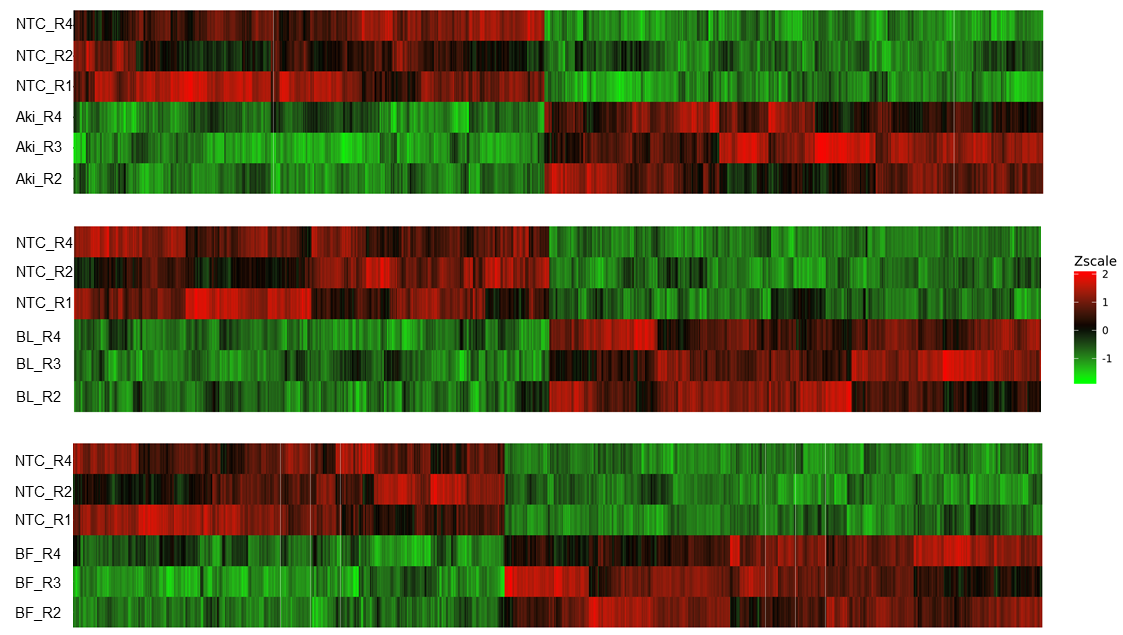
**

**Supplementary Figure 4**. Heatmaps of the differentially expressed genes (DEGs) (Z-scaled FPKM values) showing the results from the different treatments (Akivi, Aki; lyophilized, BL, and fresh, BF, *Bacillus* UdG) compared to the non-treated control (NTC). Changes in expression levels are displayed from green (down-expressed) to red (over-expressed). The order of the genes was established after hierarchical clustering using the Euclidean distance X.

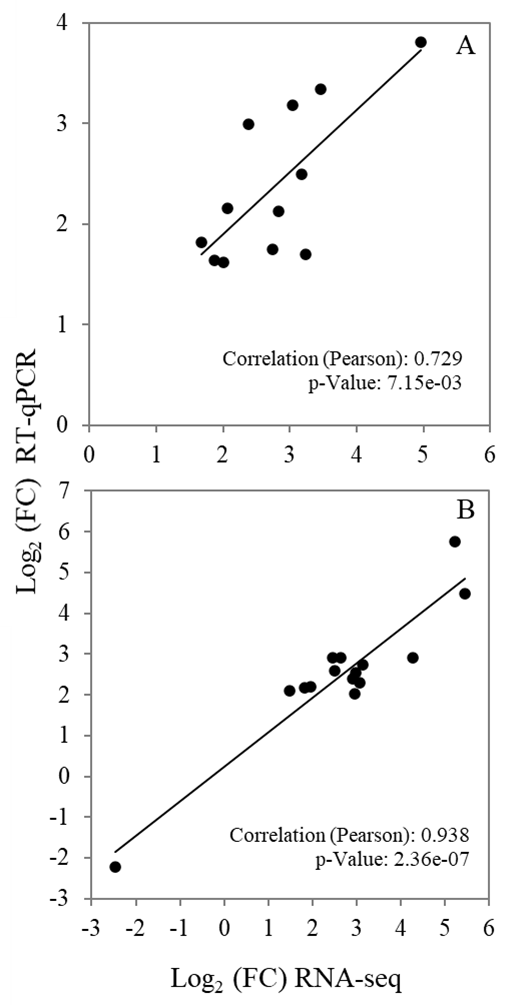

**Supplementary Figure 5.** Relationship between RNA-seq and RT-qPCR transcriptomic data of selected genes in leaves of cv. Garnacha Blanca grapevine after treatment with Akivi (A) and lyophilized *Bacillus* UdG (B), respectively. Data shown as Log_2_ (FC), where FC means fold-change. The Pearson’s correlation coefficient between relative expression levels is also shown.

How the deposited data were processed for this re-analysis (not part of the article)

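RNA sequencing of cv. Garnacha Blanca leaves was analysed in 16 libraries, from leaves sampled 24 h after spraying with Akivi (Aki), lyophilized (BL) or fresh (BF) Bacillus UdG, or with water (NTC). Each of the 4 groups had 4 biological replicates of 2 leaves from each of 5 plants. The group and the replicate number of each library were taken from its sample record, and 0 columns of the deposited table were left without a sample. The RT-qPCR, the metabolites and minerals, and the trials in other cultivars have no values in the table and were not analysed here, except that the RT-qPCR fold changes printed in Table 6 were set against those of the sequencing.

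The authors trimmed the reads with BBDuk, aligned them to the 12X assembly of PN40024 with STAR and counted uniquely mapping fragments on genes with featureCounts. The authors deposited FPKM, calculated with edgeR, for 30661 genes in each library, and no counts. The methods of the paper name TMM normalization for the differential expression analysis and do not state whether the FPKM carry it. The deposited FPKM follow the fragments assigned to genes that the supplement lists for each library. The largest difference in relative depth was 0.0001, and no further factor was seen. Genes at 0 in every library numbered 5351. Because values near 0 step by single fragments, whole fragments could be rebuilt for 25310 of the 25310 other genes, and the rebuilt totals fell between 5 and 27 fragments short of the supplement's. The rebuilt fragments rest on an inference and served as an alternative and for the limits of detection, not for the values reported at the claims.

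Fragments assigned to genes ranged from 11078501 to 16991936 per library. On a gene of 1 kb, 3 fragments, taken as the smallest amount that can be told from 0, correspond to between 0.177 and 0.271 FPKM, depending on the library. Where the libraries of 1 group all held at most 3 fragments of a gene, its fold change is given as a lower bound. These limits cover counting error alone, since the paper's text names no molecular identifiers. Uniquely mapping fragments leave genes of nearly identical families, such as STS, uncertain.

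The values were analysed as log2(FPKM + 0.1) with limma version 3.58.1 in R 4.3.3, in 1 linear model of the 4 groups with an intensity trend and robust empirical Bayes moderation, and without a block. Genes with at least 0.5 FPKM in at least 3 of the libraries fitted were tested, which were 20078 genes over the 12 libraries that the paper retained and 20246 over all 16. Each treatment was contrasted with NTC, and the treatments with each other. DEGs had a Benjamini-Hochberg adjusted p of 0.05 or less and a log2 fold change of at least 1.4 in size, the thresholds of the paper. Tables were handled in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and figures drawn with matplotlib 3.10.9. The PCA used centred values of the genes past the filter in the libraries of 1 treatment and NTC. Correlations of fold changes with RT-qPCR ran across markers, with 100000 permutations, two-sided, and again without the 2 markers farthest from the median. Lists of genes that the paper gives were also adjusted over the list alone.

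The main values rest on the 12 libraries that the paper retained, and the 4 it left out (Aki_R1, BL_R1, BF_R1 and NTC_R3) enter in the values over all libraries. The alternatives numbered 27. They were all libraries, separate fits of each treatment with NTC, other pseudocounts, filters and thresholds, median-of-ratios and quantile rescaling, another form of the fold change, limma without trend and robust moderation, the replicate number as a block with the retained and with all libraries, and each of the 12 retained libraries left out. The PCA and the correlations had alternatives of their own. The replicate numbers come from the labels of the libraries, and the same number stands for different plants in each group. A fit of the rebuilt fragments, with TMM factors coded by hand and voom weights of limma, was chosen after seeing the data. Other splits of the libraries into groups were counted for the numbers of DEGs and of genes that differ between treatments.

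The whole procedure was tested on simulated data with changes in 200 genes, of which it recovered 194 with 3 replicates and 190 with 4, 0 of them in the wrong direction, with 6 and 0 false calls in the treatment with the changes. In the 2 treatments without changes it made 1 and 1 false calls with 3 replicates, and 0 and 0 with 4. The genes named are those that the paper gives with an identifier in its text, Tables 2, 4 and 5, Supplementary Tables 7 to 9 or Fig. 8. In addition, for each treatment, the 2 largest rises and 2 largest falls were eligible among the DEGs of both sets of libraries whose treated libraries all lay on one side of all NTC libraries, with at most 2 rising and 2 falling identifiers that no table of the paper names. The 27 markers of Table 5 were all tested. Enrichment of GO terms and KEGG pathways was not analysed here, and neither were the positions of genes, because 0 identifiers of the deposited table occur in the RefSeq annotation. Base qualities and alignments were not analysed here either, as raw reads were not used here.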

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

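The tests of sequencing depth, of the share of the most abundant genes, of exchanged labels, of genes called again between treatments and of other splits of the libraries of 2 treatments were chosen only after the results they weigh had been seen.

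In 177 groups of 4 libraries, the gap between the outermost library and its neighbour was divided by the range of the group. In 7 groups this exceeded Dixon's 95% limit for 4 libraries. Chance gives about 1 in 20 groups, so the number of such groups is not above chance. BL_R1 had 16991936 fragments assigned to genes, against 12282573 to 12522586 in the other BL libraries. A7 stood at 13.8 FPKM in Aki_R2 and B12 at 1439.5 FPKM in BL_R4. The other 4 values all belong to NTC_R3: B15 at 29.5 FPKM, the WRKY gene VIT_04s0008g05760 at 81.0 FPKM, the LAR gene VIT_13s0067g01020 at 1.81 FPKM and the Myb gene VIT_12s0134g00490 at 4.20 FPKM. Each of these 4 values lay above the retained NTC libraries, in the direction of the treatment for which the paper lists the gene. The genes are not independent, and no explanation was tested for single values.

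The paper gives no gene values for the 4 libraries it left out. Each was placed on an axis that runs from the mean of the retained NTC libraries (0) to the mean of the retained treated libraries (1). The axis used genes that parted the groups by a log2 fold change of at least 1.4, and each retained library was placed on an axis built without it. BL_R1 stood at 0.851 on the axis of BL, against 0.739 to 0.842 for the retained BL libraries, and BF_R1 at 0.939 on the axis of BF, against 0.651 to 0.859. Both thus lay on the side of their treatment. NTC_R3 stood at 0.718 on the axis of Aki, against 0.124 to 0.388 for the retained NTC libraries and 0.684 to 0.847 for the retained Aki libraries. On the axes of BL and BF it stood at 0.502 and 0.399, above the retained NTC libraries (0.101 to 0.275 and 0.153 to 0.291). Aki_R1 stood at 0.526 on the axis of Aki.

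Technical explanations for the position of the left-out libraries were weighed. The left-out library had the highest or the lowest sequencing depth of its group in 1 of 4 groups, where chance gives 2 of 4. It had the highest or the lowest share of FPKM in the 20 most abundant genes in 3 of 4 groups. Each number is 1 group away from what chance gives, so that neither sequencing depth nor a few genes taking a larger share of the fragments is shown or ruled out. A mislabelling of Aki_R1 and NTC_R3 was also weighed, because the split of the 8 libraries that exchanges them gave 225 genes against 53 for the labels. If the 2 libraries carried each other's label, Aki_R1 would lie among the NTC libraries. It lay at 0.526, above every retained NTC library but also below every retained Aki library. NTC_R3 lay at 0.718, within the range of the retained Aki libraries. On the axis the test thus rests on Aki_R1, whose position between the groups does not decide it. Gene by gene, the rising DEGs of Aki go against exchanged labels. All 4 Aki libraries lay above all 4 NTC libraries under the labels for 103 of these 192 DEGs, or 53.6%, where chance gives 28.6% of genes whose retained libraries are already parted. For the falling DEGs of Aki it was 9 of 145. The falling DEGs thus do not speak against an exchange as the rising DEGs do. In the PCA of the 8 libraries Aki_R1 lay at -17.81 on PC1, among the retained NTC libraries (-51.61 to -16.67), and NTC_R3 at 33.02, among the retained Aki libraries (18.85 to 47.04), as an exchange would give. Most of the largest rises among the genes that the paper names follow the labels, however. VIT_01s0011g04780 is not counted here, since it was chosen for parting all Aki from all NTC libraries. VIT_03s0088g00890 had 26.7 FPKM in Aki_R1 and 1.78 FPKM in NTC_R3, against means of 10.1 FPKM in the retained Aki libraries and 1.90 FPKM in the retained NTC libraries, and A6 had 76.4 and 15.3 FPKM against 63.7 and 7.78 FPKM. A gene that does not follow them is VIT_12s0028g01840, with 0.950 FPKM in Aki_R1 and 1.41 FPKM in NTC_R3. The values that follow the labels go against an exchange. Among the 145 falling DEGs, however, Aki_R1 lay on the side of Aki in 15 and NTC_R3 on the side of NTC in 14, as an exchange would give. The positions on PC1 and the larger number of genes for the exchanged split also go with an exchange. These values conflict, so that an exchange is neither shown nor ruled out. Of the 2 libraries, 0 had the highest or lowest sequencing depth of the 8. The samples differ in no recorded condition within a group, so no biological explanation was tested for the left-out libraries.

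The effect of Aki differed from that of the Bacillus treatments in a direct test. Between Aki and BL 466 genes differed at the thresholds of the DEGs (limma, 274 higher and 192 lower in Aki), and between Aki and BF 485 (258 and 227). Without each retained library in turn these numbers ranged from 349 to 489 and from 369 to 542. The NTC libraries are not compared in these contrasts and enter only through the filter and the pooled variance. Median-of-ratios rescaling gave 451 and 464 genes and the rebuilt fragments with voom 486 and 490. Of the genes that differed, 91.2% and 90.7% were called again in the same direction with the rescaling and 90.6% and 90.3% with the rebuilt fragments, which goes against library composition and few fragments per gene as the source of most of them. Among the splits of the 6 retained libraries, 1 of 10 for BL and 1 of 10 for BF gave as many genes, a share that cannot be under 10% in this design. With all 8 libraries it was 1 of 35 and 1 of 35, which goes against a grouping by chance, though most of these splits part fewer same-numbered pairs than the labels do. Among the splits that part every same-numbered pair it was 1 of 8 and 1 of 8, too few to tell. The paper describes randomized blocks that correspond to the treatments, read here as a separate block of plants for each treatment. On this reading a difference between products cannot be told apart from one between blocks.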

How the results depend on the processing

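No test in this part was chosen only after its result was seen, except the fit of the rebuilt fragments. The alternatives were set before the data were examined, and each changed 1 choice at a time against log2(FPKM + 0.1) in limma over the 12 retained libraries. The cause of the movements below was not tested. A count moved when it changed by more than 1.5 times, a percentage of shared genes when it left its 95% binomial confidence interval (Wilson), and a share of variance or a correlation between libraries when it moved by more than its SD, over PCAs without 1 library or over library pairs. No correlation with RT-qPCR and none of the 183 fold changes of a gene in a treatment for which it is listed or was chosen changed direction under any alternative that was run. In other treatments some small fold changes of these genes did, as that of VIT_01s0010g01670 in Aki, which was -0.74 over the retained and 0.38 over all 16 libraries.

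Of the 3 treatments, Aki moved most with the choice of libraries. With the left-out libraries included, 76 genes rose and 1 fell in Aki, 221 fell in BL, 0 rose and 0 fell in all 3 treatments, 303 fell in any treatment and 98 fell in BL only. BL and BF shared 38.1% of the genes raised by either, and 8 genes differed between them. Beside the counts of 0, the unadjusted p over all libraries was under 0.05 for 2099 genes in Aki. PC1 over all 8 libraries explained 34.31%, 39.73% and 39.64% for Aki, BL and BF, and PC1 with PC2 49.86%, 56.63% and 60.25%.

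The groups share replicate numbers, so the number was also fitted as a replicate block. Libraries of the same number come from different plants. Their deviations from the group means had a mean correlation of 0.059 (24 pairs), against -0.02 between different numbers (72 pairs). By number, the mean was 0.19 for replicate 3, against 0.024, 0.009 and 0.014 for replicates 1, 2 and 4 (6 pairs each). The highest value of a same-numbered pair was 0.366, for Aki_R3 with NTC_R3. With the block on the retained libraries 98 genes rose and 44 fell in Aki, 13 rose and 2 fell in all 3 treatments, 115 fell in both BL and BF (35.6% shared), and 2 differed between BL and BF. With the block on all 16 libraries 75 rose and 2 fell in Aki, 238 fell in BL, 0 rose and 0 fell in all 3, 321 fell in any treatment, 102 fell in BL only, 37.6% of the raised genes were shared, and 8 differed between BL and BF. Of the fold changes of single genes, 119 stayed on their side of the thresholds with the block on all libraries, 60 no longer passed and 4 passed in addition.

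The thresholds moved the counts of all treatments. With the adjusted p of 0.05 alone, 861 genes rose and 728 fell in Aki, 2307 and 1639 in BL, and 1986 and 1128 in BF. In all 3 treatments 280 rose and 191 fell, and in any treatment 3199 and 2240. BL or BF raised 2755 genes (1538 in both, 769 in BL only, 448 in BF only, 55.8% shared) and lowered 1872 (895, 744, 233, 47.8%). Between Aki and BL 3102 genes differed, between Aki and BF 3168, and 2081 in both contrasts. With a log2 fold change of at least 1, 349 genes rose and 289 fell in Aki, 819 and 635 in BL, and 675 and 419 in BF. In all 3 treatments 70 rose and 81 fell, and in any treatment 1235 and 863. BL or BF raised 996 genes (498 in both, 321 in BL only, 177 in BF only, 50.0% shared) and lowered 729 (325, 310, 94, 44.6%). Between Aki and BL 981 genes differed, between Aki and BF 983, and 610 in both contrasts. With an adjusted p of 0.01, 104 genes rose and 45 fell in Aki and 143 fell in BF. In all 3 treatments 8 rose and 5 fell, and in any treatment 430 and 312. In BL only 117 rose, in BF only 69 rose and 31 fell, and BL or BF lowered 283 genes, 112 of them in both.

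A pseudocount of 1 FPKM lowered every count of genes listed here, so that 102 genes rose and 52 fell in Aki, 176 and 168 in BL, and 102 and 112 in BF. In all 3 treatments 2 rose and 15 fell, and in any treatment 304 and 213. BL or BF raised 208 genes (70 in both, 106 in BL only, 32 in BF only, 33.7% shared) and lowered 189 (91, 77, 21, 48.1%). Between Aki and BL 244 genes differed, between Aki and BF 239, and 165 in both contrasts. PC1 then explained 50.89%, 58.7% and 52.25% for Aki, BL and BF, and PC1 with PC2 68.09%, 73.34% and 77.53%. The mean correlation between retained libraries was 0.9848, 0.9841, 0.9816 and 0.9848 in Aki, BL, BF and NTC. The correlation with RT-qPCR for Aki fell to 0.159 and no longer passed. With a pseudocount of 0.01 FPKM, 47.8% of the genes raised by BL or BF were shared.

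The fit of the rebuilt fragments with TMM factors and voom weights, chosen after seeing the data, moved only the number of genes that fell in all 3 treatments, to 66. When each treatment was fitted with NTC alone, 26 genes fell in all 3, and 37.5% of the raised genes were shared by BL and BF. That setting gives no contrast between treatments. No count of genes moved with every gene above 0 in at least 1 library, with a filter of 1 FPKM, with median-of-ratios rescaling, with quantile normalization, with the ratio of mean FPKM as fold change, or without trend and robust moderation.

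The shares of variance moved with each choice in the PCA, except PC1 with PC2 for Aki with genes scaled to unit variance and with the 500 genes of largest variance. With FPKM not logged, PC1 explained 90.38%, 90.75% and 87.59% for Aki, BL and BF, and PC1 with PC2 94.9%, 95.83% and 94.86%. With genes scaled to unit variance, PC1 explained 36.91%, 41.85% and 38.4%, and PC1 with PC2 62.03% for BL and 68.26% for BF. With the 500 genes of largest variance, PC1 explained 39.74%, 45.0% and 41.46%, and PC1 with PC2 61.2% for BL and 63.9% for BF. Spearman's rho in place of Pearson's r gave mean correlations between retained libraries of 0.983, 0.9829, 0.9798 and 0.983 in Aki, BL, BF and NTC.

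Each of the 12 retained libraries was also left out in turn. In Aki the numbers ranged from 105 to 223 raised and from 48 to 199 lowered genes, and in all 3 treatments from 9 to 38 and from 5 to 72. From 39 to 96 genes fell in BF only, from 0 to 3 differed between BL and BF, and BL and BF shared from 36.9 to 44.7% of the raised and from 29.1 to 42.4% of the lowered genes. The other counts stayed within 1.5 times. The correlation with RT-qPCR for Aki was 0.492 without the 2 farthest markers and ranged from 0.608 to 0.71 without each library. It has no value without an Aki library, because the marker A1 then falls under the filter.

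Of these 183 fold changes of single genes against NTC, 58 no longer passed and 4 passed in addition over all 16 libraries. With a pseudocount of 1 FPKM these numbers were 54 and 1, with the replicate block 43 and 1, with median-of-ratios rescaling 5 and 3, and with quantile normalization 8 and 2. A pseudocount of 0.01 FPKM gave 3 and 8, separate pairwise fits 7 and 5, the ratio of mean FPKM 3 and 1, and the rebuilt fragments 9 and 13. Leaving out 1 retained library cost between 2 and 39 of the calls, with the highest numbers without NTC replicate 4 (39) and without NTC replicate 1 (35).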

Differences from the paper's values

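No cause was tested in this part, and every value of the paper is marked as the paper's. The alternatives named here were set before the data were examined, except the rebuilt fragments with voom, which were chosen after seeing the values. Numbers of genes were held to differ when the larger was more than 1.5 times the smaller, and fold changes and correlations when they lay farther apart than the SD between replicates or between fits without 1 library.

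In Aki 145 genes were downregulated, against the paper's 225. It did not differ from the paper's by these limits with a log2 fold change of 1 (289), without Aki replicate 4 (154), without BF replicate 3 (155) and without NTC replicate 2 (199), and did with the other alternatives that gave a value. With the rebuilt fragments and voom, chosen after seeing the values, it was 194. In all 3 treatments 40 genes were downregulated, against the paper's 68. That gap was closed with a log2 fold change of 1 (81), without Aki replicate 2 (49), without BF replicate 4 (47) and without NTC replicate 2 (72), and with no other alternative that gave a value. Rebuilt fragments with voom, chosen after seeing the values, gave 66. The correlation with RT-qPCR for Aki was 0.683, against the paper's 0.729. Only with all 16 libraries (0.756), a pseudocount of 0.01 FPKM (0.723), the ratio of mean FPKM (0.706), all 16 libraries with the replicate block (0.756) and without NTC replicate 1 (0.71) did the value come within these limits. Fitting the rebuilt fragments with voom, a setting chosen after seeing the values, gave 0.72. In the correlation with RT-qPCR, BL gave 0.95, against the paper's 0.938. It did not differ from the paper's by these limits with a pseudocount of 0.01 FPKM (0.934) and without BL replicate 2 (0.945), and did with the other alternatives that gave a value. With the rebuilt fragments and voom, chosen after seeing the values, it was 0.942.

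In BL the log2 fold change of the LAR gene VIT_13s0067g01020 was 2.14, against the paper's 2.32. That gap was closed with a pseudocount of 0.01 FPKM (2.37), without BL replicate 2 (2.19) and without NTC replicate 4 (2.21), and with no other alternative that gave a value. Rebuilt fragments with voom, chosen after seeing the values, gave 2.26. For VIT_00s0388g00030 in BL the log2 fold change of 1.65 stands against the paper's 2.32. Only with a pseudocount of 0.01 FPKM (2.02), the replicate block (1.82), without BL replicate 3 (2.05) and without NTC replicate 2 (1.87) did the value come within these limits. Fitting the rebuilt fragments with voom, a setting chosen after seeing the values, gave 1.92. In Aki the log2 fold change of PERK1 (VIT_01s0127g00670) was -1.87, against the paper's -2.60. It did not differ from the paper's by these limits with a pseudocount of 0.01 FPKM (-2.72), and did with the other alternatives that gave a value. With the rebuilt fragments and voom, chosen after seeing the values, it was -2.66. For VIT_07s0104g01740 in BL the log2 fold change of -1.52 stands against the paper's -1.87. That gap was closed with a pseudocount of 0.01 FPKM (-1.83), median-of-ratios rescaling (-1.56), quantile normalization (-1.62), without BL replicate 3 (-1.56), without BL replicate 4 (-1.66) and without NTC replicate 2 (-1.65), and with no other alternative that gave a value. Rebuilt fragments with voom, chosen after seeing the values, gave -1.83.

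In the PCA of the retained libraries, PC1 explained 43.2%, 50.8% and 45.4% of the variance for Aki, BL and BF, lower shares than the paper gives, and the shares of PC1 with PC2 were lower as well. With FPKM not logged all these shares exceeded the paper's, and with a pseudocount of 1 FPKM the share of PC1 for BF did (52.25%). The volcano plots of Supplementary Figure 3 place the most significant genes far higher on the axis of significance than the limma test placed any DEG. Among DEGs the highest -log10 of the adjusted p (limma) was 6.71 over the retained libraries. For rising genes the paper's limit is higher in Aki than in the Bacillus treatments, whereas the limma maximum among rising DEGs was lower in Aki.

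The paper lists genes as changed in its Supplementary Tables 7 to 9, Table 5 and Figure 8. Of these, 44 of 59 in Aki, 66 of 86 in BL and 26 of 39 in BF were DEGs here over the retained libraries. The listed genes that were not DEGs follow with the settings that made them DEGs. The log2 fold change over the retained libraries stands beside the treatment where a gene is first named, or a lower bound where the NTC libraries held at most 3 fragments. With the adjusted p only, and likewise with a log2 fold change of 1, these were VIT_00s0540g00020 (Aki, 1.33), VIT_01s0010g01670 (BL, -1.27), VIT_02s0025g02710 (BL, -1.30), VIT_04s0023g03760 (Aki, -1.37), VIT_05s0020g01090 (BL, -1.36), VIT_06s0004g07770 (Aki, 1.38), VIT_07s0005g03340 (BL, 1.33), VIT_07s0141g00730 (BL, -1.40, just under the threshold before rounding), VIT_13s0019g00800 (BL, -1.30) and VIT_19s0085g00690 (BL, -1.22). With a pseudocount of 0.01 FPKM, these were VIT_00s0540g00020 (Aki), VIT_02s0025g02710 (BL), VIT_04s0023g03760 (Aki), VIT_07s0005g03340 (BL), VIT_07s0141g00730 (BL), VIT_11s0016g00660 (Aki, at least 3.18-fold higher), VIT_11s0016g00660 (BF, at least 3.00-fold higher) and VIT_16s0100g01030 (BF, at least 2.94-fold higher). With the rebuilt fragments and voom, chosen after seeing the values, these were VIT_00s0540g00020 (Aki), VIT_00s0541g00020 (BL, -1.71), VIT_01s0010g01670 (BL), VIT_01s0127g00670 (Aki, -1.87), VIT_02s0025g02710 (BL), VIT_02s0025g04260 (Aki, at least 3.36-fold higher), VIT_04s0023g03760 (Aki), VIT_05s0020g01090 (BL), VIT_05s0077g01600 (Aki, 1.47), VIT_06s0004g07770 (Aki), VIT_07s0141g00730 (BL), VIT_12s0035g01910 (BF, 1.95) and VIT_16s0100g01030 (BF). With all 16 libraries, these were VIT_00s0541g00020 (BL), VIT_05s0020g01090 (BL), VIT_10s0042g00920 (BF, at least 3.11-fold higher), VIT_12s0035g01910 (BF), VIT_16s0100g01000 (BL) and VIT_19s0090g00840 (BL). With separate fits of each treatment with NTC, these were VIT_00s0541g00020 (BL), VIT_05s0077g01600 (Aki), VIT_10s0003g03790 (BF, 1.69), VIT_11s0016g00670 (Aki, at least 6.46-fold higher) and VIT_11s0016g00670 (BL, at least 4.97-fold higher). With median-of-ratios rescaling, these were VIT_00s0541g00020 (BL), VIT_05s0020g01090 (BL) and VIT_07s0141g00730 (BL). With quantile normalization, these were VIT_00s0541g00020 (BL) and VIT_05s0020g01090 (BL). With no filter on low values, these were VIT_01s0127g00670 (Aki), VIT_02s0025g04260 (Aki), VIT_16s0039g01110 (BF), VIT_16s0039g01110 (BL), VIT_16s0100g01000 (BL), VIT_16s0100g01030 (BF) and VIT_19s0090g00840 (BL). With limma without trend and robust moderation, these were VIT_01s0127g00670 (Aki), VIT_02s0025g04260 (Aki) and VIT_16s0100g01030 (BF). With all 16 libraries with the replicate block, these were VIT_05s0020g01090 (BL), VIT_09s0002g03340 (BF, 2.14), VIT_10s0042g00920 (BF), VIT_12s0035g01910 (BF), VIT_16s0100g01000 (BL) and VIT_19s0090g00840 (BL). With the replicate block, this was VIT_07s0141g00730 (BL). With a pseudocount of 1 FPKM, this was VIT_11s0016g00670 (Aki). With a filter of 1 FPKM, this was VIT_11s0016g00670 (BL). With the ratio of mean FPKM, this was VIT_13s0019g00800 (BL).

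Without BL replicate 3, these were VIT_00s0541g00020 (BL) and VIT_07s0141g00730 (BL). Without BF replicate 3, these were VIT_00s0541g00020 (BL), VIT_05s0077g01600 (Aki), VIT_08s0007g01370 (BL, -1.66), VIT_11s0016g00670 (Aki) and VIT_11s0016g00670 (BL). Without BF replicate 4, these were VIT_00s0541g00020 (BL), VIT_02s0012g00400 (Aki, 1.67), VIT_10s0042g00920 (BF), VIT_11s0016g00660 (Aki), VIT_11s0016g00660 (BF), VIT_11s0016g00670 (Aki) and VIT_11s0016g00670 (BL). Without BL replicate 2, these were VIT_01s0010g01670 (BL), VIT_02s0025g02710 (BL) and VIT_05s0020g01090 (BL). Without NTC replicate 2, these were VIT_01s0010g01670 (BL), VIT_01s0010g02590 (BL, -1.12), VIT_02s0012g00400 (Aki), VIT_04s0023g03760 (Aki), VIT_06s0004g07770 (Aki), VIT_07s0141g00730 (BL), VIT_11s0016g00670 (BL), VIT_13s0019g00800 (BL), VIT_19s0085g00690 (BF, -1.22) and VIT_19s0085g00690 (BL). Without Aki replicate 2, these were VIT_02s0012g00400 (Aki) and VIT_06s0004g07770 (Aki). Without NTC replicate 4, these were VIT_02s0025g02710 (BL), VIT_05s0020g01090 (BL) and VIT_16s0100g01030 (BF). Without Aki replicate 4, these were VIT_04s0023g03760 (Aki), VIT_05s0077g01600 (Aki), VIT_06s0004g07770 (Aki) and VIT_16s0100g01030 (BF). Without BL replicate 4, these were VIT_05s0020g01090 (BL) and VIT_07s0141g00730 (BL). Without NTC replicate 1, this was VIT_07s0141g00730 (BL). Without Aki replicate 3, this was VIT_12s0035g01910 (BF). No setting that was run made DEGs of VIT_00s0388g00030 (BF, 1.13), VIT_03s0063g00460 (BL, 1.90), VIT_04s0079g00810 (BF, 1.48), VIT_05s0077g01150 (Aki, 1.31), VIT_07s0129g00200 (BL, -1.32), VIT_08s0007g08150 (BL, -1.27), VIT_10s0042g00890 (Aki, at least 1.94-fold higher), VIT_10s0042g00890 (BF, at least 2.14-fold higher), VIT_10s0042g00950 (BL, -0.17), VIT_11s0016g02380 (BL, 1.00), VIT_16s0100g00860 (BF, at least 3.19-fold higher), VIT_18s0122g00180 (Aki, 1.38) and VIT_19s0014g03820 (Aki, 1.57). VIT_06s0009g02090 (Aki), VIT_17s0000g01960 (BF), VIT_17s0000g01960 (BL) and VIT_19s0090g00840 (Aki) were under the filter of 0.5 FPKM and were DEGs under no setting that was run. The STS gene VIT_10s0042g00950, which Figure 8 marks as raised in BL, was slightly lower in BL.

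The paper describes genes raised or lowered by only BL or only BF. In the direct contrast of BL with BF, 0 of these genes differed over the retained libraries, and 60, 16, 68 and 18 of those raised in BL only, raised in BF only, lowered in BL only and lowered in BF only had an unadjusted p under 0.05.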

Other observations

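The splits of the BL and BF libraries and the comparison with the left-out libraries were chosen after the results they weigh had been seen, as was the fit of the rebuilt fragments, and the other tests were set before their own results were seen.

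The number of DEGs of Aki depends on which libraries are left out. Every way of leaving out 1 library of Aki and 1 of NTC was fitted, with Aki and NTC alone. The way of the paper gave 295 genes and ranked 1 of 16 ways, the next gave 87, and the median was 21.5. For BL it ranked 1 (734 genes, next 733, median 380), and for BF it ranked 2 (497 genes, highest 639, median 301). The choice of the libraries left out may therefore raise the numbers for each treatment, since libraries were chosen for lying apart in a PCA of the same values. For Aki the other ways gave at most 87 genes, while for BL and BF even the lowest way gave 299 and 195.

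Other splits of the libraries give a measure of chance. With 3 libraries per group 1 of 10 splits for Aki, 1 of 10 for BL and 1 of 10 for BF, the labels themselves, gave as many genes as the labels, and no smaller share is possible there. With 4 libraries per group 1 of 35 splits for BL and 1 of 35 for BF gave as many genes, which goes against a grouping by chance, though most of these splits part fewer same-numbered pairs. For Aki 2 of 35 splits did, so that chance remains as an explanation. The other split of Aki puts Aki_R1 with the retained NTC libraries and gave 225 genes against 53 for the labels. It parts 2 of the 4 same-numbered pairs and not all 4 as the labels do. Among the splits that part all of them, the numbers were 1 of 8, 1 of 8 and 1 of 8, too few splits to tell.

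The left-out libraries were not used to choose the DEGs of the retained libraries, and they give a further view of them. For the falling DEGs of Aki, Aki_R1 lay on the side of Aki in 15 of 145 genes and NTC_R3 on the side of NTC in 14, far fewer than equal chances for both sides give. For the rising DEGs of Aki these were 133 and 78 of 192. BL_R1 lay on the side of BL in 378 of 398 rising and 339 of 371 falling DEGs, and BF_R1 on the side of BF in 275 of 319 and 218 of 229. NTC_R3 lay on the side of NTC in 255 and 152 of those of BL, and in 229 and 124 of those of BF. The falling genes of Aki thus did not hold in the left-out libraries, while most of its rising genes did in Aki_R1 but not in NTC_R3. Most falling genes of BL did not hold in NTC_R3 either, though most did in BL_R1. The paper does not report these values. The simulated data with 4 replicates, where 190 of 200 changed genes were recovered, held only changes larger than the threshold of 1.4. Over all 16 libraries the DEGs of Aki had median log2 fold changes of 1.44 (rising) and -0.99 (falling). The simulation therefore cannot tell how far sample size accounts for the low count for Aki over all 16 libraries.

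Explanations by low counts and by scaling were tested on the DEGs. With the rebuilt fragments and voom weights, 91.7% of the DEGs of Aki, 92.6% of those of BL and 92.3% of those of BF were called again, which goes against few fragments per gene as the source of the calls. Median-of-ratios rescaling moved the share of rising DEGs by 0.9 percentage points in Aki, 4.7 in BL and 5.7 in BF, under the 10 points set as a limit. In Aki the share was 57.0%, and 57.9% with this rescaling and 57.8% with quantile normalization, but 52.3% with the rebuilt fragments. In BF the share fell from 58.2% to 52.5% and 51.2% with the 2 rescalings and to 55.1% with the rebuilt fragments, so that library composition left in by scaling to the total is not ruled out as a source of much of either majority. In BL the share was 51.8%, and 47.1%, 43.8% and 47.6% in the same order. Median-of-ratios rescaling shifts all values of a library together, so that these values near an even split do not settle which direction prevails. GC content and gene length were not analysed here.

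Part of the overlap between treatments may come from the NTC libraries that their contrasts share. With separate pairs of NTC libraries for the 2 treatments, the correlation of log2 fold changes across genes was 0.642 times that with the same pair for BL with BF, 0.179 times for Aki with BL and 0.189 times for Aki with BF. For Aki with either Bacillus treatment this is under 0.5 times, so that shared NTC libraries remain as an explanation of most of the correlation. For BL with BF it lies between the limits of 0.5 and 0.8, and a correlation of 0.498 was left with separate NTC libraries, against 0.08 for Aki with BL and 0.086 for Aki with BF. NTC libraries shared by both contrasts do not account for the part that was left, and remain as an explanation of the rest. A common response to both forms of the same strain is a hypothesis for the part that was left.

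Between BL and BF 0 genes differed over the retained libraries, and 1625 had an unadjusted p under 0.05. All 16 libraries together gave 8 such genes (2617 at an unadjusted p under 0.05). Any split gives as many as 0 genes (10 of 10 splits of the 6 retained libraries, 35 of 35 of the 8, and 8 of 8 of those that part every same-numbered pair), so these splits show nothing. A gene that passed in 1 form only is therefore not shown to differ between the forms. Cyclins show the same limit for the products. Of the 9 tested cyclins that the paper lists for only Aki or only Bacillus, 1 differed between Aki and BL (limma p adjusted over these genes), so that calls on either side of a threshold with no difference between treatments remain as an explanation.

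The mean of the 15 tested cyclins and histones was lower in each treatment in both sets of libraries. Its fall over all 16 libraries was 0.5 times the SD within groups in Aki, 2.42 times in BL and 1.94 times in BF. The limit of 2 times was set on the SD of single libraries, and the SE of a difference between 2 groups is smaller, 0.377. In Aki the fall was smaller than this SE, so that the spread between libraries of one group remains as an explanation, and the set holds 6 histones that the paper lists for BL only. In BF the fall was just under the limit, which does not show that this spread accounts for it, and in BL it was above. The genes are the paper's own list of falling genes, so the libraries it retained cannot tell the pattern apart from that spread. Of the left-out libraries, BL_R1 (3.18) and BF_R1 (2.99) lay below all 4 NTC libraries (3.24 to 4.86), while Aki_R1 lay at 4.81. A lower activity of the cell cycle after the treatments is a hypothesis that was not tested further.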
